# A humanized NOVA1 splicing factor alters mouse vocal communications

**DOI:** 10.1038/s41467-025-56579-2

**Published:** 2025-02-18

**Authors:** Yoko Tajima, César D. M. Vargas, Keiichi Ito, Wei Wang, Ji-Dung Luo, Jiawei Xing, Nurdan Kuru, Luiz Carlos Machado, Adam Siepel, Thomas S. Carroll, Erich D. Jarvis, Robert B. Darnell

**Keywords:** Evolutionary genetics, Alternative splicing, Molecular evolution

## Abstract

NOVA1, a neuronal RNA-binding protein expressed in the central nervous system, is essential for survival in mice and normal development in humans. A single amino acid change (I197V) in NOVA1’s second RNA binding domain is unique to modern humans. To study its physiological effects, we generated mice carrying the human-specific I197V variant (*Nova1*^*hu/hu*^) and analyzed the molecular and behavioral consequences. While the I197V substitution had minimal impact on NOVA1’s RNA binding capacity, it led to specific effects on alternative splicing, and CLIP revealed multiple binding peaks in mouse brain transcripts involved in vocalization. These molecular findings were associated with behavioral differences in vocalization patterns in *Nova1*^*hu/hu*^ mice as pups and adults. Our findings suggest that this human-specific NOVA1 substitution may have been part of an ancient evolutionary selective sweep in a common ancestral population of *Homo sapiens*, possibly contributing to the development of spoken language through differential RNA regulation during brain development.

## Abstract (web summary)

The neuron-specific RNA binding protein NOVA1 has a single amino acid substitution unique to modern humans. Here, the authors characterize the evolutional specificity and the function of the substitution. Studies using humanized NOVA1 mice reveal its specific effects on splicing and vocalization.

## Introduction

Fossil records indicate that modern humans (*Homo sapiens*) emerged 200,000–300,000 years ago as the predominant species from a common ancestral population^1,2^. Humans differ significantly from their closest living relatives, the great apes, particularly in their ability to communicate through complex learned vocal communication, a necessary component of spoken language^3^. This complexity is driven by some anatomical adaptions of the vocal tract and intricate neural networks linking various brain regions^3–7^. However, the genetic basis underlying these specialized human traits remains to be fully identified.

The closest evolutionary relatives of modern humans are two extinct lineages: Neanderthals and Denisovans. Genome sequencing from fossilized remains of these archaic humans has identified distinct genetic differences between them and modern humans, which may be relevant to recent human evolution^8–11^. Additionally, the availability of extensive human genome data over the past few decades initially focused on European populations, has significantly expanded the scope of evolutionary studies^12–14^.

The transcription factor forkhead box P2 (FOXP2) is of particular interest as a potential driver of human language function, as it harbors two amino acid substitutions present in humans but not in chimpanzees and many other mammalian genomes. Families with FOXP2 mutations exhibit severe speech defects^15,16^ while FOXP2 disruption in mice leads to vocalization abnormalities^17,18^ suggesting a role in spoken language function. Studies on mice with the two amino acids substituted to the human version have reported vocal changes both in the neonatal^19^ and adult stages^20,21^. While Hammerschmidt et al. observed minimal vocal changes, von Merten et al. reported qualitative changes under a more natural vocalization paradigm^20,21^, suggesting the involvement of these two amino acids in vocalization. However, these substitutions are also present in archaic humans, and comprehensive analyses using diverse human genome datasets have found no evidence of recent selection. This suggests that the FOXP2 substitutions occurred earlier than initially thought^12,22^. Similarly, the TKTL1 gene contains a human-specific amino acid thought to influence greater neurogenesis in humans than Neanderthal frontal cortex, though this finding is based on European ancestry genome datasets^23^. Broader analyses of modern human genomes reveal that 0.03–0.2% of individuals possess the ‘putative Neanderthal variant’, indicating its presence in a significant portion of the population^14^. These findings underscore the importance of incorporating diverse human samples to identify and validate the genetic background of modern human traits through genomic comparisons.

Genomic comparisons between archaic humans, ape genomes, and the broader human population have identified 61 human-specific nonsynonymous coding variants that are fixed or nearly fixed in modern humans^13^. Notably, one of the genes includes an isoleucine to valine substitution at position 197 (I197V) in the RNA binding protein neuro-oncological ventral antigen1 (NOVA1)^8,13^. NOVA1 is highly expressed in neurons of the central nervous system (CNS) in both mice and humans^24^, with its expression also noted in cultured human and rat cells^25–27^. NOVA1 was first identified as an autoantigen targeted in the paraneoplastic neurologic disorder (PND) opsoclonus-myoclonus ataxia (POMA)^24^. PNDs develop when tumor cells ectopically express proteins normally restricted to the nervous system, triggering an anti-tumor immune response that breaches the blood-brain barrier, leading to autoimmune neurologic disease^28,29^. In POMA, a robust immune response is mounted against NOVA1 and its paralog, NOVA2^30^. The autoimmune disorder is characterized by motor dysfunction due to the failure midbrain neuron inhibition, resulting in the hyperactivity associated with opsoclonus-myoclonus ataxia^24^. In mice, homozygous deletion of the *Nova1* gene results in an early postnatal lethal phenotype due to abnormal motor function^31^. Therefore, NOVA1 plays a crucial role in neural development and neuromuscular control in mammals. On a molecular level, NOVA proteins directly bind RNA in the mouse brain^32,33^ to regulate pre-mRNA processing^31,34,35^, translation^36^ and neurophysiology^37^. Genetic studies mapping NOVA target RNAs in mice and humans have also linked it to autism^38^. Interestingly, a human patient with a heterozygous deletion of *NOVA1* presented with delay of language development, learning disabilities, motor hyperactivity and behavioral dysregulation^36^.

Studies have explored the role of the NOVA1 I197V variant by reverting the ancestral isoleucine 197 variant back into human iPSC-derived organoids reveal morphological and electrophysiological changes in vitro^13,39^. While these effects were not observed in a study that reintroduced the same substitution in different iPSCs^40^, technical concerns continue to make definitive conclusions about the nature of the NOVA1 I197V variant in brain challenging. Therefore, we generated humanized mice harboring this variant to study its consequences for RNA regulation and behavior in vivo.

In this work, we used gene-editing to substitute the NOVA1 isoleucine (I) isoform present in most mammals and archaic hominids (Neanderthals and Denisovans) with the human-specific valine (V) variant at position 197 in mice. Comparison of these humanized NOVA1 mice (*Nova1*^*hu/hu*^) with wild-type mice carrying the ancestral *Nova1* gene (*Nova1*^*wt/wt*^) revealed specific transcriptomic and behavior differences related to vocalization. Taken together, the unique role of NOVA1 in neurons, its association with human disease, and evidence that the human-specific amino acid 197 variant confers vocalization changes in humanized mice suggest a role for NOVA1 in the evolution of human-specific language.

## Results

### NOVA1 I197V has characteristics of a variant that underwent a strong evolutionary selective sweep in modern humans

NOVA proteins have three K homology (KH)-type RNA binding domains and bind YCAY repeat sequences on target transcripts^36,41–45^. A comparison of the amino acid sequences of NOVA1 and NOVA2 across various organisms showed that NOVA1 is highly conserved throughout the entire protein sequence, whereas NOVA2 exhibits greater variability between species (Fig. 1a). We compared eight modern human genomes with three high-coverage Neanderthal genomes and one high-coverage Denisovan genome. The only change between modern and ancient humans was a nonsynonymous nucleotide substitution encoding the 197^th^ amino acid of *NOVA1*, resulting in a valine in modern humans replacing an isoleucine in ancient humans (Fig. 1b). An expanded genomic analysis of the dbSNP database revealed that this substitution was present in all but six of 650,058 human sequences, five of which were from individuals of Asian descent (Supplementary Fig. 1a). As the samples are deidentified, it is not possible to assess additional details about these individuals.

**Fig. 1:**
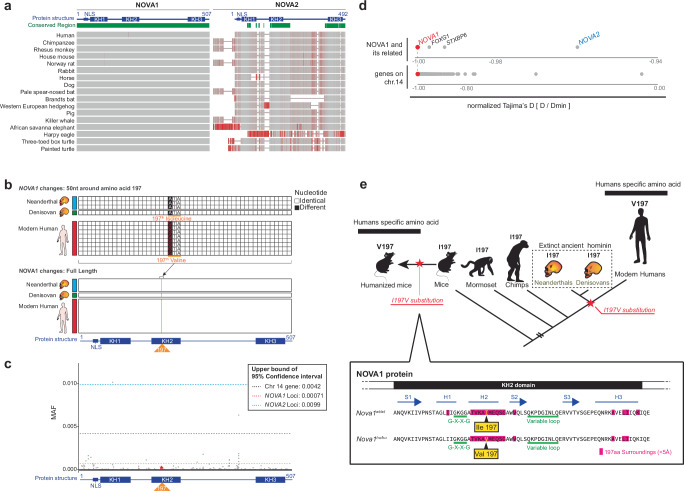
Evolutionarily conserved NOVA1 harbors a modern human-specific amino acid at position 197. **a** Conservation analysis of NOVA1 and NOVA2 protein conservation across species using high-quality genome assemblies from NCBI. The analysis was performed using NCBI’s Constraint-based Multiple Alignment Tool (Cobalt). “Conserved Region” is defined by the relative entropy threshold of the amino acid residue. Green bars indicate highly conserved positions. Gray-red bars indicate the Column Quality score: scores for amino acid residues based on agreement within the column/position. Rare residues are highlighted in darker red, while positions with any mismatch are anchored. **b** Sequence comparison of *NOVA1* coding sequences (CDS) from four ancient humans (three Neanderthals; blue bar and one Denisovan; green bar) and eight modern humans (red bar). The upper panel highlights the 50 bases surrounding the 197th amino acid; the lower panel shows the full *NOVA1* CDS. **c** SNP frequency analysis of *NOVA1* gene in modern humans. Mean allele frequencies (MAFs) across the *NOVA1* gene from 121,412 modern humans are shown as gray dots. The upper bound of the 95% confidence interval for *NOVA1* SNPs is indicated by red dotted lines, while blue- and black-dotted lines indicate those for *NOVA2* and all genes on chromosome 14 (where *NOVA1* gene is located), respectively. The red star indicates the V197I variant: rs762662114, chr14:26448894/ GRCh38.p14. Source data are provided as a Source Data file. **d** Comparison of normalized Tajima’s D values. The first gene set includes *NOVA1* and *NOVA2*, and *NOVA1*-neighboring genes (*FOXG1* and *STXBP6*) on chromosome 14. The second gene set includes all genes on chromosome 14. **e** Model of the evolutionary timing for the 197th amino acid change in the *NOVA1* gene, noting the *Nova1*^*hu/hu*^ mice generated in this study. *Nova1*^*hu/hu*^ mice express the modern human-specific amino acid in the NOVA1 protein. The bottom panel shows the corresponding position within the KH2 domain of the NOVA1 protein. Amino acids structurally proximal (<5 Å) to the 197th amino acid, as predicted by AlphaFold2, are highlighted in pink.

We analyzed the mean allele frequencies (MAF) of *NOVA1* in 121,412 human genomes from the ExAC database (Fig. 1c, Supplementary Fig. 1b). This analysis confirmed the low frequency of variants encoding 197 V in humans, consistent with strong selective pressure across the entire NOVA1 coding sequence. Specifically, the upper bound of 95% confidence interval for the MAF of *NOVA1* was 0.00071, significantly lower than that of *NOVA2* (0.0099) or the average across all genes on chromosome 14, where *NOVA1* is located (0.0042; Fig. 1c). Moreover, evolutionary analysis on the *NOVA1* gene yielded a Tajima’s D statistic of -2.48. Normalizing Tajima’s D values between genes by the theoretical minimum^46^, we found that *NOVA1’s* normalized Tajima’s D statistic was exceptionally low (Supplementary Data 1). This suggests that *NOVA1* has undergone strong purifying selection, particularly in comparison to *NOVA2*, neighboring genes (*FOXG1*, *STXBP6*), and a set of genes associated with 61 human-specific nonsynonymous coding variants^13^ (Fig. 1d, Supplementary Fig. 2, Supplementary Data 1).

To further investigate whether a selective sweep occurred at the *NOVA1* gene locus, we performed the DH test, a method for detecting ancient selective sweeps that focuses on high-frequency variants. This method is relatively robust to confounding effects caused by background selection and demographic changes^47^. Using human genetic data from the 1000 Genomes Project, we calculated the DH value for the *NOVA1* locus, which was nominally significant at *p* = 0.046. However, this result is only suggestive, given the multiple hypothesis testing involved in our exploration of several selection tests.

To increase statistical power, we analyzed the ancestral recombination graph (ARG) for modern and archaic hominins in the surrounding region, using *ARGweaver-D*^48^, and applied the *CLUES2* software^49^ to estimate a selection coefficient that best explains the observed changes in allele frequency over time around the NOVA1 SNP. We inferred that selection at the NOVA1 SNP is *s* = 0.00082 (*p* = 0.019 for the null hypothesis of no selection). This corresponds to a population-scaled coefficient of *S* = 2*N*_*e*_*s* ≅ 19, indicating strong selection relative to nearly neutral evolution (where |*S*|< = 1) (Supplementary Fig. 3). For comparison, we performed the same *CLUES2* analysis to 38 other SNPs with informative ARGs, previously identified as potentially selected in the human genome^13^. The results indicated that selection at the NOVA1 SNP was relatively strong compared to these other genes, with 33 of the 38 showing either non-significant results or smaller selection coefficients (Supplementary Data 2). The human-specific variant in *NOVA1* resides on the third-largest human-specific haplotype among the fixed human-specific sites—featuring two high-frequency haplotypes^13^—further supporting the hypothesis that the haplotype on which this variant resides was subject to a selective sweep.

Taken together, the observation that the NOVA1 197 V allele became nearly fixed and is shared across human population groups suggests it arose and increased to high frequency before their divergence. Our analyses support the idea that the NOVA1 197 V variant was part of an ancient selective sweep in modern humans, predating many other known sweeps in the human genome.

### Humanized NOVA1 mice are comparable to wild-type mice in development and gene expression in the brain

To explore the physiologic and biological significance of the I197V amino acid substitution in NOVA1, we used CRISPR/Cas9-based gene editing to introduce nucleotide changes, generating human-type NOVA1 knock-in mice (*Nova1*^*hu/hu*^ mice; Fig. 1e, Supplementary Fig. 4). *Nova1*^*hu/hu*^ mice developed normally (Fig. 2a) and exhibited fertility similar to that of littermate controls (*Nova1*^*wt/wt*^). The brain to body weight ratio was comparable between *Nova1*^*hu/hu*^ and *Nova1*^*wt/wt*^ mice (Fig. 2b). Comprehensive gene expression analysis of the midbrain at embryonic day 18.5 (E18.5) and postnatal day 21 (P21), when fundamental neural circuits and behaviors have been established, revealed that the transcript levels, including *Nova1* itself, were nearly identical between genotypes throughout development (Fig. 2c) and across different brain regions (Supplementary Fig 5a-d). Similarly, the expression pattern and levels of NOVA1 protein were equivalent between genotypes in the brain (Supplementary Fig. 6).

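Gene expression was measured by RNA-seq in midbrain at E18.5 from 6 *Nova1* hu/hu and 6 *Nova1* wt/wt mice, and in midbrain and cortex at P21 from 4 *Nova1* hu/hu and 4 *Nova1* wt/wt mice each, which makes 28 libraries. The cerebellum libraries were not analysed here. The authors selected polyadenylated RNA, sequenced it as paired-end reads, aligned the reads to the mouse genome (mm10, which is GRCm38) with OLego and counted them per gene with Quantas. The deposited tables list 23038 genes with an expected count, an exon length and an RPKM value. Total counts per library at E18.5 ranged from 18550922 to 35047494 in *Nova1* hu/hu mice (median 21579191) and from 19652726 to 26936642 in *Nova1* wt/wt mice (median 23280922). In P21 midbrain they ranged from 33899729 to 45134998 in *Nova1* hu/hu mice (median 38123955) and from 25256326 to 41480518 in *Nova1* wt/wt mice (median 31601434). In P21 cortex they ranged from 30423267 to 35643736 in *Nova1* hu/hu mice (median 33455228) and from 30480807 to 33650854 in *Nova1* wt/wt mice (median 31582548). The expected counts were rounded to whole numbers, scaled with edgeR's TMM factors and tested between genotypes within each age and region, on the genes that edgeR's expression filter kept. Average TPM values were computed from the unrounded counts and the exon lengths. The choices that could change the numbers are the test, the scaling factors, the filter and whether the replicate number enters the fit.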

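*Nova1* (Entrez 664883) lies on chromosome 12 of GRCm38 from 46697895 to 46819480 in the RefSeq annotation. At E18.5 its average TPM in midbrain was 116 ± 11.0 (SD, n = 6) in *Nova1* hu/hu mice and 116 ± 11.3 (SD, n = 6) in *Nova1* wt/wt mice, from 5528 to 9229 counts per library. The log2 fold change was −0.0064 (standard error 0.079, 95% confidence interval −0.17 to 0.16, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In P21 midbrain its average TPM was 49.7 ± 3.40 (SD, n = 4) in *Nova1* hu/hu mice and 48.1 ± 1.91 (SD, n = 4) in *Nova1* wt/wt mice, from 3167 to 5475 counts per library, with a log2 fold change of 0.051 (standard error 0.046, 95% confidence interval −0.046 to 0.149). In P21 cortex its average TPM was 24.5 ± 0.966 (SD, n = 4) against 24.3 ± 1.06 (SD, n = 4), from 1987 to 2390 counts per library, with a log2 fold change of 0.019 (standard error 0.044, 95% confidence interval −0.074 to 0.112). Each of these differences in average TPM was smaller than the SD of either genotype. A two-sided exact permutation test gave p = 1 at E18.5, p = 0.429 in P21 midbrain and p = 0.714 in P21 cortex. This test ignored the replicate pairs. With the replicate number in the fit, the log2 fold change was −0.0054 at E18.5 (standard error 0.027). It was 0.050 in P21 midbrain (standard error 0.034) and 0.019 in P21 cortex (standard error 0.043). Leaving out 1 library from the fit without the replicate number moved the E18.5 log2 fold change most, to 0.041 without *Nova1* hu/hu replicate 5.

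**Figure D1:**
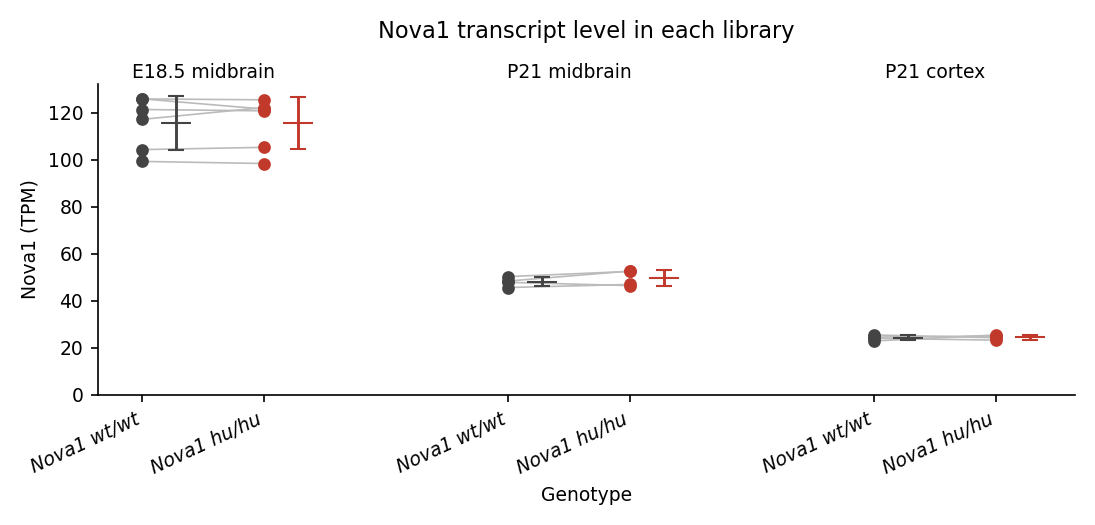
*Nova1* transcript level in TPM on the vertical axis for each library, by genotype on the horizontal axis, in E18.5 midbrain, P21 midbrain and P21 cortex. Points are single mice, grey lines join libraries with the same replicate number, and bars show the mean and SD; the means are 116 and 116 TPM at E18.5, 48.1 and 49.7 TPM in P21 midbrain, and 24.3 and 24.5 TPM in P21 cortex for *Nova1* wt/wt and *Nova1* hu/hu mice.

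Across all genes tested, the median absolute log2 fold change between genotypes was 0.045 in E18.5 midbrain, 0.049 in P21 midbrain and 0.050 in P21 cortex. The estimated change was within 1.5-fold for 99.5%, 98.6% and 98.9% of the genes, respectively. The whole 95% confidence interval was within 1.5-fold for 13708 genes (88.2%) at E18.5, 13541 genes (84.8%) in P21 midbrain and 13502 genes (85.6%) in P21 cortex. From the similar transcript levels in Fig. 2c and Supplementary Fig. 5, the paper concludes that expression, that of *Nova1* included, was nearly the same in both genotypes across development and brain regions.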

**Fig. 2:**
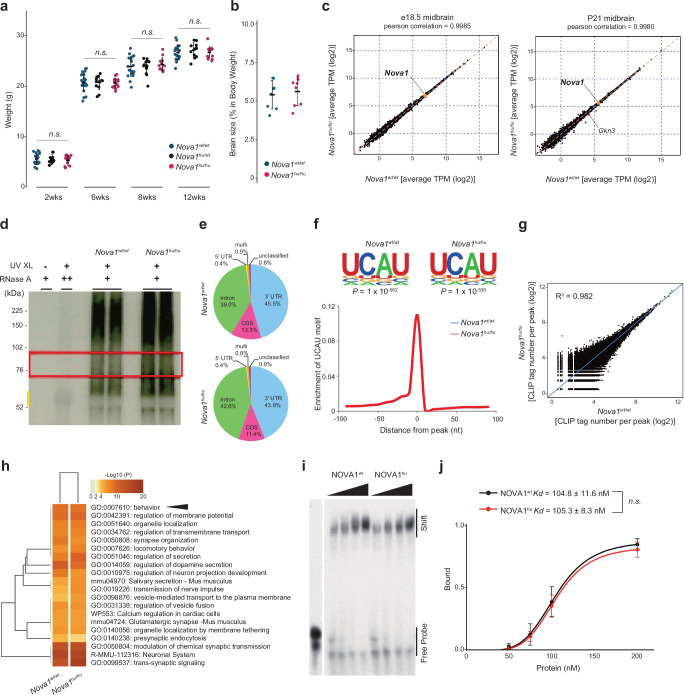
Human specific amino acid substitution does not affect mouse development, gene expression and RNA binding characteristics in NOVA1. **a** Body weight comparison measured from 2-12 weeks postnatal. *Nova1*^*wt/wt*^, *N* = 19, *Nova1*^*hu/wt*^, *N* = 12, *Nova1*^*hu/hu*^, N = 14. **b** Brain-to-body weight ratio comparison in 3-week-old mice (*N* = 8 per group). **a**, **b** Data are presented as mean values +/- SEM. Wilcoxon rank sum test, two-sided. **c** Gene expression correlations between *Nova1*^*wt/wt*^ and *Nova1*^*hu/hu*^ in midbrain at E18.5 and P21. Scatterplots show gene expression in average TPMs (log_2_). The red dot marks one differentially expressed gene (*Gkn3*; *p* < 0.05, FDR < 0.1), and the yellow dot indicates *Nova1*. E18.5 midbrain: *N* = 6 per group; P21 midbrain: *N* = 4 per group. Statistics are performed using edgeR. **d** Representative autoradiography image from three independent NOVA1-CLIP experiments of 3-week-old midbrain in *Nova1*^*wt/wt*^ and *Nova1*^*hu/hu*^ mice. The yellow line marks the NOVA1 protein size, and the red outline highlights RNA extraction by sectioning. **e** Distribution of NOVA1 CLIP peaks on the mouse genome. **f** The most enriched binding sequence from NOVA1 CLIP peaks (top) and frequency of the UCAU binding sequence around the CLIP binding sites (bottom). **g** Scatterplot of CLIP tag number per peak between *Nova1*^*wt/wt*^ and *Nova1*^*hu/hu*^ mice at P21 midbrain (log_2_). *N* = 3 per group. **h** Gene annotation analysis by Metascape^127^ of NOVA1 bound transcripts. Transcripts with the top 1% peak heights (read count) for each genotype were analyzed. Genes expressed in the midbrain of P21 mice served as the background set. The term ‘behavior’ is highlighted with a black arrowhead. **i** Gel shift assay using purified NOVA1 protein and ^32^P-labeled UCAU RNA oligo probe. The representative image from five independent experiments. The bottom band represents the free probe, and the top-shifted band indicates protein-bound RNA. **j** Quantified bands from the gel shift assay showing binding per protein concentration. Dissociation constants (Kd values) for each purified NOVA1 protein are plotted. Data are presented as mean values +/- SE. Two-tailed Student’s *t*-test. *N* = 5 for each point. Source data for (**a**, **b**, **d**, **j**) are provided as a Source Data file.

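For the panels that compare *Nova1* wt/wt and *Nova1* hu/hu midbrain, the average TPM of each gene was taken on the log2 scale without a pseudocount. Across 15540 genes at E18.5, Pearson's r between the genotypes was 0.9985, and across 15972 genes at P21 it was 0.9979; these correlations are across genes, which are not independent replicates. Between single libraries at E18.5, r was 0.989 to 0.994 within a genotype (median 0.992) and 0.990 to 0.995 between genotypes (median 0.993). The corresponding ranges in P21 midbrain were 0.994 to 0.996 within a genotype (median 0.995) and 0.994 to 0.996 between genotypes (median 0.995). The pairs between genotypes include libraries with the same replicate number, which pairs within a genotype cannot; without them the median between genotypes was 0.992493 at E18.5 and 0.99488 in P21 midbrain, against 0.992358 and 0.995074 within a genotype. For the average TPM, taking all genes with a mean TPM above 0 moved r most, to 0.992 at both ages.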

The only gene that showed a significant steady-state difference in *Nova1*^*hu/hu*^ mice was *Gkn3* at P21, a secreted protein involved in endothelial cell proliferation (Fig. 2c; *p*-value < 0.05, FDR < 0.1). 

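The comparison covered 15540 genes in E18.5 midbrain, 15972 in P21 midbrain and 15767 in P21 cortex. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at the paper's thresholds of p under 0.05 and an adjusted p under 0.1, the number of differentially expressed genes was 0 in each of the 3 comparisons. At an unadjusted p under 0.05 there were 201 genes in E18.5 midbrain (120 higher and 81 lower in *Nova1* hu/hu mice), 426 in P21 midbrain (208 higher and 218 lower) and 450 in P21 cortex (254 higher and 196 lower). With the replicate number as a block, which takes the variation shared by pairs out of the error, there were 813 (380 higher and 433 lower), 735 (381 higher and 354 lower) and 897 (462 higher and 435 lower) such genes, where chance would give 777, 799 and 788, so the direction that more of these genes took changed with the block in both midbrain comparisons. The count at the same thresholds rose with the block to 4 in P21 midbrain (*Gabra6*, *Cbln3*, *Mybpc3* and *Cdr1*). Of the other settings, the likelihood ratio test with the replicate block, chosen after the data had been seen, moved the P21 midbrain count most, to 13 genes, *Gkn3* among them. In counts simulated at these depths, the test found 89%, 85% and 91.5% of 200 genes changed 1.5-fold in the 3 comparisons, and 99%, 98.5% and 99% of genes changed 2-fold. Where a pair effect with an SD of 0.15 on the log2 scale was added, it found 81.5%, 71% and 60.5% of the genes changed 1.5-fold. The 200 changed genes all lay above a minimum mean count and were changed at once. These shares thus do not measure how often a single changed gene, or a gene with fewer counts, would be found. The genes with the smallest p in E18.5 midbrain, none of them past the threshold, were *Hspa1b* (log2 fold change 0.60, standard error 0.152), *Dhdh* (−0.38, standard error 0.0997) and *Depdc1b* (0.57, standard error 0.154). The P21 midbrain genes with the smallest p after that of *Gkn3* were *Cdr1* (0.22, standard error 0.055) and *Col11a1* (0.20, standard error 0.050). Reads of *Hspa1b* could have been split with its near-identical paralog *Hspa1a*. Among the other 9 genes that the paper names, log2 fold changes ran from −0.26 (*Myh14*) to 0.50 (*Srpx2*) at E18.5 and from −0.11 (*Itpr1*) to 0.055 (*Auts2*) in P21 midbrain, and none passed the threshold in any of the 3 comparisons.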

*Gkn3* is thought to be involved in adaptive gene loss during recent human evolution^50^, and showed down-regulation in the P21 midbrain of *Nova1*^*hu/hu*^ mice (average TPM 18.6 in *Nova1*^*wt/wt*^, 11.3 in *Nova1*^*hu/hu*^, log_2_FC = −0.71, *p*-value = 2.3 × 10^−6^, FDR = 0.037).

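*Gkn3* (Entrez 68888) lies on chromosome 6 of GRCm38 from 87383319 to 87388935 in the RefSeq annotation, with an exon length of 793 nt in the deposited tables. In P21 midbrain its average TPM was 18.5 ± 1.57 (SD, n = 4) in *Nova1* wt/wt mice and 11.3 ± 1.72 (SD, n = 4) in *Nova1* hu/hu mice, from 111 to 198 and from 100 to 123 counts per library. The log2 fold change was −0.71 (standard error 0.136, 95% confidence interval −1.00 to −0.42). Its unadjusted p, two-sided across all 15972 genes tested, was 9.26e-05, and its adjusted p was 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The level was lower in the *Nova1* hu/hu library of 4 of 4 replicate pairs, and every *Nova1* wt/wt library lay above every *Nova1* hu/hu library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The adjusted p depended on the test and was 0.0335 with edgeR's exact test, 0.0236 with its likelihood ratio test, 0.0714 with DESeq2 and 0.167 with the quasi-likelihood test and the replicate block. With each library left out in turn, the log2 fold change stayed between −0.83 and −0.65 and the adjusted p between 0.288 and 1.00 in the quasi-likelihood test; the lowest of both came without *Nova1* hu/hu replicate 3. In P21 cortex the average TPM of *Gkn3* was 19.8 ± 2.73 (SD, n = 4) in *Nova1* wt/wt mice and 15.0 ± 1.79 (SD, n = 4) in *Nova1* hu/hu mice, from 115 to 198 counts per library. The log2 fold change there was −0.39 (standard error 0.128, 95% confidence interval −0.66 to −0.12, two-sided exact permutation test, p = 0.0571). The cortex level was lower in the *Nova1* hu/hu library of 4 of 4 replicate pairs. Its unadjusted p from edgeR's quasi-likelihood test was 0.00807, and it did not pass the threshold after adjustment. The difference between the changes in midbrain and cortex was −0.32 on the log2 scale (standard error 0.187) and did not pass the threshold. At E18.5 *Gkn3* had 1 to 18 counts per library and was below the filter of edgeR's test; its average TPM was 1.15 ± 0.494 (SD, n = 6) in *Nova1* hu/hu mice and 1.24 ± 0.963 (SD, n = 6) in *Nova1* wt/wt mice, while the mean of log2 TPM was 0.35 higher in *Nova1* hu/hu mice, so the direction depends on the scale (two-sided exact permutation test, p = 0.621, n = 6 each).

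**Figure D2:**
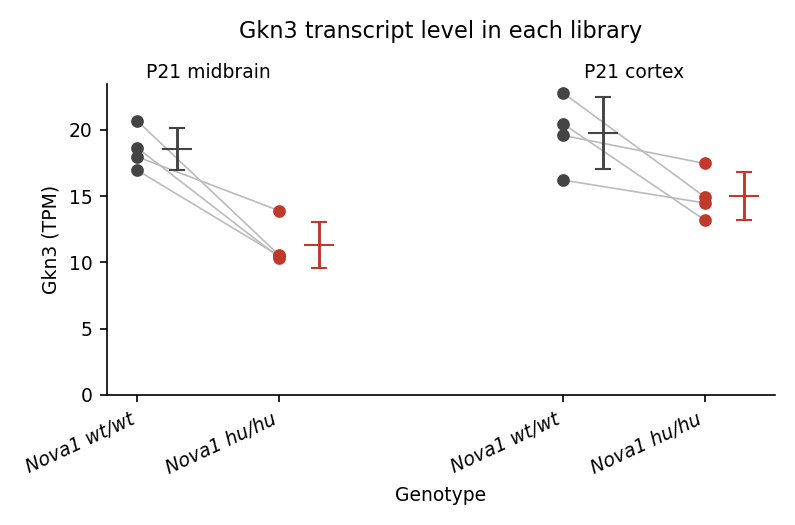
*Gkn3* transcript level in TPM on the vertical axis for each library, by genotype on the horizontal axis, in P21 midbrain and P21 cortex. Points are single mice (n = 4 per group), grey lines join libraries with the same replicate number, and bars show the mean and SD; in midbrain the *Nova1* hu/hu libraries lie between 10.4 and 13.9 TPM and the *Nova1* wt/wt libraries between 16.9 and 20.7 TPM.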

### Modern human-specific amino acid substitution does not affect sequence-specific RNA-binding capacity of NOVA1

NOVA proteins harbor three KH domains that are responsible for sequence-specific RNA-binding^41,44,45^. The KH domain, found in many RNA binding proteins, includes common motifs: an invariant Gly-X-X-Gly motif, a hydrophobic core, and a variable loop. The 197^th^ amino acid in NOVA1 is located within this hydrophobic core. Previous studies have demonstrated that single amino acid substitutions within the hydrophobic core can cause loss of function in RNA binding proteins^51–53^. In Nova1, in vitro binding assays have demonstrated that substitutions such as Ile→Thr in KH1 and Leu→Asn in KH3 in the hydrophobic cores result in loss of RNA binding capability^41,54^ (Supplementary Fig. 7).

To determine whether the I197V substitution affects NOVA1’s RNA binding ability, we performed CLIP (cross-linking and immunoprecipitation) to compare NOVA1 genome-wide binding maps in *Nova1*^*hu/hu*^ and *Nova1*^*wt/wt*^ midbrains at P21 (Fig. 2d). Across three biological replicates for each genotype, we identified 26,155 binding peaks in *Nova1*^*hu/hu*^ and 27,720 in *Nova1*^*wt/wt*^ mice, respectively. NOVA1 binding peaks were predominantly located on introns and 3’UTRs (Fig. 2e). The binding motifs were highly enriched for the known NOVA1 binding sequence (UCAU repeats), and the genomic distribution of NOVA1 binding to this motif was highly similar between genotypes (Fig. 2f). The number of tags in the detected CLIP peaks were highly comparable (R^2^ = 0.982), with only minor differences in low-count peaks (a total of 250 peaks: average CLIP tags/ peak 16.3 in *Nova1*^*hu/hu*^, 13.1 in *Nova1*^*wt/wt*^, *p*-value < 0.01, |log_2_FC| > 1) (Fig. 2g, Supplementary Data 3). In both genotypes, NOVA1-bound transcripts were strongly enriched for those encoding proteins involved in the synaptic signaling, transmission and secretion (Fig. 2h). These nearly identical characteristics were also observed in the genomic distribution of NOVA1 binding peaks, enriched motifs, and peak correlations in cortex and cerebellum at P21 (Supplementary Fig. 8). Notably, NOVA1-bound transcripts identified by CLIP analysis were enriched for behavior- and synapse-related categories across midbrain, cortex and cerebellum (Fig. 2h, Supplementary Fig. 8e, 8j).

We also performed in vitro RNA binding assays to compare the RNA binding characteristics of the NOVA1 proteins. Full-length NOVA1 proteins were purified and RNA oligonucleotides containing the NOVA1 binding site (UCAU repeat sequence with stem-loop structure^41^) were used for gel shift assays. Both humanized and wild-type NOVA1 protein bound ^32^P-labeled UCAU-RNA and caused a dose-dependent shift in migration (Fig. 2i), with indistinguishable binding dissociation constants (Kd for NOVA1^hu^ protein was 105.83 ± 8.3, and for NOVA1^wt^ protein was 104.8 ± 11.6; Fig. 2j). Taken together, these in vivo and in vitro studies reveal not only the resilience of the I197V variant in maintaining the biophysical properties of RNA binding with minimal global disruption but also its remarkable conservation of overall function. However, this variant exerts specific effects on alternative splicing (AS), as explored in the following section.

### Humanized NOVA1 mice exhibit alternative splicing changes of specific genes

The role of RNA binding proteins in mRNA processing is influenced by various factors beyond their inherent RNA binding capability. Several studies suggest that interactions with competing or cooperating proteins, as well as non-protein factors like metals or ATP, contribute to determining the downstream effects on target mRNAs^55–60^. NOVA proteins, in particular, regulate the splicing or stabilization of specific mRNA targets through their interactions with other proteins^36,43,61^. While the I197V substitution has minimal impact on RNA affinity or sequence specificity, X-ray crystallography and protein structure predictions suggest subtle changes in amino acid interactions within the KH domain (Supplementary Fig. 9, see Discussion). These changes may influence protein-protein interactions or NOVA dimerization^62^, prompting us to investigate the I197V variant’s impact on RNA regulation, particularly on AS.

We first determined the brain regions for AS analysis based on the expression patterns of NOVA1.

Immunostaining of mice brains at E18.5 and P21 showed that NOVA1 is expressed throughout brain development across various regions (Fig. 3a, Supplementary Fig. 10). NOVA1 is most highly expressed in midbrain, with low-levels across cortical layers, sparse expression in the striatum and hippocampus, and intermediate levels in the granular layer of the cerebellum. Analysis of NOVA protein expression in the P21 mouse brain using NOVA1 and panNOVA antibodies revealed that among the various isoforms of NOVA1 and NOVA2, a specific NOVA1 isoform (lacking Exon4^63^) is highly expressed in the midbrain, particularly in the periaqueductal gray (PAG) region (Fig. 3b, Supplementary Fig. 11). The PAG is involved in a broad range of physiological and behavioral functions, including defense reaction, pain and anxiety, fear, micturition, and vocalization^64–72^, and is thought to integrate sensory signals from the periphery, acting as a control center for behavioral regulation^73–75^. AS analysis was thus performed in the mouse midbrain, where NOVA1 is most highly expressed.

**Fig. 3:**
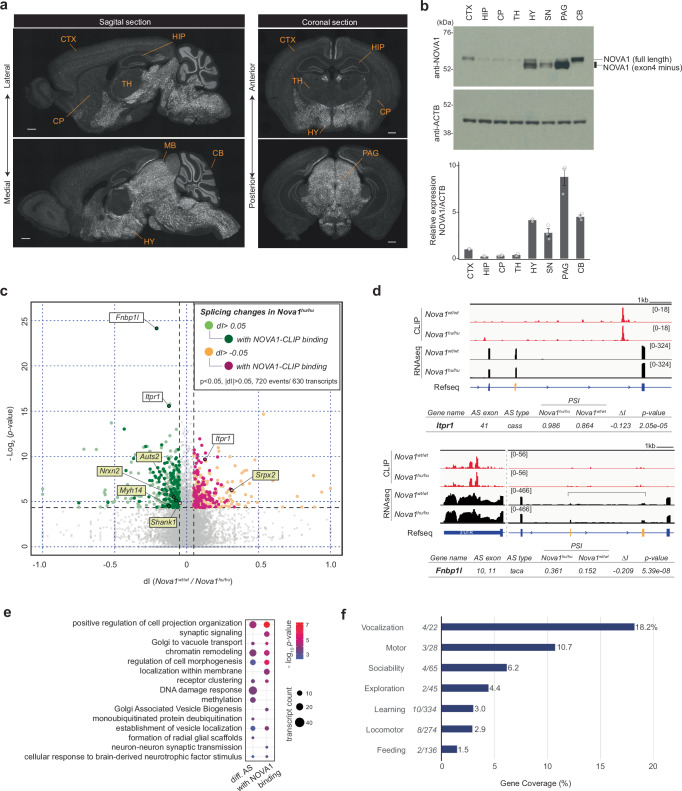
*Nova1*^*hu/hu*^ mice exhibit alternative splicing changes in specific neuronal genes. **a** NOVA1 immunostaining in P21 mouse brain. Scale bars represent 500 µm. Abbreviations: CTX cortex, HIP hippocampus, CP Caudate putamen, TH thalamus, HY hypothalamus, MB midbrain, CB cerebellum, SN substantia nigra, PAG periaqueductal gray. **b** Western blotting analysis of NOVA1 in dissected mouse brain regions. The corresponding isoforms for each band is listed on the right. Experiments were repeated three times independently (Supplemental Fig. 11). Each lane’s NOVA1 band is quantified and normalized to the ACTB band signal. The cortex value is set at 1. Data are presented as mean values +/- SEM. Source data are provided as a Source Data file. **c** Alternative splicing (AS) changes in the midbrain of 3-week-old *Nova1*^*hu/hu*^ mice. Differential AS events (*p-*value and delta PSI (dI) > 0.05 for *Nova1*^*hu/hu*^ vs. *Nova1*^*wt/wt*^ are shown in light green, and those having NOVA1-CLIP peaks are shown in dark green. Events with dI < −0.05 (in *Nova1*^*hu/hu*^ vs. *Nova1*^*wt/wt*^) events are shown in light orange, with NOVA1-CLIP peaks in magenta. Representative AS events are labeled with gene names. Differential AS events in vocal behavior related genes are highlighted with a yellow box (Supplementary Fig. 12). **d** Examples of transcripts showing significant AS changes, with NOVA1-CLIP peaks on each transcript. Differential AS exons are colored in yellow. Each IGV snapshot is annotated with gene name, AS exon number, AS type, percent splice-in value (PSI), percent change (∆I, ∆PSI) and *p*-value. AS events are classified as cassette exon (cass), alternative 5’ splice site (alt5), alternative 3’ splice site (alt3), tandem cassette (taca), mutually exclusive exons (mutx). **c**, **d** Statistical tests are performed using Quantas pipeline^125^. *N* = 4 per group. **e** Gene annotation analysis by Metascape^127^ of transcripts with differential AS events. Expressed genes in the P21 midbrain were used as background for this analysis. **f** Percentage of genes with differential AS changes in each behavior-related gene ontology category. The number of transcripts with differential AS events in *Nova1*^*hu/hu*^ is shown relative to the total number of genes in each category.

AS analysis in the P21 midbrain revealed that several AS events that were specifically altered in *Nova1*^*hu/hu*^ mice compared to *Nova1*^*wt/wt*^ controls (Fig. 3c). Specifically, 720 events showed significant changes (|*dI*| > 0.05, *p* < 0.05; Supplementary Data 4). Among the most intriguing changes were AS of tandem cassette exons in *Fnbp1l* (formin binding protein 1-like, exons 10 and 11), a gene implicated in human intelligence^76,77^, and cassette exons in *Itpr1* (inositol 1,4,5-trisphosphate receptor type 1, exon 41), a receptor that mediates calcium release from the endoplasmic reticulum (Fig. 3d). The effect of the I197V substitution on AS was smaller than the effects observed in previous NOVA knockout studies^31,43,61^.

We further explored the NOVA1 I197V variant’s influence on AS by cross-referencing the CLIP and gene annotation datasets and assessing the statistical significance of the results using random resampling methods, as detailed below. This analysis specifically aimed to assess NOVA1 binding on AS transcripts. Of the 720 differential AS events, 258 (41%) had NOVA1 binding peaks on their transcripts (Fig. 3c). The AS splicing changes were not specific to NOVA CLIP targets. While NOVA1 CLIP-peaks link some AS events directly to the NOVA1 I197V variant, NOVA1-CLIP were not detected on 59% of transcripts with AS changes. This may relate to technical issues, including the lack of resolution of NOVA1-CLIP on large areas of brain studied here that are unmasked in cTag CLIP studies undertaken in individual cell types^61,78^. Gene annotation analysis revealed that the 630 transcripts with differential AS events were enriched in processes related to cell projection organization or chromatin remodeling, while the transcripts with NOVA1 binding peaks showed further enrichment in processes involving cell projection, morphogenesis, and synaptic function (Fig. 3e).

To explore the potential effects on behavioral control in *NOVA1*^*hu/hu*^ mice, we examined behavior-related genes among those transcripts showing differential AS events. Of the 630 transcripts with differential AS events, 27 were associated with the behavior category (Supplementary Data 5). Remarkably, the vocal behavior term showed the highest ratio of gene coverage, with four of the 22 genes annotated for vocal behavior (*Auts2, Myh14, Nrxn2, Srpx2*)^79–82^ being differentially spliced in *Nova1*^*hu/hu*^ mice relative to *Nova1*^*wt/wt*^ mice (Fig. 3f, Supplementary Fig. 12). This number of vocalization-related genes was significantly higher than expected by chance, exceeding the 5% significance threshold in random re-samplings tests (1000 resamplings, mean 0.71, median 1; Supplementary Fig. 13).

Interestingly, many genes involved in vocalization, including *Foxp2*, *Celf6*, *Auts2*, *Nrxn1-3*, and *Shank1-3*, showed reproducible NOVA1 binding peaks across multiple brain regions (Supplementary Fig. 14). Given that Pasilla, the fly ortholog of mammalian NOVA1/2, regulates splicing of target transcript in an experience-dependent manner^83^, it is plausible that these vocalization related transcripts are similarly affected in a context-dependent manner, such as in response to sensory cues from surrounding environment. Together, these findings indicate that *Nova1*^*hu/hu*^ mice with I197V substitution exhibit subtle but specific impact on RNAs in the brain, particularly in genes involved in animal behavior and vocalization.

### Humanized NOVA1 mice pups exhibit altered vocalization

We next examined whether *Nova1*^*hu/hu*^ mice with I197V substitution display changes in vocalization behavior. Prior studies in birds, fish, and mammals have shown that all vocal species have a conserved midbrain/brainstem vocal motor pathway^84–86^. Of particular importance in the vocal circuit in the mammalian brain is the periaqueductal gray (PAG), which plays a central role in the neural basis of primate vocal production^87^. The PAG projects to brainstem respiratory premotor and vocal motor nuclei, including the nucleus ambiguous (Amb), which directly innervates the larynx^85,88^. Inhibition of PAG or Amb function leads to a loss of innate vocalization^89–91^, while PAG stimulation induces vocalizations in both primates and mice^90,92^, suggesting that the PAG and downstream brainstem circuits are essential for vocalization. We found that NOVA1 is highly expressed in the midbrain, particularly in the PAG and Amb (Fig. 3a-b, Supplementary Figs. 10–11). In addition to *Nova1*^*hu/hu*^-specific actions on RNA splicing, we also found that many of the genes reported to be involved in vocal behavior (14 out of 22 transcripts) were also NOVA1 binding targets (Supplementary Fig. 14). These data strengthen the potential relationship between *Nova1*^*hu/hu*^ and vocalization, suggesting that vocalization studies in these mice would be valuable.

We first compared vocalizations from pups of *Nova1*^*hu/hu*^, *Nova1*^*hu/wt*^ (heterozygous) and *Nova1*^*wt/wt*^ mice. When pups are isolated from their mothers, they produce isolation-induced ultrasonic vocalizations (USVs), which are distress calls that attract their mother^93–95^. USVs were recorded from 7-day-old mice pups for 5 min in a dark sound isolation chamber (Fig. 4a, Supplementary Data 6, Supplementary Data 7). Following a previous protocol^96^, we classified the syllables into four types (simple [s], upward [u], downward [d], multiple [m]), based on the direction and number of pitch jumps that separate notes within a syllable. Each syllable was analyzed for peak frequency measures (frequency value of start: Fq_start_, minimum: Fq_min_, maximum: Fq_max_, end: Fq_end_, mean: Fq_mean_), variance (Fq_variance_), bandwidth, duration, amplitude and purity (Fig. 4b).

**Fig. 4:**
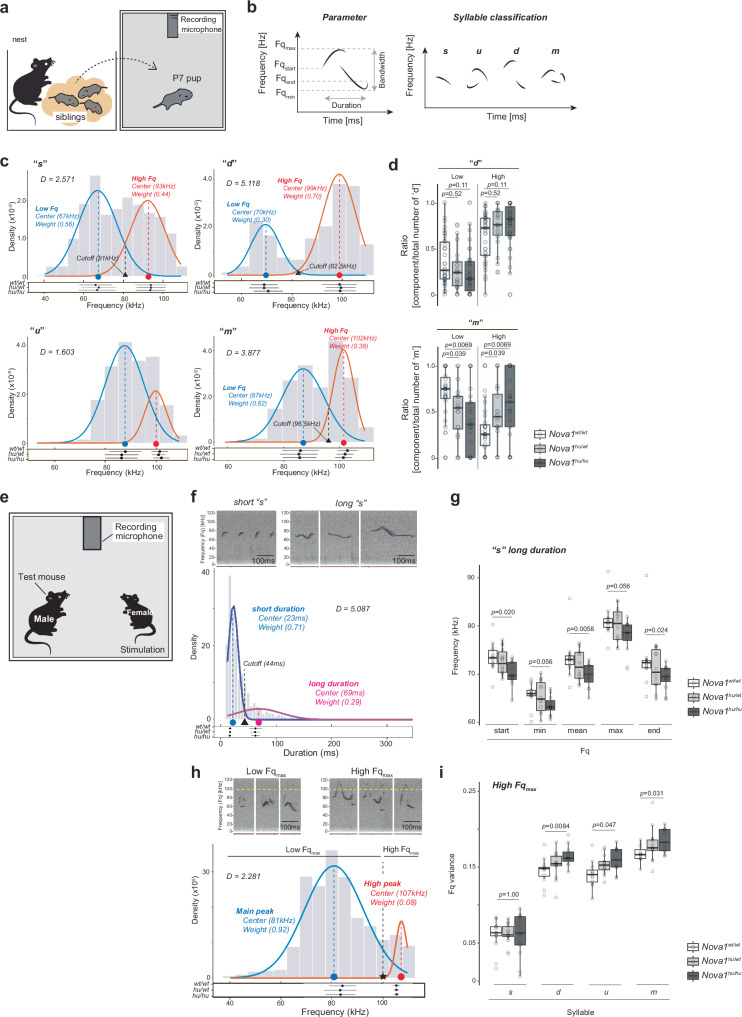
*Nova1*^*hu/hu*^ mice exhibit altered vocal patterns. **a** Isolation-induced ultrasonic vocalization (USV) test in pups. **b** USV parameters and syllable classification. **c** Fq_max_ distribution and two-Gaussian fit for pup USVs. Ashman’s D score (a measure of separation of two distributions, where a score above 2 indicates good separation) is shown. Each Gaussian center and weight are labeled, with the intercept of the two Gaussian distributions (black triangle) used as the cutoff between high and low Fq_max_ USVs. **d** Ratio of high or low Fq_max_ in syllables “d” and “m”. The ratio of syllables belonging to each distribution (high or low) is calculated for the total number of each syllable type. **e** Courtship-induced USV test for adult mice. **f** Duration distribution and two-Gaussian fit for syllable “s” in adult USVs. Ashman’s D score, Gaussian center, and weight are shown. The intercept of the two Gaussian distributions (black triangle) was used as the cutoff between long and short duration. Short and long “s” syllable examples are shown at the top of the plot. **g** Peak frequency parameters in long duration “s”. **h** Fq_max_ distribution and two-Gaussian fit in adult USVs. Ashman’s D score, Gaussian center and weight are labeled. The black star marks the 100 kHz cutoff between high and low Fq_max_. Examples of low and high Fq_max_ syllables are shown at the top of the plot. **i** Frequency variance (Fq variance) in high Fq_max_ in adult USVs. The dot plots for (**c**, **f**, **h**) at the bottom of the density plots show the mean (black dots) and standard deviation (whiskers) by peak for each genotype. No significant differences were observed between genotypes. Boxplots for (**d**, **g**, **i**) represent the minimum, first (lower) quartile, median, third (upper) quartile, and maximum values. For pup data (**c**, **d**), each circle represents data from a single pup: *Nova1*^*hu/hu*^ *N* = 41, *Nova1*^*hu/wt*^ *N* = 23, *Nova1*^*wt/wt*^ *N* = 40 pups. For adult data (**f**–**i**), three experiments were conducted over consecutive weeks, and the average value for each mouse is plotted (white circles): *Nova1*^*hu/hu*^ *N* = 13, *Nova1*^*hu/wt*^ *N* = 14, *Nova1*^*wt/wt*^ *N* = 13 adults. Statistical analysis was performed by Wilcoxon rank sum tests (two-sided, Bonferroni correction).

The average number of USVs was 77.9 ± 6.0 per minute in *Nova1*^*wt/wt*^ and 62.7 ± 6.4 per minute in *Nova1*^*hu/hu*^ (mean ± standard error), with no significant difference between genotypes (Supplementary Data 8). However, several changes in USV features, which are thought to be important for mouse vocal communication^84^, were observed. The “s” syllable (without pitch jumps), the most abundant syllable type, showed a trend of increased percentage within the total syllables in *Nova1*^*hu/hu*^ pups, while its amplitude was significantly lower in *Nova1*^*hu/hu*^ compared to *Nova1*^*wt/wt*^ pups. The amplitude of syllables containing pitch jumps (“u”, “d” and “m”) did not differ between genotypes, but the percentages of these syllables were decreased in *Nova1*^*hu/hu*^ pups, particularly for the “u” and “m” syllables (Supplementary Fig. 15a, Supplementary Data 8).

Pup isolation-induced USVs in mice show a bimodal distribution in their peak frequency (Fq), especially at 5-9 days of age, before consolidating to a single peak as they grow^97^. In our study, 7-day-old pups exhibited a clear bimodal distribution in the Fq parameter regardless of the genotype (Supplementary Fig. 15b). We assessed bimodality in Fq_max_, showing clear separation using an Ashman’s D score^98^. This analysis indicated distinct separation into two peaks for the “s”, “d” and “m” syllables (*D* > 2.0), but not for the “u” syllable (*D* = 1.603) (Fig. 4c). To separate these peaks, we fitted two Gaussians^99^ for each syllable type showing bimodal distribution, comparing USV characteristics for each peak (Fig. 4c, Supplementary Data 9). Individual syllables were classified into those with ‘low’ or ‘high’ Fq_max_ according to the cutoff value (the intersection point of each distribution). In the jump syllables of *Nova1*^*hu/hu*^ pups, the proportion of low Fq_max_ decreased, while the proportion of high Fq_max_ increased (Fig. 4d, Supplementary Data 10). We also tested the bimodality and syllable ratios with Fq_min_ and confirmed the same trend (increased ratio in high Fq in *Nova1*^*hu/hu*^ pups). Heterozygous *Nova1*^*wt/hu*^ pups showed intermediate values between *Nova1*^*hu/hu*^ and *Nova1*^*wt/wt*^ pups for these parameters, suggesting that the effect of the I197V substitution in NOVA1 protein on pup USVs is dosage-dependent. These observations demonstrate distinct changes in the vocalizations of *Nova1*^*hu/hu*^ pups.

The vocalizations of pups isolated from the nest are known to influence maternal behavior in mice^95,100,101^. To explore whether the vocal motor changes in *Nova1*^*hu/hu*^ pups on their mothers, we tested if mother mice were more attracted to recorded vocalizations from each genotype. We set up an experiment using a three-room box connected by passageways, with speakers placed in each of the two end rooms (Supplementary Fig. 16a). Neonatal vocal recordings (from *Nova1*^*hu/hu*^ mice or *Nova1*^*wt/wt*^ control mice) were played from each speaker, and either a *Nova1*^*hu/hu*^ or a *Nova1*^*wt/wt*^ mother mouse was placed in the center room (Supplementary Fig. 16a–c). Regardless of the mother’s genotype or the neonatal vocal recordings, no significant differences were observed in the mother’s orientation toward the vocalizations (Supplementary Fig. 16d, e). Thus, changes in vocal quality in *Nova1*^*hu/hu*^ pups had no impact on the behavior of the mother mice in this assay.

### Humanized NOVA1 adult mice have altered vocalization

Adult mouse USVs are often produced in long, continuous sequences of the same four major syllable types (Fig. 4b), particularly during courtship^97,102,103^. We explored whether changes in courtship vocalization behavior would occur in *Nova1*^*hu/hu*^ mice, using a previously established paradigm^96,103,104^. Courtship USVs were elicited from adult male mice by exposing them to adult female mice in estrus (Fig. 4e, Supplementary Data 11, Supplementary Data 12). In this context, more than 90% of the vocalizations came from the males^105^. The average number of courtship-induced USVs did not differ between genotypes: 144.8 ± 24.0 per minute in *Nova1*^*wt/wt*^ and 165.5 ± 27.0 per minute in *Nova1*^*hu/hu*^ (mean ± standard error) (Supplementary Data 13).

We next examined short-duration and long-duration syllables^18,106^, which have been previously shown to exhibit a bimodal distribution, particularly for “s” syllables^19^. Two Gaussian distributions were fitted to characterize each class of USVs (Fig. 4f). The cutoff duration (the intersection point of each distribution) between short and long USVs was determined to be 44 ms, with 29% of “s” syllables categorized as long duration. The average duration of short- and long-“s” syllables was 22.6 ± 9.1 ms and 69.0 ± 40.1 ms, respectively. *Nova1*^*hu/hu*^ mice tended to have a lower frequency characteristic of long-duration “s” syllables, where the differences for Fq_start_, Fq_end_ and Fq_mean_ were significantly lower compared to controls (Fig. 4g, Supplementary Data 14). These changes were not observed in pup isolation-induced USVs, indicating that this effect is developmentally specific and/or context-dependent.

We next examined peak frequencies. In adult USVs, the Fq_max_ parameter exhibited a unique distribution. High Fq_max_ syllables were those that exceeded 100 kHz, and constituted a distinct population from the main population (Supplementary Fig. 15c, d). Syllables with High Fq_max_ of wild-type animals are often observed in harmonic syllables, containing pitch jumps and some simple syllables^97,107^ (Supplementary Fig. 15e). Fitting two Gaussian distributions to the data, the High Fq_max_ was found to be 107.1 ± 2.1 kHz, whereas the main peak was 80.8 ± 11.5 kHz (mean ± standard deviation) (Fig. 4h). High Fq_max_ syllables, as defined, accounted for roughly 8.5 % of total USVs observed. There were no significant differences in syllable composition with High Fq_max_ among genotypes (Supplementary Data 15). However, the Fq_variance_ of High Fq_max_ syllables containing pitch jumps (“d”, “u” and “m”) was significantly greater in *Nova1*^*hu/hu*^ mice (Fig. 4i, Supplementary Data 16). Fq_variance_ tends to increase with syllable complexity^108^, with simple syllables like “s” having lower values and more complex syllables like “m” with multiple jumps having higher values. This suggests that *Nova1*^*hu/hu*^ mice produce more complex high-frequency USVs than *Nova1*^*wt/wt*^ mice. These findings demonstrate that vocal behavior is altered in both pups and adults in *Nova1*^*hu/hu*^ mice, resulting in unique vocal characteristics.

## Discussion

In line with studies of genetic variants that have played a role in the evolution of modern humans^19,109,110^, we investigated the biological effect of a single amino acid substitution, I197V in NOVA1, which is unique to modern humans. By analyzing *Nova1*^*hu/hu*^ mice carrying this allele, we identified molecular changes in alternative splicing in the brain, including brain regions associated with vocal behavior, and identified changes in vocalization patterns in pups and adult mice. These findings suggest that during human evolution, the I197V substitution in NOVA1 protein may have contributed to the development of neural systems involved in more complex vocal communication.

The importance of NOVA1 in mammals is evident from the lethal phenotype of *Nova1* knockout mice^31^ and the neurological symptoms caused by *NOVA1* haploinsufficiency in humans^36^. This significance is further highlighted by the high conservation of the NOVA1 protein in mammals. Interestingly, the *NOVA1* gene harbors an Ultra Conserved Element (UCE; uc.359) at the end of the 3’ UTR^111,112^ with additional high conservation extending upstream from the *NOVA1* UCE to most of the 3’ UTR and terminal exon encoding NOVA1 KH2 and KH3 domains. This underscores the unique nature of the I197V variant, which occurred within a region of the genome resistant to change.

Previous studies have confirmed the evolutionary restriction of NOVA1 variants, including the I197V variant (termed I200V in one study^13^). We support this analysis and have expanded upon it with larger human sequence datasets across diverse ethnic groups, and from methods that infer selection coefficients from ancient samples^48,49^. These results confirm that NOVA1 has undergone strong positive selection and that the I197V variant is part of an evolutionary selective sweep in the emergence of *Homo sapiens*.

The observation that the I197V NOVA1 allele is nearly fixed across human populations (Supplementary Fig. 1a) suggests that it emerged and increased in frequency well before the divergence of ancient human lineages. The earliest split among modern human groups—that of the San - is currently estimated to have mostly occurred by roughly 200 kya, well before migration of modern humans out of Africa and the Near East to Eurasia around 50kya^1,9,113^. Unlike more recent selective sweeps, such as the LCT locus, which is dated around 10 kya, and is population-specific, the NOVA1 variant is part of an older, more widespread sweep. These older sweeps, shared across modern human populations, may leave subtler genetic signatures that require novel detection methods. This suggests that the ancient NOVA1 selective sweep may represent part of a broader set of undiscovered ancient sweeps.

One possible explanation for the changes in vocal behavior observed in *Nova1*^*hu/hu*^ mice could be molecular changes in midbrain and brainstem vocal pathways, which express high levels of NOVA1 and are involved in regulating innate vocalizations (USVs), including breath coordination, timing, and amplitude^114–116^. An alternative possibility is that changes occurred in more recently evolved cortical vocal regions, which control pitch, frequency modulation, and duration (the Kuypers/ Jürgens hypothesis^84,117^ and the volitional articulatory motor network^87,118^). Given that NOVA1 is expressed in the mouse cortex, predominantly in inhibitory neurons^61^, it is plausible that the I197V substitution affects cortical regulation of vocalization.

Notably, *Nova1*^*hu/hu*^ mice exhibit qualitative changes in vocal characteristics compared to control mice both in pups and adults, despite producing a similar number of calls. These findings suggest that the vocalization changes in *Nova1*^*hu/hu*^ mice are not simply the result of alterations in general motor performance. This idea is supported by other observations showing that *Nova1*^*hu/hu*^ mice perform similarly to control mice in motor function tests, such as the rotarod, and display comparable locomotion activity levels in the Y-maze test (Supplementary Fig. 17). Additionally, the Y-maze test results indicated that *Nova1*^*hu/hu*^ mice had spatial working memory comparable to that of control mice.

The changes in vocalization in *Nova1*^*hu/hu*^ mice varied in a development- or context-dependent manner. It has been reported that high-frequency (Fq) USVs are emitted more frequently by male adult mice during social interactions^119^ and that female mice are attracted to male mice that emit more complex USVs^96^. Given these reports, the increased the proportion of higher Fq USVs in pups, and the increased complexity of these USVs in adults may potentially offer social advantages in mice. However, since auditory frequency resolution in mice has been reported to be limited^120^ and our preference experiment using humanized NOVA1 pup USVs showed no significant preferences in the mother’s responses, it remains unclear to what extent other mice can recognize these vocalization changes. It should be noted that we were unable to address the effect of the I197V substitution on the vocalizations of adult female mice, as our study focused on a courtship-induced vocalization paradigm that predominantly elicits USVs from male mice^121^. However, recent studies suggest that female mice also vocalize under certain experimental conditions or social contexts^21,122,123^. Future studies will be necessary to investigate the effects of the I197V substitution on USVs in female mice, as well as adult female preferences to USVs in adult *Nova1*^*hu/hu*^ male mice.

Interestingly, the vocalization changes observed in *Nova1*^*hu/hu*^ mice share some similarities with those observed in humanized *Foxp2* mice (with two human-specific substitutions). In both cases, the changes were developmental or context-dependent and included a decrease in peak frequency in simple syllables and modulation of high-frequency regions in complex syllables^19–21^ (Supplementary Data 17). Conversely, male mice with a humanized *Foxp2* mutation produced simpler song bouts with more “s” syllables^17,18^. These observations may indicate a common or related molecular alteration in the neural circuits involved in the USV production between humanized *Nova1* mice and humanized *Foxp2* mice. Future studies should aim to identify the molecular and neural basis of these alterations, as well as the physiological significance of these vocalization changes in the context of social behavior.

Our molecular analysis showed that the sequence-specific RNA binding of NOVA1 was unaffected by the human substitution and that steady-state gene expression levels in the brains of *Nova1*^*hu/hu*^ mice were nearly identical to those of wild type mice. However, we detected alternative splicing changes in several transcripts associated with vocalization. The expression pattern of NOVA1 in the brain and the enrichment of its target transcripts to specific biological pathways support a link between NOVA1 function and vocal behavior. Uncovering the precise molecular mechanisms underlying the phenotypes in *Nova1*^*hu/hu*^ mice will require further study of the neural circuits for vocalization, as well as on regulatory factors influencing NOVA protein function. This study sets the groundwork for understanding molecular mechanisms driving the evolution of human vocal communication.

Biochemically, NOVA proteins harbor three KH domains responsible for sequence-specific RNA-binding^41,44,45^, with amino acid 197 located in the KH2 domain. Although the I197V substitution in NOVA1 alters the hydrophobic core of the KH domain, it does not lead to a loss of RNA-binding capacity or functional attenuation, in contrast to other KH domain point mutations^51–53^. This is supported by the unchanged global gene expression levels observed in the brains of *Nova1*^*hu/hu*^ mice, while NOVA1 knockout mice (which exhibit postnatal lethality^31^) show significant expression changes of key neuronal genes in the midbrain at E18.5 (Supplementary Fig. 5e, f, Supplementary Data 18). 

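For the 222 genes that the paper lists as changed in E18.5 midbrain of *Nova1* knockout mice, the change in *Nova1* hu/hu midbrain at the same age was taken from the deposited counts. The knockout libraries themselves were not analysed here, and the knockout values are the paper's. With *Nova1* left out, the median absolute log2 fold change of these genes was 0.051 in *Nova1* hu/hu mice, against the paper's 0.43 in the knockout. The list was selected for its change in the knockout, which raises the knockout median. Over all genes tested, the *Nova1* hu/hu median was 0.045. The median log2 fold change of the 222 genes in *Nova1* hu/hu mice was −0.013, with 95 genes higher and 127 lower. Tested for a common direction, the list gave p = 0.424 from limma's camera test at a preset correlation of 0.01. The p was 0.409 from fry and 0.283 with an estimated correlation, each two-sided, so no common shift was seen. In the knockout 124 of these genes rose and 98 fell, so a shift along or against the knockout could cancel in these tests. With *Nova1* left out, the *Nova1* hu/hu median was −0.032 for the 124 genes that rose and 0.0089 for the 97 that fell. These 2 medians were not tested. Of the 222 genes, 0 passed an adjusted p of 0.1 over all genes tested and 0 passed it adjusted over the list alone, while 4 had an unadjusted p under 0.05 and 0 a p under 0.01. With the replicate number as a block, 24 had an unadjusted p under 0.05 and 6 a p under 0.01 (*Moxd1*, *Tns1*, *Sostdc1*, *Ndufb2*, *Tmem72* and *Avp*), where chance would give 11.1 and 2.2; 0 passed adjusted over the list alone, and the camera p was 0.0853 and the fry p 0.278. The likelihood ratio test with the replicate block, chosen after the data had been seen, moved the count adjusted over the list alone most, to 5 genes. Leaving out *Nova1* hu/hu replicate 3 gave a median of −0.027, past the threshold of camera; the fits without each other library were not. The *Nova1* hu/hu change of largest size was 0.77, in *Oxt*. Across 221 genes, *Nova1* left out, Pearson's r between the paper's knockout changes and the *Nova1* hu/hu changes was −0.57 and Spearman's rho −0.30, and 84 genes had the same sign and 137 the opposite sign; genes are not independent replicates. With each library left out in turn, r ran from −0.77 (without *Nova1* hu/hu replicate 3) to −0.15 (without *Nova1* hu/hu replicate 4).

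**Figure D3:**
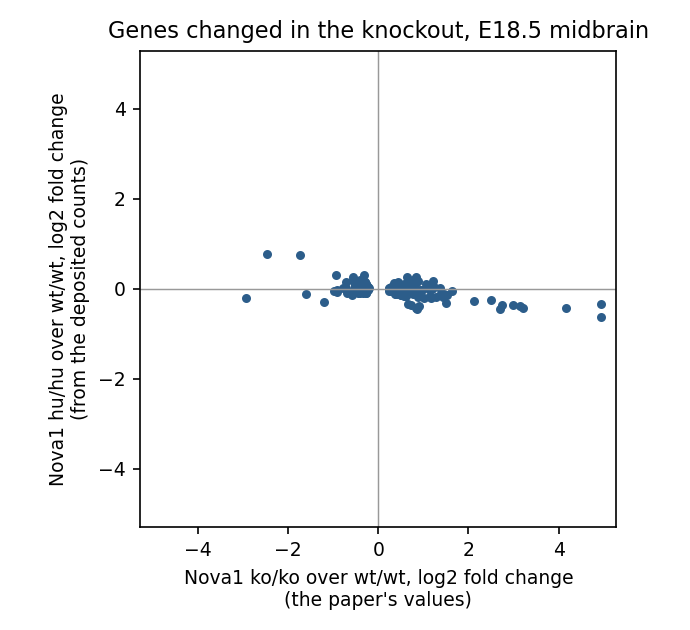
Log2 fold change in *Nova1* hu/hu mice from the deposited counts (vertical axis) against the paper's log2 fold change in *Nova1* knockout mice (horizontal axis), both in E18.5 midbrain and both on the same scale, with 1 point per listed gene and *Nova1* left out (221 genes). The points lie close to 0 on the vertical axis while they reach 4.94 on the horizontal axis.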

KH domains harbor three alpha-helices (H) and three beta-sheets (S) (S1-H1-H2-S2-S3-H3; Supplementary Fig. 9a, b); the first and second alpha helices (H1-H2) determine single-stranded RNA binding specificity^44,45^, and may also be involved in protein-protein dimerization^62^ (Supplementary Fig. 9c, d). Protein structure predictions suggest that the addition of a single carbon atom in valine 197 extends its ability to interact with several nearby amino acids (185Ile in H1; 232Ala, 235Leu, 236Ile, 239Lys in H3), allowing the KH2 domain to gain contact with H1 and 239Lys in H3. Thus, while the I197V substitution does not change sequence specificity or binding affinity of NOVA1 with RNA (Fig. 2i, j), it may affect KH domain dimerization or may have undiscovered effects on protein-protein interactions^62^. Interestingly, the amino acid corresponding to NOVA1 amino acid 197 is also an isoleucine in the related proteins FMR1 and hnRNP E1/E2/K, but is a valine in both human and mouse NOVA2^44^ (Supplementary Fig. 7). Functional differences between NOVA1 and NOVA2 in mice^43,61^ may reflect structural and functional differences in their respective KH domains.

In summary, we analyzed a single amino acid unique to modern humans in the RNA binding protein NOVA1 and examined its biological effects in vivo by introducing this amino acid in mice. NOVA1 is highly intolerant to changes in amino acid sequences during evolution with the exception of this single amino acid change in humans. We propose that this change was part of an evolutionary sweep associated with specific changes in the neuronal transcriptome and vocal communication.

## Methods

### Ethical approval

All procedures were performed according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) under the IACUC protocol # 23014 at the Rockefeller University.

### Animal experiments

C57BL/6J (stock no. 000664) mice were obtained from the Jackson Lab. *Nova1*^*hu/hu*^ mice generated in this study were backcrossed to C57BL/6J strain at least 8 times. The mice were housed in individually ventilated cages (five per cage) under conditions of a 12 h light/dark cycle and ambient temperature of 21 ± 4 °C with 40–70% humidity. Male or female mice aged 7 days (for isolation induced pup USV test) and 8–20 weeks (for playback behavioral experiment and courtship-induced adult USV test) were used for animal experiments, as described. Littermates of the same sex were randomly assigned to experimental groups.

### Generation of *Nova1*^*hu/hu*^ mice

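The edited position was located by matching the guide sequence TGCTACTGTGAAGGCTATAA, which the paper gives, to the mouse genome GRCm38 with the GENCODE annotation of *Nova1*. The coding transcript of *Nova1* has 5 exons on the minus strand of chromosome 12, with lengths of 314, 144, 167, 72 and 6457 nt, and encodes 507 amino acids. The guide matched the transcript at 1 place, from 46700901 to 46700920 in exon 5 (46694517 to 46700973), and is followed by the PAM TGG at 46700898 to 46700900. Codon 197 is ATA (isoleucine) at 46700902 to 46700904, and its first base is position 17 of the guide, counted from 1 at the guide's 5′ end. The substitution A17G at that position gives GTA (valine). On the coding strand the reference around the site reads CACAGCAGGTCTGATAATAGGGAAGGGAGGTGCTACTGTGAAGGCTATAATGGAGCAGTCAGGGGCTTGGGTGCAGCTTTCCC, and the residues encoded around the codon are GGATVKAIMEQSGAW.

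**Figure D4:**
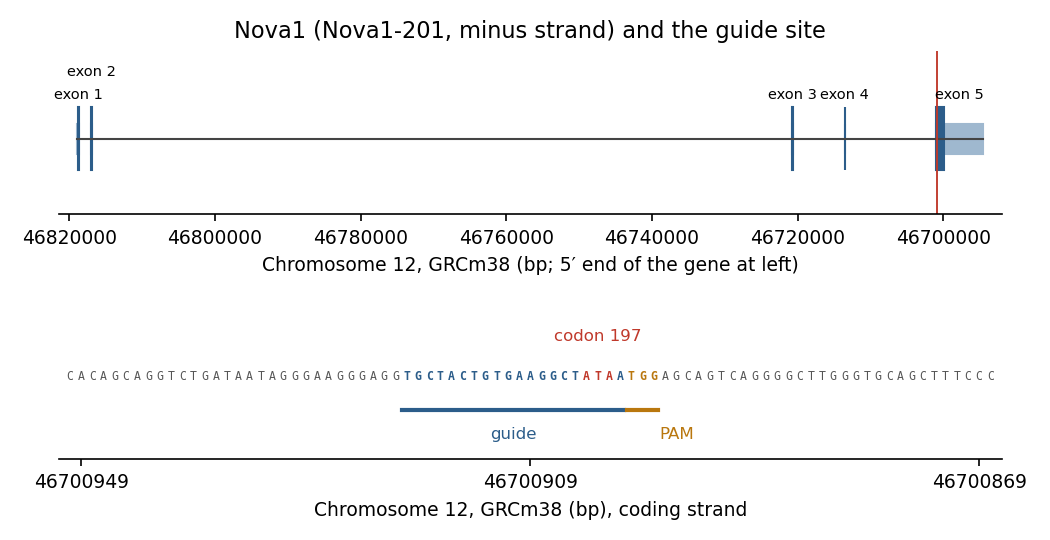
Map of *Nova1* on chromosome 12 (GRCm38, position in bp on the horizontal axes, 5′ end of the gene at left), with coding exons as tall boxes, untranslated exon as low boxes and the guide site as a red line. The lower part shows the 83 nt of coding-strand reference around the site, with the guide in blue, codon 197 in red and the PAM in orange; the site lies near the 5′ end of exon 5.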

*Nova1*^*hu/hu*^ mice were generated by directly injecting the sgRNA/Cas9 RNP with a single-stranded repair template DNA (ssDNA) into C57BL6 zygote to substitute isoleucine to valine at amino acid 197 of mouse NOVA1. gRNA and the ssDNA were designed as follows. gRNA (5’-TGCTACTGTGAAGGCTATAA-3’): overlapping the DNA sequence (mm10/ chr12: 46,700,902–46,700,904) of the mouse *Nova1* genomic locus encoding the 197^th^ amino acid of NOVA1. ssDNA: 140 nt length DNA homologous to the NOVA1 locus with a nucleotide substitution (A to G) to cause an amino acid change from isoleucine to valine at the 197^th^ position. Two silent mutations were also designed to create *BtsaI* restriction enzyme recognition site for genotyping.

Genomic DNA was extracted from the tail of the F0 animals, and the DNA corresponding to the area around the 197^th^ amino acid was amplified by PCR and subsequently cloned into a plasmid for determining the sequence of the modified allele. Genomic sequence analysis revealed that among 13 F0 animals, 8 animals harbored the designed allele (with three nucleotide substitutions: one causing I197V amino acid substitution, two for restriction enzyme recognition site for genotyping (not causing amino acid changes)). Animals carrying the designed humanized Nova1 allele were crossed to the wild-type C57/BL6 mice, and this process was continuously repeated for subsequent generations to eliminate possible off-target mutations.

Genome sequencing analyses were performed on the possible off-target sites of the gRNA used (10 potential off-target loci with mismatches outside of the PAM+12mer core sequences; predicted by CRISPR direct: https://crispr.dbcls.jp/) to compare sequences of control (wild type) and humanized NOVA1 mouse. For all the potential off-target sites, the sequence in the humanized NOVA1 mice was identical to control mice and the reference genome, with I197V substitutions being the only detectable edits (Supplementary Data 4d, e).

For routine genotyping, sequences around the genomic DNA encoding the 197^th^ amino acid were amplified by PCR subsequently digested with the *BtsaI* restriction enzyme. Each Mouse genotype; wild type (*Nova1*^*wt/wt*^), humanized *Nova1* homozygous (*Nova1*^*hu/hu*^), heterozygous (*Nova1*^*hu*/wt^) was determined by band size obtained by electrophoresis. Siblings obtained by crossing heterozygous parents were used in the experiment. Primers used for typing are shown below.

NOVA1hu-Fwd: 5’- ccctcttttgacatgctggt -3’

NOVA1hu-Rvs: 5’- cataaggagatccggttgga -3’

DNA band size after restriction enzyme treatment: wild type (613 bp), homozygous (389 bp and 224 bp), heterozygous (613 bp/ 389 bp + 224 bp) (see Supplementary Fig. 3c).

### Antibodies

Primary antibodies used for immunohistochemistry and western blotting were as follows; rabbit anti-NOVA1 (1/1000 dilution) [EPR13847] (ab183024, abcam), rabbit anti-NOVA1 C-terminal (1/1000 dilution) [EPR13848] (ab183723, abcam), human anti-pan NOVA (1/10,000 dilution) (anti-Nova paraneoplastic human serum) and rabbit anti-ATCB (1/10,000 dilution) (ab8227, abcam).

### Immunohistochemistry

Postnatal day 0, 3 or 12-week-old mice were perfused with PBS and 4% paraformaldehyde (PFA), and the brain was dissected. Dissected brain was further fixed. Overnight by 4% PFA at 4 °C. The solution was sequentially replaced with 15% sucrose/ PBS and 30% sucrose/ PBS, embedded with OCT compound, and stored at −80 °C until use. Frozen brains were sliced into 30–50 μm thick sections in a cryostat (CM3050S, LEICA). Slices were washed three times with PBS at room temperature (RT), incubated in 0.2% Triton X-100/PBS for 15 min at RT, blocked in 1.5% normal donkey serum (NDS)/PBS for 1 h at RT, incubated overnight at 4 °C with primary antibody in 1.5% NDS/PBS, then incubated in Alexa Incubated with 488, 555 or 647 conjugated donkey secondary antibody. The nuclei were stained using 4’,6-diamidino-2-phenylindole (DAPI) solution (1 μg/ml). Images of specimens were collected with a BZ-X700 (KEYENCE) microscope.

### Western blotting

Each dissected brain region (cortex, midbrain and cerebellum) of P21 mouse brains were lysed in RIPA buffer (50 mM Tris-HCl; 150 mM NaCl; 0.1% SDS; 0.5% sodium deoxycholate; 1% NP-40). Extracts were separated by SDS-PAGE, and subjected to immunoblotting using the antibodies described above. Quantification of western blots was done with ImageJ (v1.53). Each band signal was quantified and normalized with ACTB signal to control for differences in loading.

### Electrophoretic Mobility Shift Assay (EMSA)

#### Protein purification

The genes encoding each NOVA1 protein (NOVA1^wt^ and NOVA1^hu^) were cloned into the pGEX6p1 vector and expressed in E. coli BL21 strain. N-terminally GST (Glutathione S-Transferase) fused NOVA1 was induced by the addition of IPTG (final conc. 0.1 mM) for 4 hr. Pelleted cells were sonicated, and then incubated in the presence of Triton-X (final conc. 1%, 30 min). Cleared supernatant was collected after centrifugation (12,000 x *g* 10 min 4 °C). After incubating with Glutathione Sepharose beads (GE Healthcare Biosciences, 17075601) for 30 minutes, the mixture was washed three times with PBS. The GST tag was cleaved from the NOVA1 protein by PreScission Protease treatment (GE Healthcare, 27-0843-01; 50 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA, 1 mM DTT, pH 7.5, 4 °C for 4 h) to obtain purified NOVA1 protein. The concentration of each purified NOVA1 protein was determined by SDS-PAGE followed by GelCode Blue staining (Thermo Fisher Scientific, PI24590) using BSA (Sigma-Aldrich, B8667) as standards.

#### Single strand RNA probe preparation

The single-stranded RNA probe was designed as previously^41^. The following single strand RNA were synthesized by IDT:

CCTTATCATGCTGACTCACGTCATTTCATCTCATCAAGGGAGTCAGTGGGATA

Synthesized RNA was first incubated at 80 °C for 10 min, then rapidly incubated on ice, mixed with [gamma-32P] ATP (3000 Ci/mmol, 10 mCi/ml) (Revvity, BLU502A), and labeled at the 5’ end by T4 polynucleotide kinase treatment (New England BioLabs, M0201S). The labeled probes were purified by G-25 column (VWR, 95017-621) and diluted to the appropriate concentration with water.

#### Binding assay

Purified NOVA1 protein (0.5–2 pmol/reaction) and labeled RNA probe (0.08 pmol/reaction) were mixed under the following buffer conditions: 10 mM HEPES, 3 mM MgCl2, 150 mM NaCl, 5% Glycerol, 0.1 mM DTT, 0.1U/µl RNase OUT (Thermo Fisher Scientific, 10777019)., 10 mg/ml Yeast tRNA (Thermo Fisher Scientific, AM7119), 1 mg/ml poly dI-dC (Thermo Fisher Scientific, 20148E). The binding reaction was performed at 22 °C for 60 min, and the reaction solution was mixed with loading dye and run on an 8% acrylamide native gel at 150 V for 3 h to separate RNA-protein binding. After the gel electrophoresis, the gels were dried by a gel dryer and autoradiographs were detected. Quantification of each signal was performed by ImageJ, and the Kd value of each NOVA1 protein for the RNA probe was calculated using Prism software (https://www.graphpad.com/features).

### RNA-seq library preparation and analysis

For RNA-seq, samples included dissected cortex, midbrain and cerebellum at P21, or dissected midbrain at E18.5 of *Nova1*^*hu/hu*^ and *Nova1*^*wt/wt*^ mice. The mRNA-seq library was prepared from RNA extracted with Trizol following the Illumina TruSeq protocol of polyA selection, fragmentation, and adapter ligation. Multiplex libraries were sequenced as 125 nt paired-end runs on the HiSeq-2500 platform at Rockefeller University Genomic Core. These raw datasets and processed data files have been deposited with Gene Expression Omnibus (GSE253297).

### Cross-linking Immunoprecipitation (CLIP)

NOVA1-CLIP was performed in P21 dissected cortex, midbrain and cerebellum of *Nova1*^*hu/hu*^ and *Nova1*^*wt/wt*^ using each three biological replicates. Tissues were dissected in PBS, triturated using 20 G needle and crosslinked three times on ice for 400 mJ/cm2 using Stratalinker. Crosslinked material was collected by centrifugation, resuspended in wash buffer (1X PBS, 0.5% NP-40, 0.5% deoxycholate and 0.1% SDS with protease inhibitor), and subjected to DNase (RQ1 DNase: Promega) and RNase (RNase A: Affymetrix) treatment at a final dilution of 1:20,000 for 5 min. The lysate was clarified by centrifugation at 20,000 × *g* for 20 min. The supernatant was used for immunoprecipitation with 200 μL of Protein A Dynabeads (Invitrogen) loaded with 18 μg anti-Nova1 antibody (abcam) for 2 h at 4 °C. The samples were washed as follows: twice with wash buffer, twice with Nelson stringent wash buffer (15 mM Tris pH 7.4, 5 mM EDTA, 2.5 mM EGTA, 1% Triton X-100, 1% Sodium deoxycholate, 0.1% SDS, 120 mM NaCl, 25 mM KCl), twice with Nelson high salt buffer (15 mM Tris pH 7.4, 5 mM EDTA, 2.5 mM EGTA, 1% Triton X-100, 1% Sodium deoxycholate, 0.1% SDS, 1 M NaCl), twice with Nelson low salt buffer (15 mM Tris pH 7.4, 5 mM EDTA), and twice with PNK wash buffer (50 mM Tris pH 7.4, 10 mM MgCl2, 0.5% NP-40). RNA fragments were dephosphorylated using FastAP Alkaline phosphatase (Thermo Fisher Scientific) and subjected to 3′ ligation overnight at 16 °C with a pre-adenylated linker (preA-L32) using truncated KQ T4 RNA Ligase2 (NEB). The RNA-protein complexes were labeled with ^32^P-γ-ATP using T4 PNK (NEB) and subjected to SDS-PAGE and transfer to nitrocellulose membrane. Appropriate regions of the membrane were cut out and RNA was extracted according to the following conditions: 100 mM Tris PH7.5, 50 mM NaCl, 10 mM EDTA, 7 M Urea with proteinase K. RNA was purified by phenol-chloroform extraction method. Cloning was performed using the BrdU-CLIP protocol. Briefly, the reverse transcription reaction was performed using Superscript III (Thermo Fisher Scientific), and the cDNA was BrdU-labeled by including BrdU in the reaction solution. Immunoprecipitation was performed with 5 μg anti-BrdU antibody (abcam) and 25 μg protein G Dynabeads per reaction (45 min at room temperature), followed by washing with the following solutions (including Denhardt’s solution): once with IP buffer (0.3x SSPE, 1 mM EDTA, 0.05% Tween 20), twice with Nelson low salt buffer, twice with Nelson stringent wash buffer, twice with IP buffer. After eluting the cDNA, BrdU-immunoprecipitation was performed again under the same conditions. cDNA was circularized on beads using CircLigase II (Epicentre) and PCR was performed using Accuprime Pfx supermix (Thermo Fisher Scientific) and Syber Green until RFU 250–500. PCR products were purified using Agencourt AMPure XP (Beckman Coulter) and concentrations were measured by TapeStation. High-throughput sequencing was performed at the Rockefeller University Genome Resource Center. These raw datasets and processed data files have been deposited with Gene Expression Omnibus (GSE253296).

### Bioinformatics

Paired-end reads from RNA sequencing were aligned to the mouse genome (mm10) builds of the mouse genome using OLego (v1.1.7) (https://zhanglab.c2b2.columbia.edu/index.php/OLego)^124^. Mapped reads were counted using gapless (for inference of transcript structure) and countit (for quantification of gene expression and alternative splicing) in Quantas (v1.0.9) (https://zhanglab.c2b2.columbia.edu/index.php/Quantas)^125^. All reads mapping to transcripts were included in the differential expression analysis using edgeR^126^. The data set for *Nova1* knockout mouse (E18.5 midbrain) was kindly provided by Dr. Yuhki Saito. The data are available from GEO submission GSE69711. Data visualizations were done using R (v4.2.0). Correlation matrix was visualized using corrplot package. PCA analysis was performed using FactoMineR and factoextra packages and visualized using ggplot2 package. Sequencing tracks were visualized using Integrative Genomic Viewer (IGV, v2.13.0).

Quantification of splicing for annotated cassette exons was performed using the Quantas pipeline (v1.0.9)^125^. In brief, the inclusion level of each cassette exon (percent-spliced-in: PSI) was calculated from the number of supporting exon junction reads for the inclusion and skipping isoforms. Only quantifications with ≥20 supporting junction reads were used for downstream analysis. Gene annotation analysis was performed using Metascape (v3.5.20240101)^127^. The expressed genes in the P21 midbrain (filtering lowly expressed genes by edgeR) were set as background for the analysis. Attribution for genes was performed using Gene Ontology (GO) resource in MGI (6.24) (https://www.informatics.jax.org/).

CLIP reads were processed using the CLIP Tool Kit (CTK, v1.1.3) as described previously^128^. Briefly, raw reads were filtered for quality and demultiplexed using indexes introduced during the reverse transcription reaction. PCR duplicates were collapsed and adapter sequences removed. Reads were mapped to the mm10 build of mouse genome using novoalign (v3.09.02) (www.novocraft.com). Mapped reads were further collapsed for potential PCR duplicates by coordinates and taking into consideration the degenerate barcodes introduced during the reverse transcription. Only unique CLIP tags were used for subsequent analyses. We performed three biological replicates per sample. All scripts used in the analysis including the peak finding algorithm and more information can be publicly obtained at (https://zhanglab.c2b2.columbia.edu/index.php/Standard/BrdU-CLIP_data_analysis_using_CTK). De novo motif analysis and motif density analysis were done using findMotifsGenome.pl and annotatePeaks.pl commands in HOMER (v4.11).

### Ultrasonic vocalization (USV) tests

#### Isolation induced pup USV test

To elicit isolation-induced USV, 7-day-old pups were isolated from their mother and littermates. Each pup was placed quietly on a small open-faced plastic plate in the sound attenuating chamber (15” × 24” × 12” Igloo® beach cooler with a tube for pumped air circulation input, no light). An ultrasonic microphone was suspended a small distance from the pup, and the USVs were recorded for 5 min. Between trials, the recording box was cleaned with 70% alcohol and distilled water, and allowed to fully dry before the next experiments. Vocalizations were recorded with UltraSoundGateCM16/CMPA ultrasonic microphones connected to an Ultrasound Gate USGH amplifier. Recordings were saved using the AvisoftRecorderUSG software (Sampling frequency: 250 kHz; FFT-length: 1024 points; 16-bits). All acoustic hardware was obtained from Avisoft Bioacoustics® (Berlin, Germany).

#### Playback behavioral experiment

Mothers rearing 7-day-old offspring were used in the playback experiment. We used a three-chamber box (12” × 23.5” × 15.5”) connected by a passageway through which a mouse could pass for the test. Each chamber at both ends was equipped with a speaker (Vifa ultrasonic speaker, Avisoft Bioacoustics), and a camera (Firefly S, FFY-U3-16S2C-S, FLIR) was placed on the ceiling of the chamber to record the behavior of the mouse. The speakers were connected to an UltraSoundGate Player 216H (Avisoft Bioacoustics), using Avisoft Recorder USGH and had a frequency range (±12 dB as the maximum deviation from the average sound volume) of 25–125 kHz. We adjusted the loudness between the channels by controlling the level of the peak power before the experiment. Using two microphones, we made sure that both songs were audible at the entrance of both rooms so that the mother can respond to the songs but not loud enough that the microphones could detect the song being played in the other room. After the 10 min habituation period, playbacks were triggered when the mouse broke an infrared sensor located in the center of the three-chamber box. One speaker on one side played one pup-USV recording and the other speaker simultaneously played another pup-USV recording both of which were previously recorded during the pup isolation induced USV test for 5 min.

Pup-USV recording was prepared in Audacity® by stitching vocalizations from 4-5 pups for each genotype. These recording files contained an equivalent number of pup-USVs (*Nova1*^*wt/wt*^ 1689 USVs, *Nova1*^*hu/hu*^ 1561 USVs) and were confirmed to reflect the vocal characteristics of each genotype. After the first 5 min playback session, a second 5 min playback session was conducted after 1 min quiet period. In the second playback experiment, the two recordings playing from the speakers were switched to eliminate the possible preference by the location. During each 5 min period, the mother was allowed to explore freely in the box and the time she spent in each room was counted. The box was cleaned between experiments with 70% alcohol and distilled water and allowed to fully dry before the next experiments.

#### Courtship induced adult USV test

The protocol for the courtship-induced vocalization test in adult male mice has been performed according to previous studies^96^ with minor modifications. Briefly, adult male mice (8–12 weeks old) were sexually socialized by spending one night with a sexually mature female to enhance the male’s motivational state to exhibit courtship USV behavior^108^. On the next day, female mouse was removed from the cage, and the male mice housed in the same cage until the test day. On the day of the recording, the males were placed in a new cage and then singly habituated in the sound recording environment (as described for pup USV test) for 15 min. The males were then exposed to adult female mice for 5 min. We used the females (8-12 weeks old) in estrus (selected visually for wide vaginal opening and pink surrounding). The test was conducted three times per mouse, one week apart, and a different female mouse was used as the stimulus each time to avoid familiarity effects. The order of mice tested each time was shuffled to avoid the possible order effects. Between trials, the mouse cage was cleaned with 70% alcohol and distilled water, and allowed to fully dry before the next experiments.

#### USV analysis

Acoustic waveforms were processed using a custom Python program called “Mouse Song Analyzer 2” (MSA2): available on the website (https://github.com/Neurogenetics-Jarvis/MSA2^96,103,108,129^, and analysis as previously described^96,103,108^. Briefly, the software computed the sonograms from each waveform, threshold to eliminate the white noise component of the signal, and truncated for frequencies outside the USV song range (35–125 kHz). We used a criterion of 10 ms minimum to separate two syllables and 3 ms as the minimum duration of a syllable. The identified syllables were then classified by presence or absence of instantaneous “pitch jumps” separating notes within a syllable into four categories: (1) simple syllable without any pitch jumps (“s”); (2) complex syllables containing two notes separated by a single upward (“u”) or (3) downward (“d”) pitch jump; and (4) more complex syllables containing a series of multiple pitch jumps (type “m”). Any sounds the software could not classify were put into “not identified: notIDd” category. The following spectral features were calculated automatically by MSA2 from the sonograms of each of the classified syllable types: Syllable duration, inter-syllable interval, standard deviation of pitch distribution, pitch (mean frequency), frequency modulation, spectral purity, and bandwidth. The fitting of Gaussian in the duration and peak frequency maximum (Fq_max_) distributions in pup isolation-induced USVs and in adult courtship USVs were performed using R package mixtools: tools for analyzing finite mixture models^99^. The bimodality of the USV duration distributions was assessed using Ashman’s D Score^98^, where μ and σ are the center and standard deviation of each Gaussian, respectively. Cutoff Fq_max_ in pup USVs between low and high USVs were defined as the intercept of the two Gaussian fits to the distribution to the nearest frequency (kHz). Cutoff durations between short and long USVs were defined as the intercept of the two Gaussian fits to the USV duration distribution to the nearest millisecond. Statistical analysis was performed by pairwise Wilcoxon rank sum tests, with correction (Bonferroni) for multiple comparisons between genotypes. Correction was not applied for the parameters in call structure. This is because individual properties are assumed to be related to each other, which increases type 2 errors caused by overcorrection.

### Rotarod test

The tests were performed using the elevated revolving rod (Stoelting, Cat#. 57624). Mice were placed on the apparatus and habituated for few minutes. The rod accelerated at a constant rate (4 to 40 rpm in 300 s) and the time it took the animals to fall was recorded. Tests were performed three times and the average value was calculated. Statistical analysis was performed by Wilcoxon rank sum test.

### Y-maze test

The Y-maze tests were conducted according to the described procedure^130^. The tests were performed in a Y-maze with three arms of equal length at 120° angles to each other (Stoelting, Cat#. 60180). Mice were placed in the center of the maze and has free access to all three arms. If the animal chooses an arm different from the arm it arrived in, this choice is called an alteration. This is considered a correct response; conversely, returning to the previous arm is considered an error. The number of times and the order in which the animals entered the arms are recorded and used to calculate the alternation rate. The behavior of the mice was recorded for 8 min. Statistical analysis was performed by Wilcoxon rank sum test.

### Variant identification and annotations of Neanderthal and Denisovan

The sequencing data of three Neanderthal genomes were obtained from The Draft Neanderthal Genome Project (https://www.ebi.ac.uk/ena/browser/view/PRJEB2065). The sequencing data of Denisovan genome accompanied with nine modern human genomes were obtained from Denisovan Genome Project (http://cdna.eva.mpg.de/denisova/). The fastq files of each sample were aligned to the human genome (hg19) by Burrows-Wheeler Aligner (BWA, v0.7.17-r1188). The aligned SAM files were processed into BAM files by Picard (v2.18.7) and Genome Analysis Toolkit (GATK, v4.4.0.0). Variant calling for each sample was processed with Mutect2 of GATK4. The variants were annotated by using ANNOVAR (v2).

### Variants in NOVA1 loci

The variants in modern human populations were obtained from ExAC database (v0.3.1) (https://gnomad.broadinstitute.org/downloads), which contains 60,706 exomes mapped to hg19. Then, the variants in NOVA1 loci (chromosome 14: 26912296 ~ 27067239) of Neanderthal, Denisovan, and modern human populations were subsetted by using bcftools (v1.19). The frequency of minor alleles for each position in NOVA1 loci was calculated.

### Tajima’s D statistical analysis

Corrected allelic frequencies of each SNP site from ExAC (v0.3.1) were extracted from the dbSNP database (version 2022-11-16). The sites with very low total allele count were filtered out (cutoff for total_count: 200). pi, theta and Tajima’s D values were calculated for all genes examined^131^. The normalized Tajima’s D value was calculated as the ratio of Tajima’s D to its theoretical minimum value (D(min))^46^.

### DH test

Allelic frequency for each mutation site was extracted from refsnp files (version b156) downloaded from NCBI (version of November 2022). In-house program was used to calculate the evolutionary statistic, Tajima’s D is calculated by according^131^, Fay and Wu’s *H*-statistic is defined as θ_π -_ θ_*H*_^132^, we calculate normalized H (formula 11, 12), E-test (formula 13, 14), and DH-test (formula 15)^47^. Our in-house program is shared to public: https://github.com/cafeblue/popgen_dbsnp^133^

### Selection analysis on NOVA1 197 V

The ancestral recombination graph (ARG) analysis was performed using *ARGweaver-D*^48^. These ARGs explicitly describe gene trees and accompanying recombination events throughout the region. They were sampled from an approximate posterior distribution using Markov chain Monte Carlo methods to capture uncertainty in the ARG, given the sequence data and evolutionary parameters. The sampled ARGs included two Yoruba (HGDP00927, SS6004475), two Mbuti (SS6004471, HGDP0456), and two San (HGDP01029, SS6004473) individuals, all sequenced to high coverage, as well as the Altai Neanderthal and Denisovan sequences and a chimpanzee outgroup (panTro4). Because the NOVA1 197 V variant is nearly fixed in modern humans and likely predates the separation of major continental population groups, we do not anticipate significant additional insights from including more modern human samples, as most would coalesce well after the allele reached high frequency. Based on information from the ARG, the sampled ARGs were analyzed using *CLUES2*^49^.

### Statistical information

Information of statistical methods and the number of biological replicates in the analysis are in the figure legends and methods section of each analysis as appropriate.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Aditional Supplementary File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. Source data are provided with this paper. The sequencing data generated in this study have been deposited in the GEO database under the SuperSeries GSE253298 comprising Subseries GSE253296 and GSE253297 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE253298]. The vocalization data generated in this study are provided in the Supplementary Data file. The sequencing data for *Nova1* knockout mouse used in this study are available in the GEO database under accession code GSE69711. Source data are provided with this paper.

# Supplementary material for: A humanized NOVA1 splicing factor alters mouse vocal communications
**Source:** Nat Commun. 2025 Feb 18;16:1542. doi: 10.1038/s41467-025-56579-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information for

**A humanized NOVA1 splicing factor alters mouse vocal communications**

Yoko Tajima\*, César D. M. Vargas, Keiichi Ito, Wei Wang, Ji-Dung Luo, Jiawei Xing,  
Nurdan Kuru, Luiz Carlos Machado, Adam Siepel, Thomas S. Carroll, Erich D. Jarvis,  
Robert B. Darnell\*

**The PDF file includes:**

Supplementary Figure 1 to 17  
Supplementary References

**Other Supplementary Materials for this manuscript include the following:**

Supplementary Data 1 - 18

**a**

```
=====
rs762662114
Organism      Homo sapiens
Position      chr14:26448894 (GRCh38.p14)
Gene          NOVA1
Consequence   Missense Variant
Alleles       C>T
Type          SNV Single Nucleotide Variation

Allele Frequency (alternate allele / total allele number, project name):
T=0.000004    (1/264690, TOPMED)
T=0.000012    (3/250246, GnomAD_exome)
T=0.000017    (2/120984, ExAC)
T=0.000000    (0/14050, ALFA)
T=0.00        (0/88, Ancient Sardinia)
=====
[dbSNP, Build 156, Released September 21, 2022]
=====
```

**b**

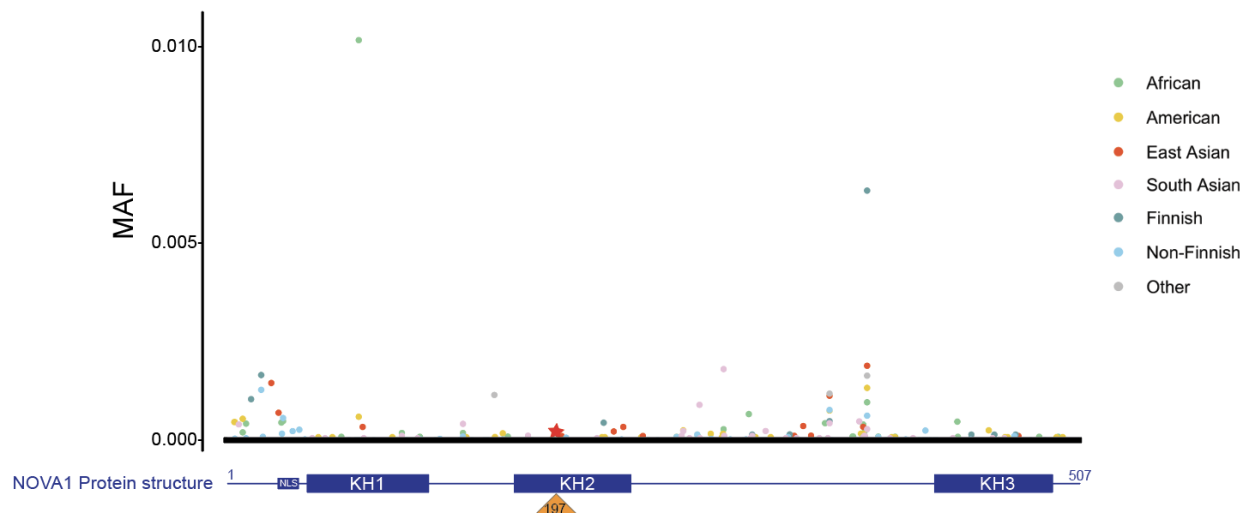

### Supplementary Fig. 1

(a) The SNP report from dbSNP database. The single nucleotide variation (rs762662114) responsible for modern human specific amino acid in NOVA1 (197<sup>th</sup> Val). Alternate allele frequencies in the total number of samples for each genome project are shown. (b) MAF analysis in the NOVA1 gene across human ancestries. SNPs detected in the genome analysis of 121,410 modern humans on the NOVA1 CDS, along with the NOVA1 protein structure. Each SNP is color-coded by ethnicity. SNP corresponding to the 197<sup>th</sup> amino acid (ancient human-type variant) is indicated by a star. Source data are provided as a Source Data file.

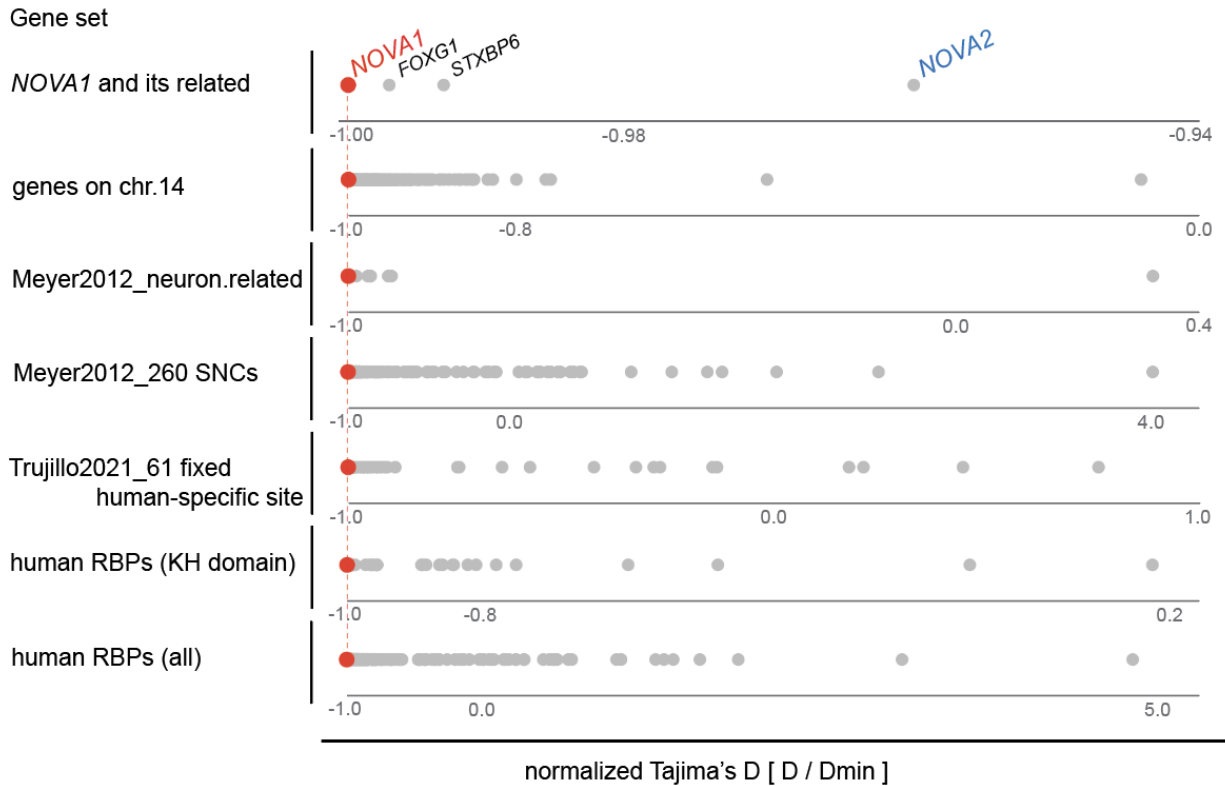

### Supplementary Fig. 2

Comparison of Normalized Tajima's D values. The closer the normalized Tajima's D value approaches -1, the greater the likelihood that the gene has undergone strong purifying selection<sup>1</sup>. The first gene set includes *NOVA1* and *NOVA2*, and closest protein-coding *NOVA1*-neighboring genes (*FOXG1* and *STXBP6*) on chr14. Each gray dot indicates a gene in each gene list. The normalized Tajima's D value for *NOVA1* (red) is -0.9993. The second gene set includes all genes on chr.14 where *NOVA1* is located. These gene sets are also shown in Figure 1d. The third and fourth gene sets are based on Meyer's report<sup>2</sup>, with genes related to the 260 human-specific single-nucleotide changes (SNCs) that cause fixed amino acid substitutions in well-defined human coding sequence, or to the subset of these genes (eight among the 260 SNCs) whose function is associated with brain function or nervous system development. The fifth gene set is based on Trujillo's report<sup>3</sup>, with genes associated with 61 autosomal fixed derived mutations in all humans compared to Neanderthal genomes and Denisovan genome. The sixth and seventh gene sets include human RNA binding proteins (RBPs) with KH domain or all annotated RBPs.

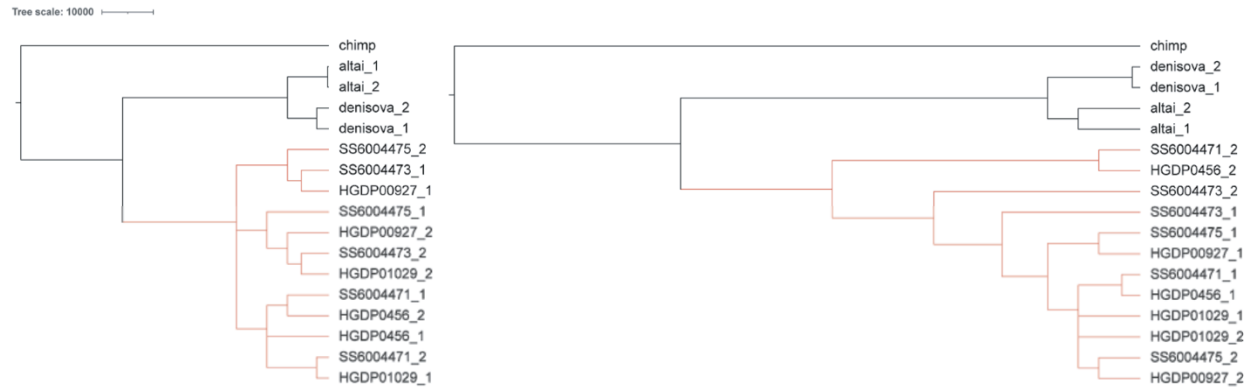

### Supplementary Fig. 3

Recent burst of coalescence of a sweep for NOVA1 197V. The left tree shows the *NOVA1* SNP, with the shortened branches and burst of relatively recent coalescence events leading to the modern humans (reflecting a rise in frequency of the derived allele). The right tree shows *FRMD8* for contrast, with longer branches and delayed coalescence: more typical of what would be expected in the absence of a selective sweep. The sampled ARGs included two Yoruba (HGDP00927, SS6004475), two Mbuti (SS6004471, HGDP0456), and two San (HGDP01029, SS6004473) individuals, as well as the Altai Neanderthal and Denisovan sequences and a chimpanzee outgroup (panTro4). The numbers following the samples represent the separate haplotypes from each individual. Red lines indicate derived allele.

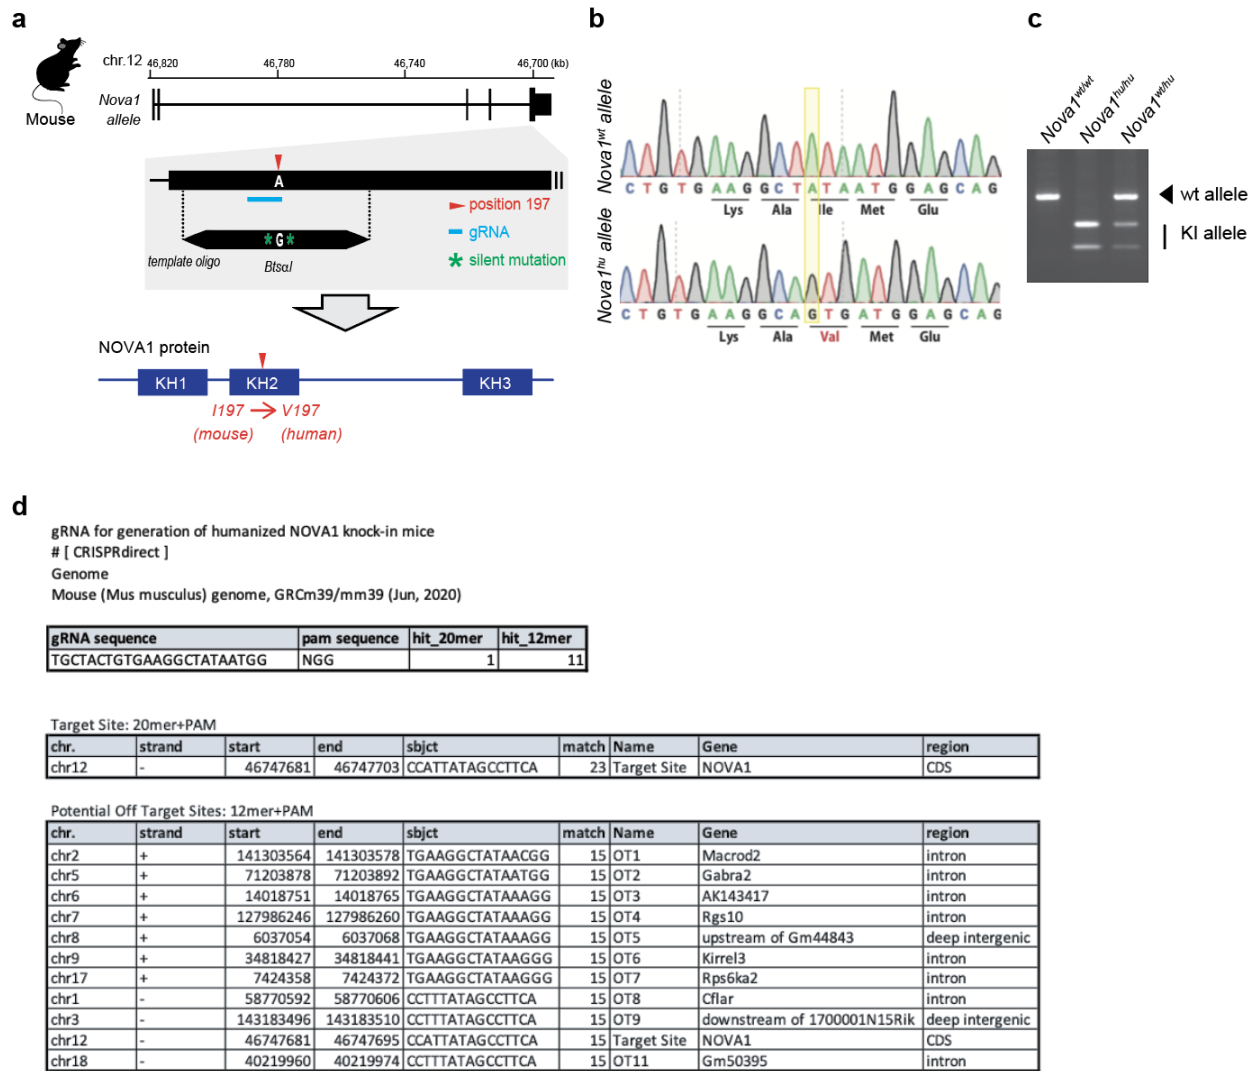

## Supplementary Fig. 4

Generation of humanized *Nova1* mice (*Nova1*<sup>hu/hu</sup>). **(a)** Overview of the strategy to generate mice with a modern human-specific amino acid substitution in NOVA1 protein. Using CRISPR/Cas9, nucleotide substitutions (that lead to a single amino acid change from Isoleucine to Valine) are introduced. Two silent mutations were introduced for genotyping. **(b)** DNA sequencing of *Nova1* allele in wild-type mice and in mice in which correct knock-in was introduced (*Nova1*<sup>hu</sup>). **(c)** Genotyping of *Nova1*<sup>hu/hu</sup> mice using restriction enzymes. The introduction of silent mutations creates a *BtsI*α recognition site. *Nova1*<sup>hu</sup> allele is distinguished from wild-type *Nova1* allele by restriction enzyme treatment after PCR. **(d)** The gRNA sequence and predicted off-target site information predicted by CRISPR direct (<https://crispr.dbcls.jp/>). There are 10 potential off target loci with mismatches outside of the PAM+12mer core sequences. **(e)** The genomic sequencing of the potential off target (POT) loci. Alignment of each genotype and reference genome for the genomic sequence of 100 bases around the POTs are shown. Asterisks indicate identical nucleotides. All POT sites were identical between genotypes and the reference genome, with the target site (responsible for I197V substitution) being the only detectable edits.

target site (20mer+PAM)

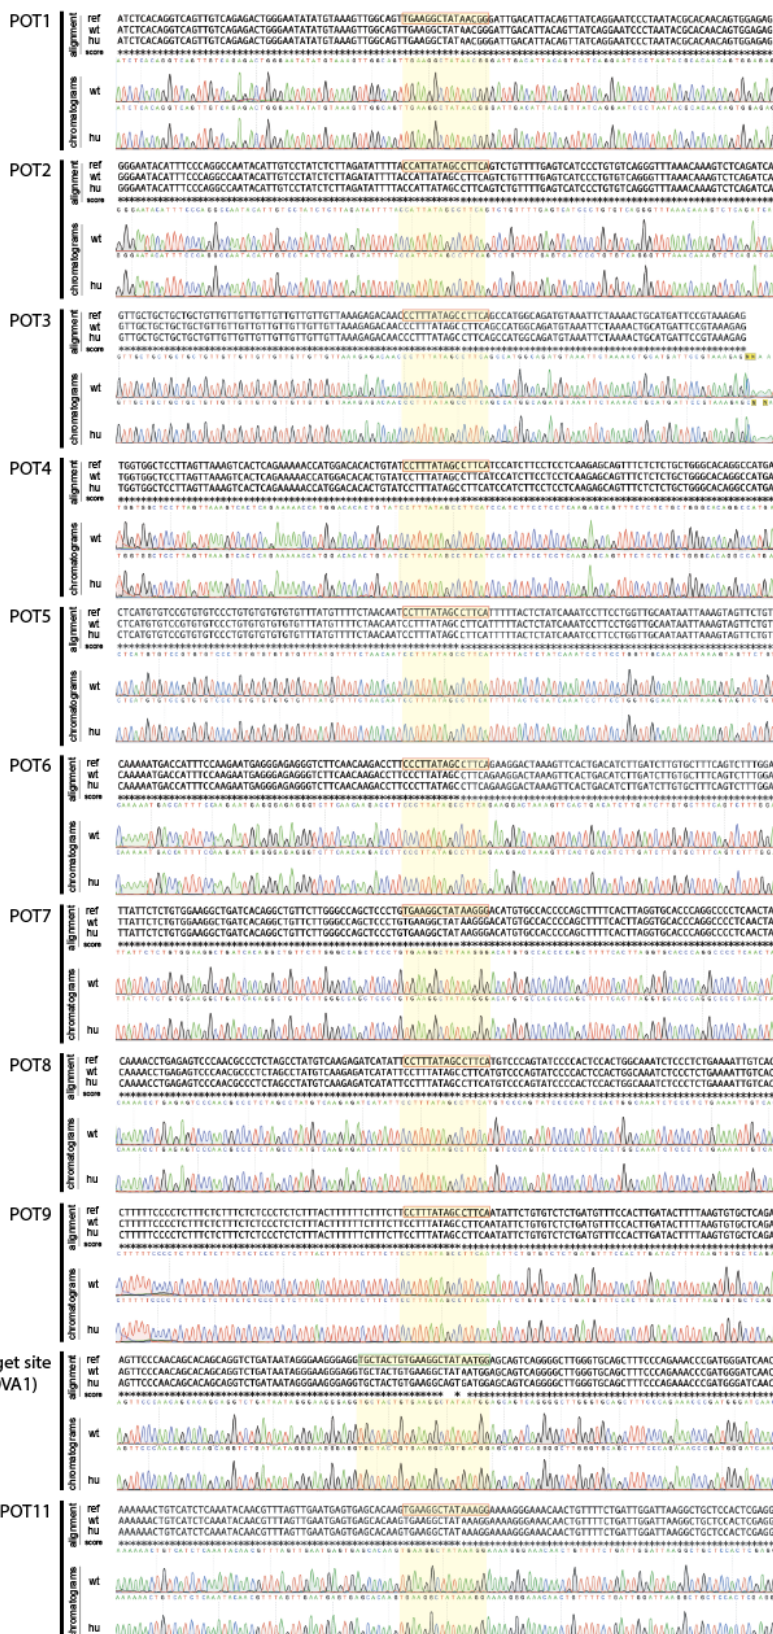

**a**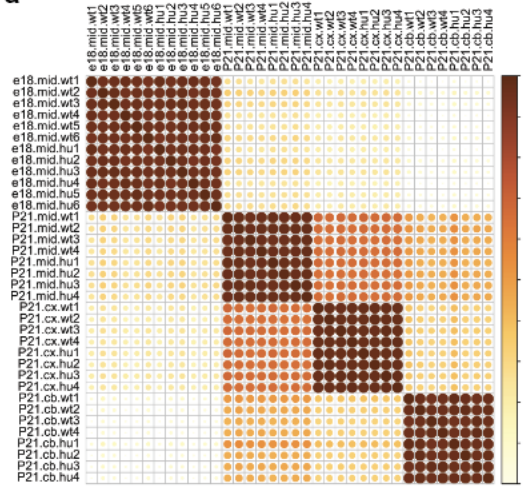**b**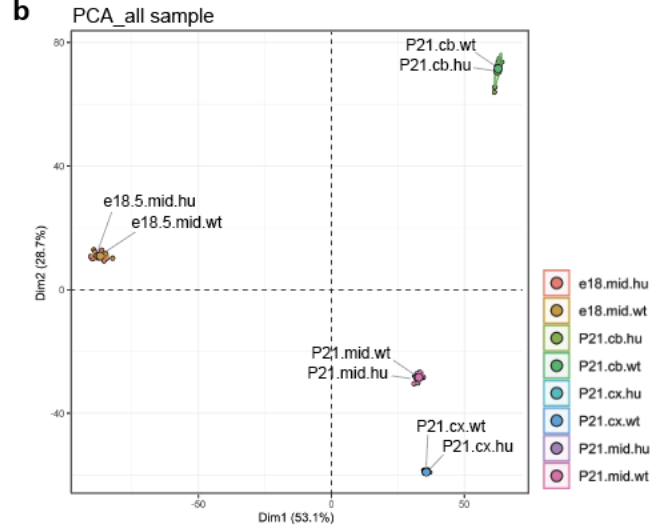**c**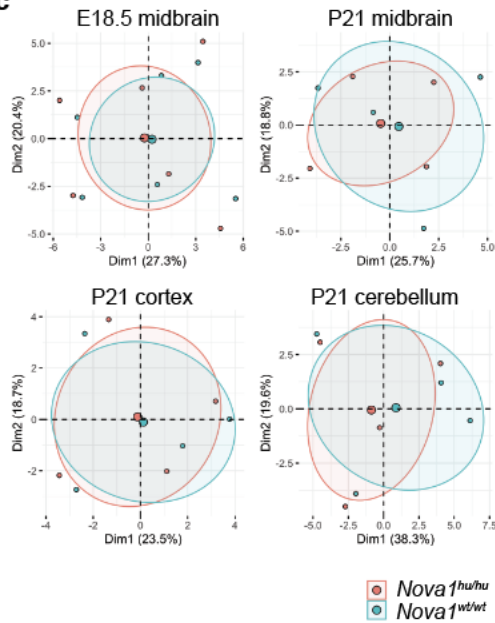**d**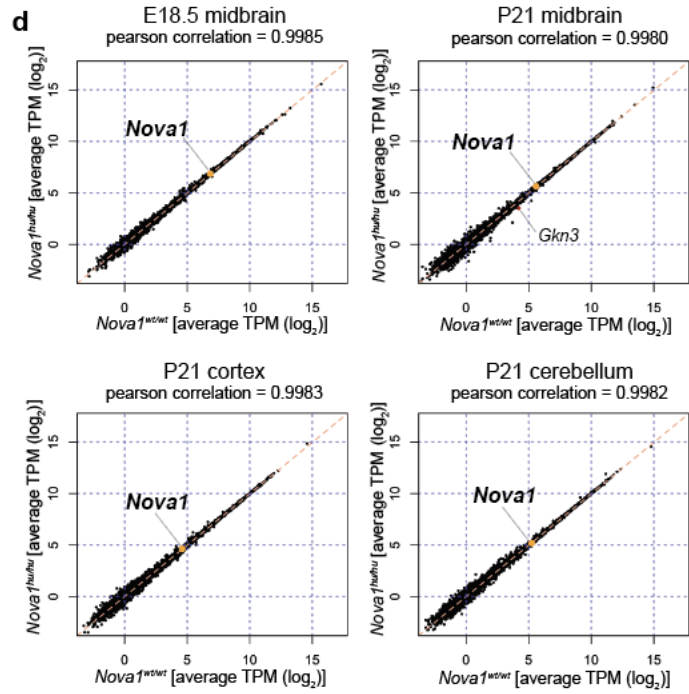**e**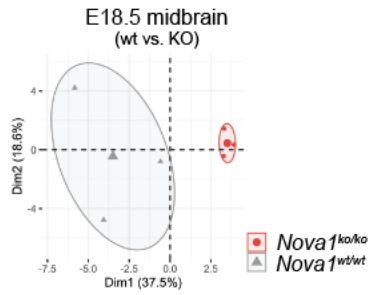**f**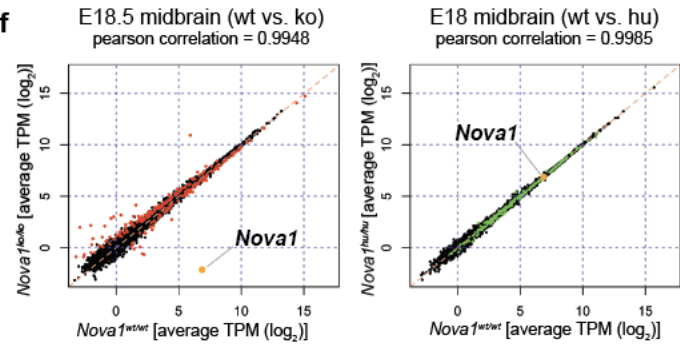

### Supplementary Fig. 5

Comprehensive gene expression analysis in the brain. **(a)** Global correlation matrix of gene expression levels between brain samples: midbrain at E18.5, cortex, midbrain, cerebellum at P21 in *NovaI<sup>hu/hu</sup>* and *NovaI<sup>wt/wt</sup>* mice. Heatmap showing correlation coefficients for  $\log_2$  (TPM+1), color intensity and the size of the circle are proportional to the correlation coefficients. **(b)** Principal component analysis of gene expression levels between samples. The X axis is the first principal component, and the Y axis is the second principal component, with a percentage of variances explained by each component approximately 53% and 29%, respectively. The ellipses indicate confidence ellipses around group mean points (large dot). **(c)** Principal component analysis of gene expression levels in each corresponding sample (age and brain region). **(d)** Gene expression correlations between *NovaI<sup>wt/wt</sup>* and *NovaI<sup>hu/hu</sup>* in corresponding brain regions and age. 

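From the 28 libraries of E18.5 midbrain, P21 midbrain and P21 cortex, correlations were computed between libraries across genes, on log2(TPM + 1). Between libraries of P21 cortex and P21 midbrain, Pearson's r was 0.969 to 0.973 (median 0.971). It was 0.935 to 0.946 between E18.5 and P21 midbrain (median 0.939) and 0.928 to 0.938 between E18.5 midbrain and P21 cortex (median 0.933). Principal component analysis of 16805 genes over all 28 libraries gave a first component with 55.9% of the variance and a second with 21.0%; the paper's analysis also holds the cerebellum. Within each age and region, the first 2 components held 31.6% and 15.9% of the variance in E18.5 midbrain, 22.3% and 19.8% in P21 midbrain, and 24.2% and 17.3% in P21 cortex. On the first component a two-sided exact permutation test found no difference between genotypes (p = 0.764, 0.571 and 0.743). After Benjamini-Hochberg adjustment over 9 tests, 3 components in each comparison, p was 0.914 for each. The replicate number held 97.3%, 65.6% and 88.8% of this component, and every number holds a library of each genotype. That left little room for a genotype difference, least at E18.5, so these p values decide little. Genotype accounted for 5.66%, 10.7% and 10.8% of the variance over genes, while other groupings of the same libraries gave medians of 8.44%, 14.5% and 14.4% (exact permutation test over 924, 70 and 70 groupings, one-sided, p = 0.937, 0.943 and 0.886). The real grouping parts every replicate pair, which most of the other groupings do not.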

Scatterplots of gene expressions measured in average TPMs are shown. The axes are shown in  $\log_2$  scales. The red dot indicates a differentially expressed gene between genotypes ( $p < 0.05$ , FDR  $< 0.1$ ). 

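In P21 cortex, Pearson's r between the average log2 TPM of *Nova1* wt/wt and *Nova1* hu/hu mice was 0.9983 across genes. Between single libraries, on log2(TPM + 1) and over all 23038 genes, r was 0.995 to 0.996 within a genotype and 0.995 to 0.996 between genotypes. The median was 0.995338 within a genotype and 0.995299 between genotypes without the pairs with the same replicate number. The 3 genes with the smallest p in cortex, none of them past the threshold, were *Erdr1* (log2 fold change 0.57, standard error 0.134), *Slc25a35* (0.44, standard error 0.108) and *Elf5* (1.12, standard error 0.285, with 9 to 33 counts per library). *Erdr1* was higher in the *Nova1* hu/hu library of 3 of 4 replicate pairs, and *Slc25a35* and *Elf5* in 4 of 4. Among the other 9 genes that the paper names, log2 fold changes in cortex ran from −0.064 (*Foxp2*) to 0.16 (*Srpx2*).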

The yellow dot indicates *NovaI* gene. Pearson correlation is reported on top of the plots. The upper two plots (midbrain) are identical with Figure 2c. **(e)** Principal component analysis of gene expression levels between *NovaI<sup>ko/ko</sup>* and *NovaI<sup>wt/wt</sup>* midbrain at E18.5. The RNA sequencing data are from GEO (GSE69711). The first principal component is 37.5%, and the second principal component is 18.6%, respectively. The ellipses indicate confidence ellipses around group mean points (large markers). **(f)** Gene expression correlations. Scatterplots of gene expressions measured in average TPMs are shown. The axes are shown in  $\log_2$  scales. The yellow dot indicates *NovaI* gene. Pearson correlation is reported on top of the plots. (left) *NovaI<sup>wt/wt</sup>* and *NovaI<sup>ko/ko</sup>* at E18.5 midbrain. The red dots indicate differentially expressed genes between genotypes (FDR  $< 0.05$ ) (see Supplemental Table 18). (right) *NovaI<sup>wt/wt</sup>* and *NovaI<sup>hu/hu</sup>* at E18.5 midbrain (the same with top left panel in **d**). The green dots indicate differentially expressed genes in the comparison between *NovaI<sup>wt/wt</sup>* and *NovaI<sup>ko/ko</sup>* (left panel, corresponding to the red dot). The midbrain sample of E18.5, *NovaI<sup>ko/ko</sup>* N=3, *NovaI<sup>wt/wt</sup>* N=3, *NovaI<sup>hu/hu</sup>* N=6, *NovaI<sup>wt/wt</sup>* N=6. The cortex, midbrain, and cerebellum samples of P21, *NovaI<sup>hu/hu</sup>* N=4, *NovaI<sup>wt/wt</sup>* N=4, respectively.

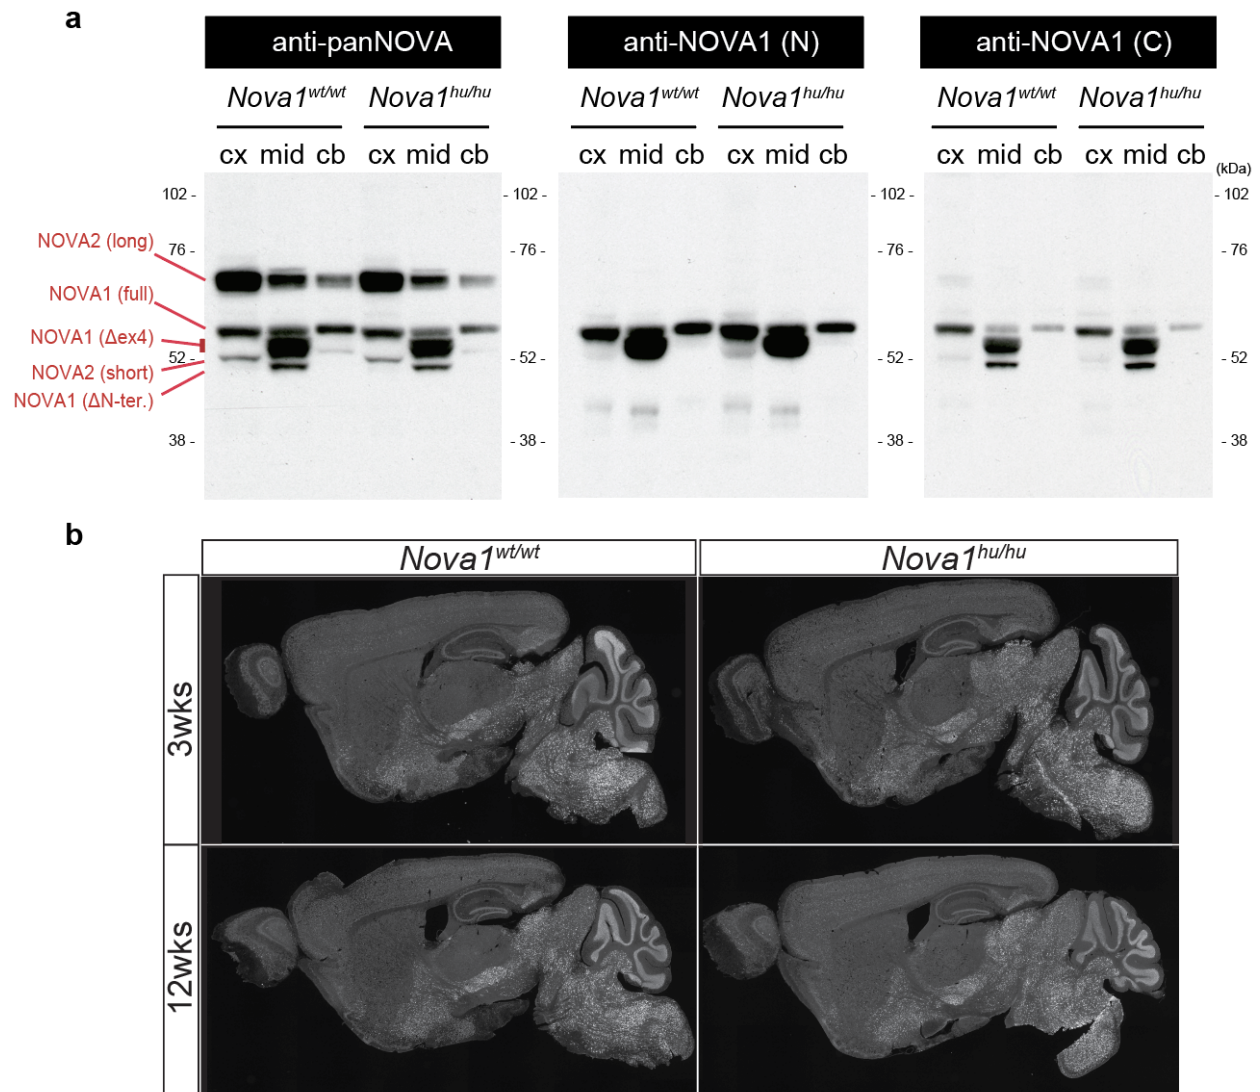

### Supplementary Fig. 6

Comparison of NOVA1 protein expression between the brains of *Nova1<sup>wt/wt</sup>* and *Nova1<sup>hu/hu</sup>* mice. **(a)** Comparison of NOVA1 protein expression in dissected 3-week-old mouse brain tissues. Expression of NOVA proteins were analyzed by immunoblotted on cortex (cx), midbrain (mid), and cerebellum (cb) by panNOVA antibody, NOVA1 antibody recognizing the N-terminus and the C-terminus, respectively. The predicted NOVA1/2 protein isoforms are listed in the notes. Source data are provided as a Source Data file. **(b)** NOVA1 protein expression in *Nova1<sup>wt/wt</sup>* and *Nova1<sup>hu/hu</sup>* mice. Immunostaining for NOVA1 protein in sagittal sections of the brain at 3 and 12 weeks of age, respectively.

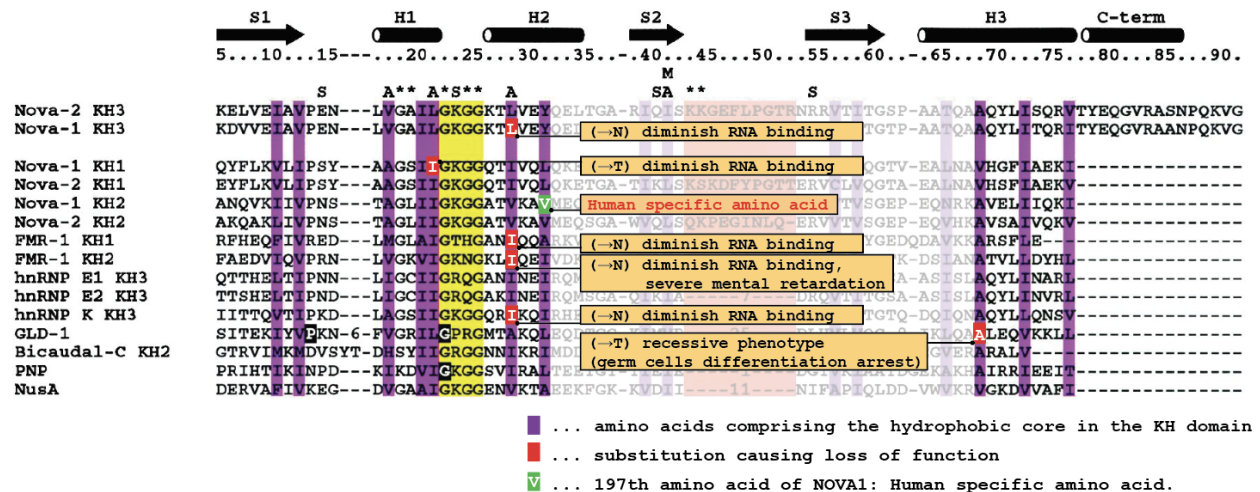

**Supplementary Fig. 7**

KH domain sequence alignment. Figure adapted from Lewis et al., 2000 with modifications<sup>4</sup>. Each RNA binding protein and comprising KH domain number are listed on the left. Secondary structural elements were based on the X-ray structure. Color coding scheme: yellow, invariant GXXG motif; purple, hydrophobic core (aliphatic  $\alpha/\beta$  platform). Functional classifications: A, aliphatic stacking interaction; S, side chain–base hydrogen bond, including water-mediated contacts; M, protein backbone–base hydrogen bond; \*, van der Waals contact. Amino acids on the red background are those for which loss of protein function was reported due to substitution in the hydrophobic core. Amino acids on the green background indicate the 197<sup>th</sup> valine of NOVA1, which is unique to modern humans.

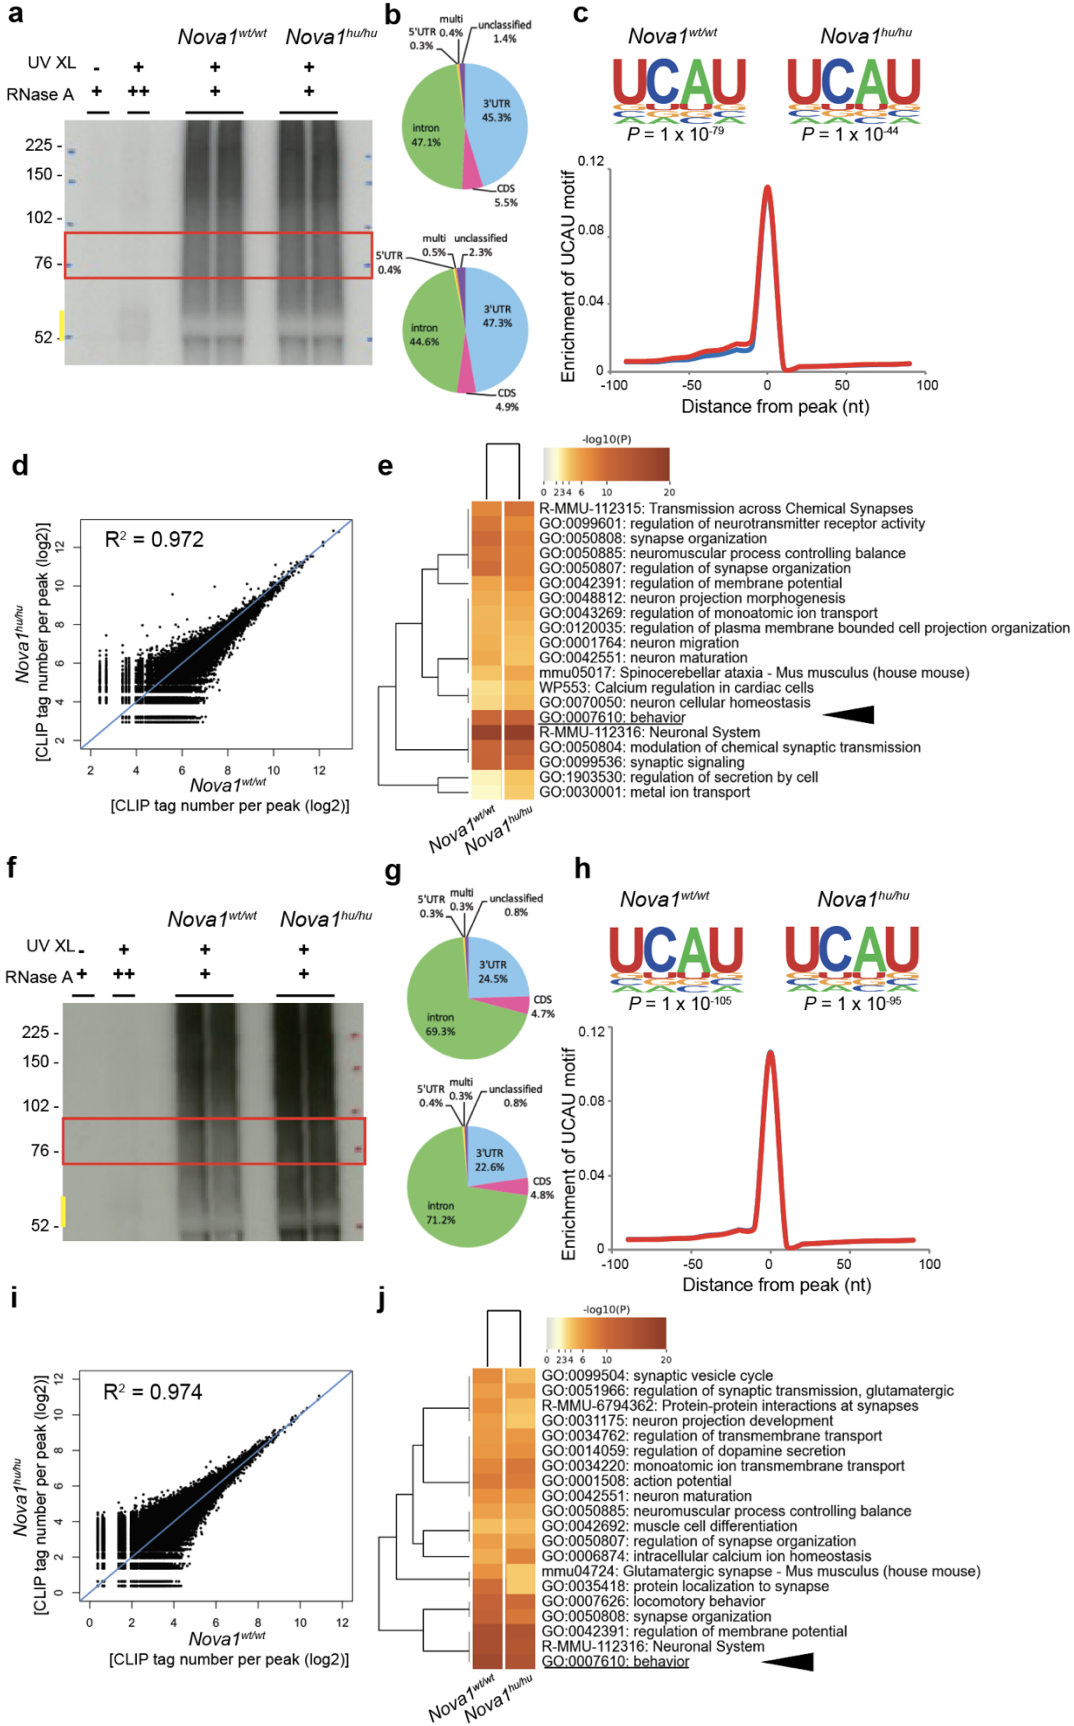

### Supplementary Fig. 8

NOVA1-CLIP analysis in 3-week-old mouse cortex and cerebellum. **(a-e)** cortex samples. **(f-j)** cerebellum samples. **(a, f)** Representative images of autoradiography in NOVA1-CLIP of 3-week-old *Nova1<sup>wt/wt</sup>* and *Nova1<sup>hu/hu</sup>* mice. The yellow line indicates NOVA1 protein size, and the red enclosing line indicates where RNA was extracted by sectioning. Source data are provided as a Source Data file. **(b, g)** Distribution of NOVA1 CLIP peaks on the genome. **(c, h)** The most enriched binding sequence from NOVA1 CLIP peak (upper part) and frequency of that sequence (UCAU) present around the binding site (lower part). **(d, i)** Scatterplot of CLIP tag number per peak between *Nova1<sup>wt/wt</sup>* and *Nova1<sup>hu/hu</sup>*. The axes are shown in log<sub>2</sub> scales. R square value is shown. **(e)** Gene annotation analysis of NOVA1 bound transcripts. Transcripts with the top 100 peak height (read count) in each genotype were analyzed. Genes expressed in the P21 cortex were used as background for analysis. The term “behavior” is indicated with a black arrowhead. **(j)** Gene annotation analysis of NOVA1 bound transcripts. Transcripts with the top 1% peak height (read count) in each genotype were analyzed. Genes expressed in the P21 cerebellum were used as background for analysis. The term “behavior” is indicated with a black arrowhead. The cortex and cerebellum samples of P21, *Nova1<sup>hu/hu</sup>* N=3, *Nova1<sup>wt/wt</sup>* N=3, respectively.

**a** NOVA1 KH2 domain; 197th position and surroundings

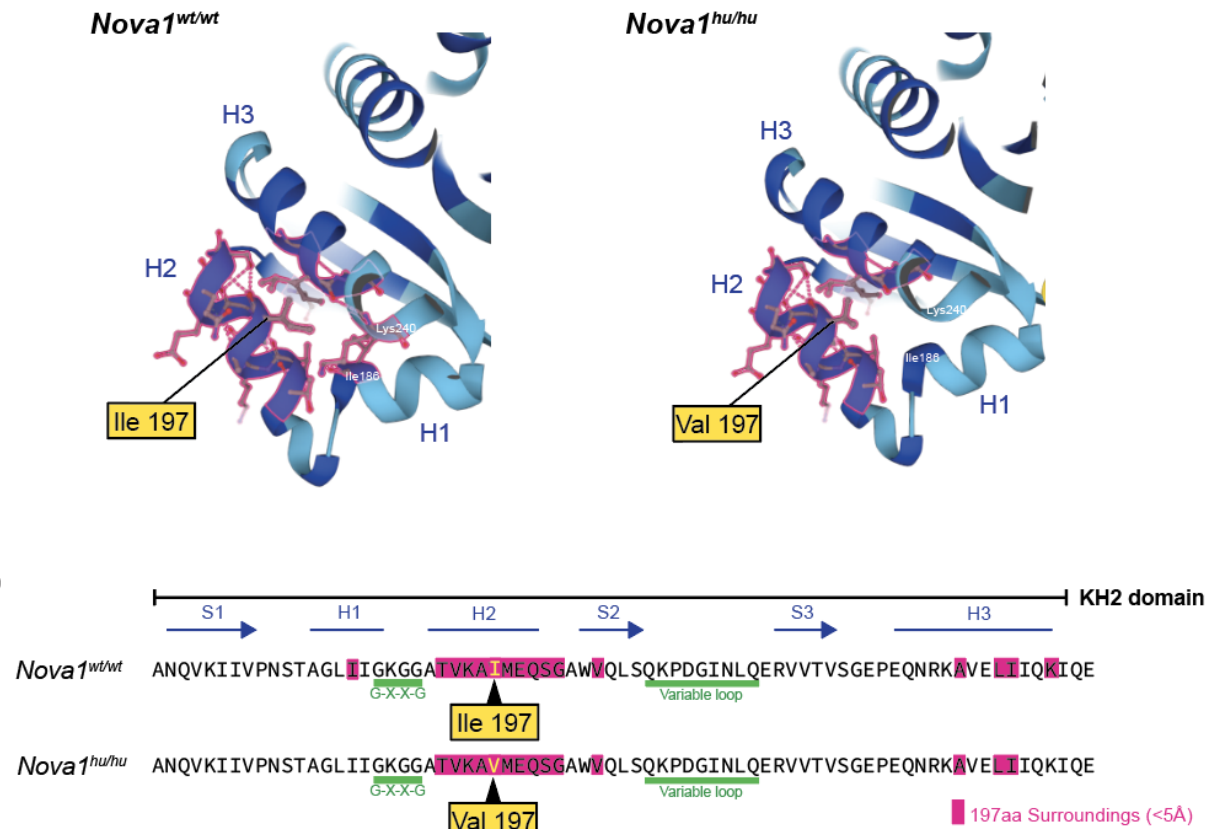

**c**

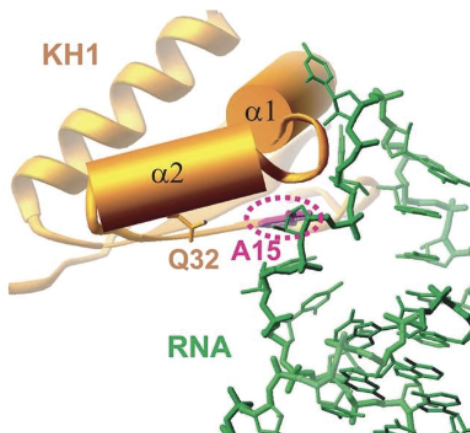

**Supplementary Fig. 9**

Predicted structural model caused by I197V substitution in the KH2 domain of NOVA1. (a) 3D structure prediction by AlphaFold2 (<https://alphafold.ebi.ac.uk/>), showing the expanded KH2 domain of NOVA1. The 197<sup>th</sup> amino acid is centered, and its proximal amino acids (<5 Å) are

colored in pink. In this model, the change from isoleucine to valine results in the loss of contact with the amino acid residues at H1 and H3 due to the loss of one carbon chain of the amino acid side chain. **(b)** Illustration of the amino acids surrounding I197V relative to the secondary structure sequence of KH2. Amino acids structurally proximal to the 197<sup>th</sup> amino acid (<5 Å) predicted by AlphaFold2 are colored in pink. Corresponding to Fig. 1e. **(c-d)** Structures of models based on crystallographic data, in which the 197<sup>th</sup> amino acid is adjacent to amino acids involved in KH-domain-RNA interactions (Q32 in **c**, equivalent to the relative position of amino acid 198 in KH1) or KH-domain-protein interactions (M32 in **d**, equivalent to amino acid 198 in KH2). The models are from Figure 9 of Teplova et al., 2011<sup>5</sup>.

Postnatal day 21, Sagittal section

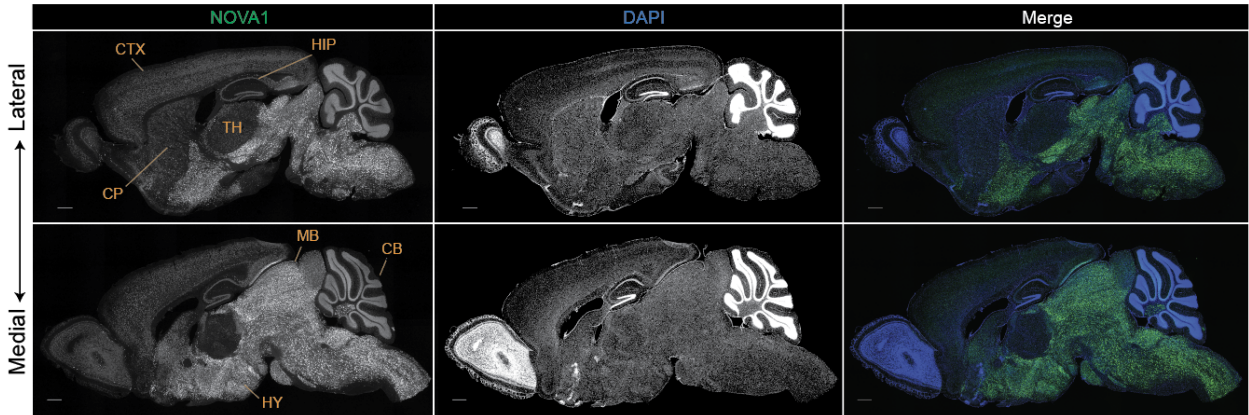

Postnatal day 21, Coronal section

scale bar: 500µm

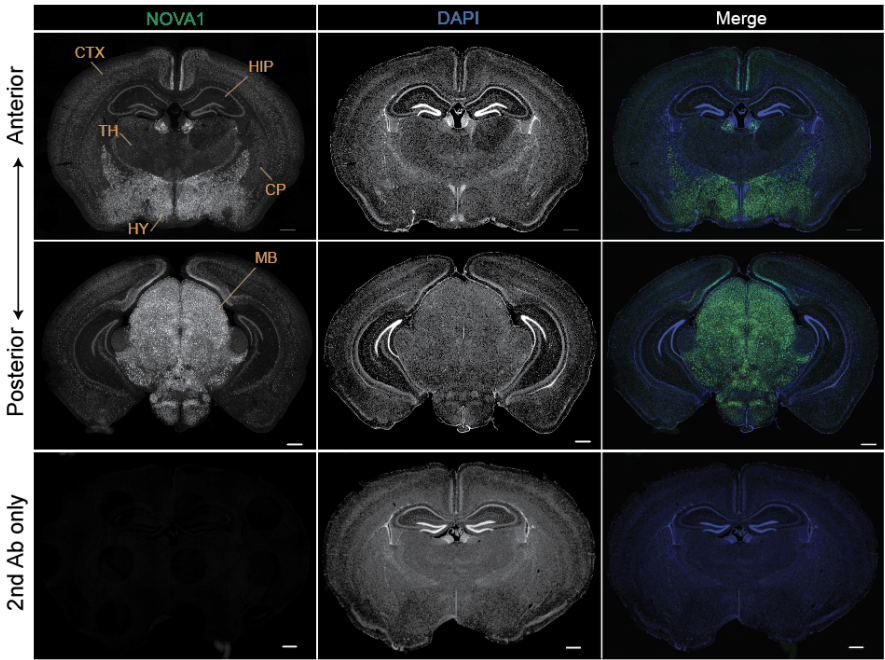

Postnatal day 0, Sagittal section

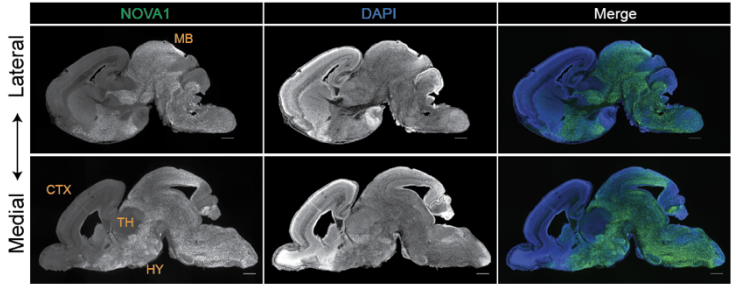

Postnatal day 0, Coronal section

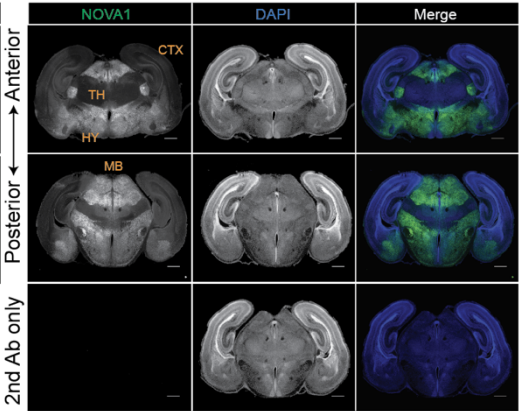

scale bar: 500µm

**Supplementary Fig. 10**

NOVA1 immunostaining in the mouse brain. Immunostaining for NOVA1 (green) and DAPI (blue) in postnatal day 21 (P21) and 0 (P0) mouse brain. The scale bars indicate 500 $\mu$ m. The corresponding brain regions are indicated in the orange characters. CTX: cortex, HIP: hippocampus, CP: Caudate putamen, TH: thalamus, HY: hypothalamus, MB: midbrain, CB: cerebellum. The images of NOVA1 staining of P21 mouse brain are corresponding to Figure 3a.

# NOVA1 expression in adult mouse brain (western blot)

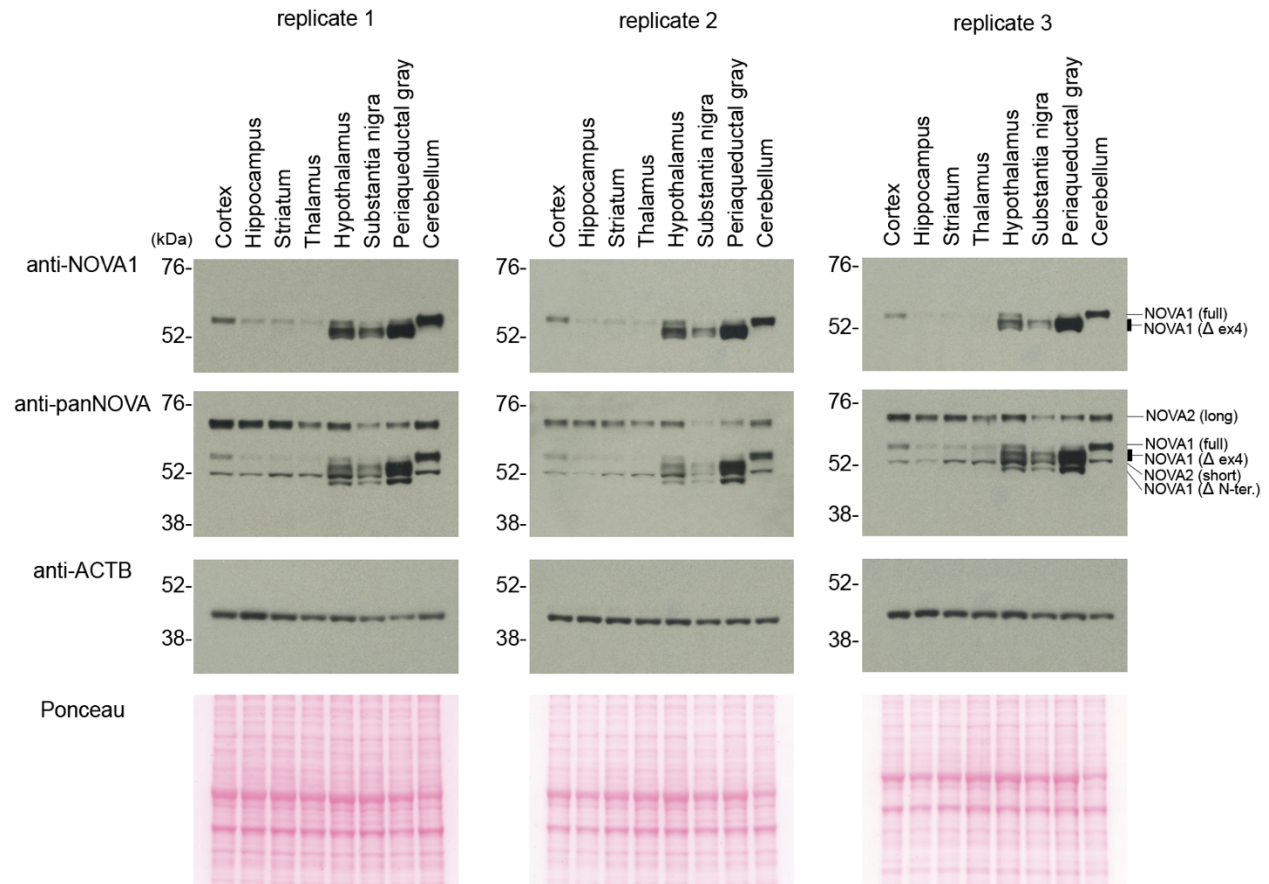

## Supplementary Fig. 11

NOVA1 protein expression in dissected mouse brain. Western blotting for NOVA1, panNOVA and ACTB proteins in dissected brain regions of adult mouse brain. Proteins and isoforms corresponding to each band are listed on the right. The highly expressed NOVA1 in the hypothalamus, substantia nigra and periaqueductal gray is Exon4 minus isoform<sup>6</sup>. Three biological replicates are shown. The NOVA1 and ACTB plots in replicate 2 are corresponding to Fig 3b. Source data are provided as a Source Data file.

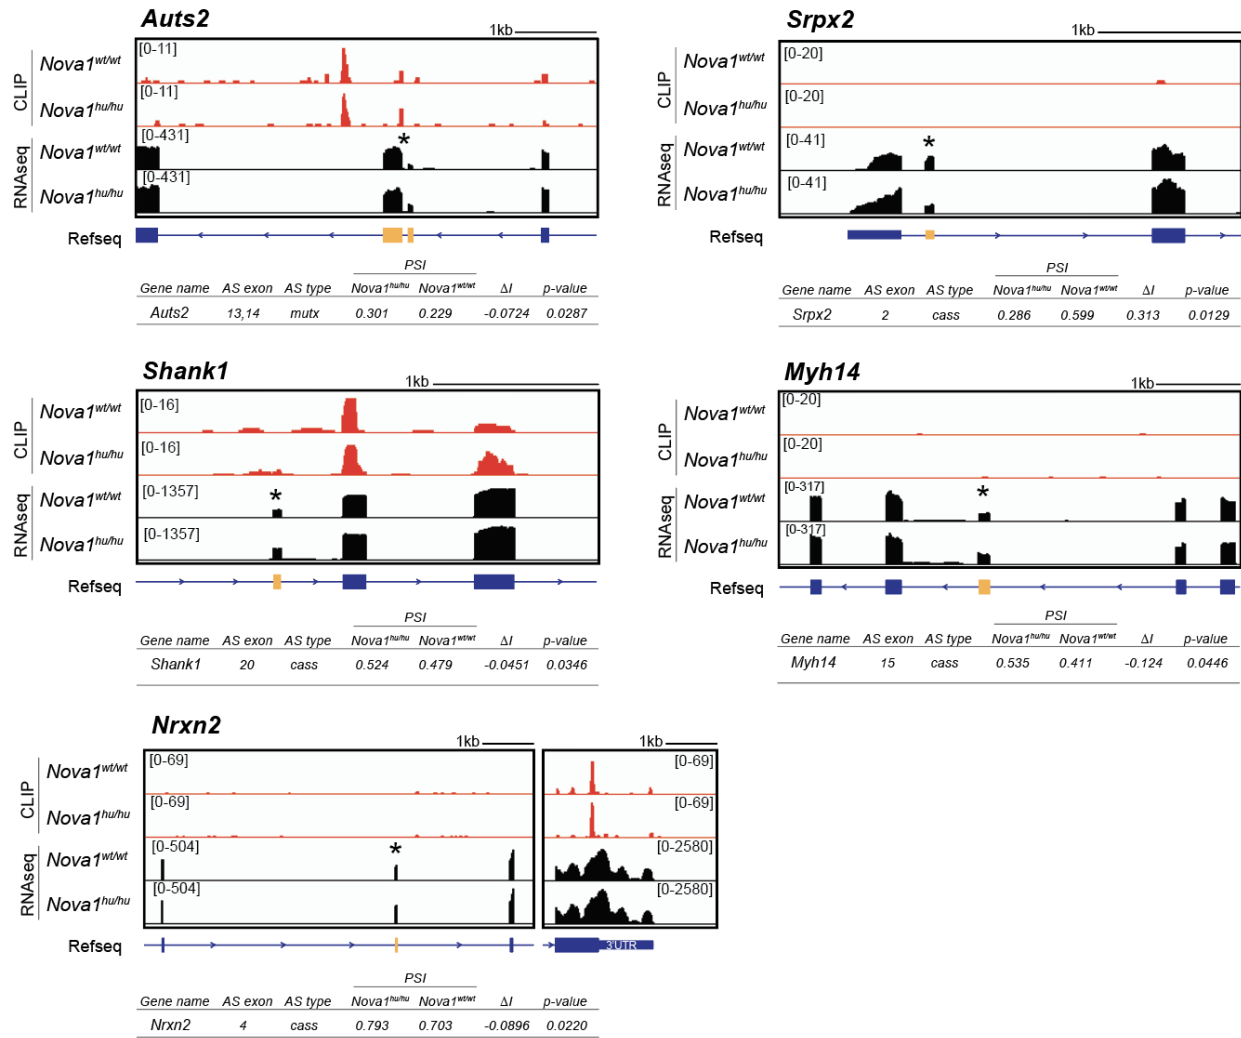

**Supplementary Fig. 12**

Vocal behavior related transcripts showing differential AS in *Nova1*<sup>hu/hu</sup> mice. AS exons are colored in yellow. Information of each AS event is described below the IGV snapshots; Gene name, AS exon number, AS type, percent spliced-in value (PSI, the percent of transcripts that include a specific AS exon), percent change ( $\Delta I$ ,  $\Delta PSI$ ; *Nova1*<sup>hu/hu</sup> vs. *Nova1*<sup>wt/wt</sup>) and p-value. AS splicing events are classified into the following types: Cassette exon (cass), alternative 5' splice site (alt5), alternative 3' splice site (alt3), tandem cassette (taca), mutually exclusive exons (mutx).

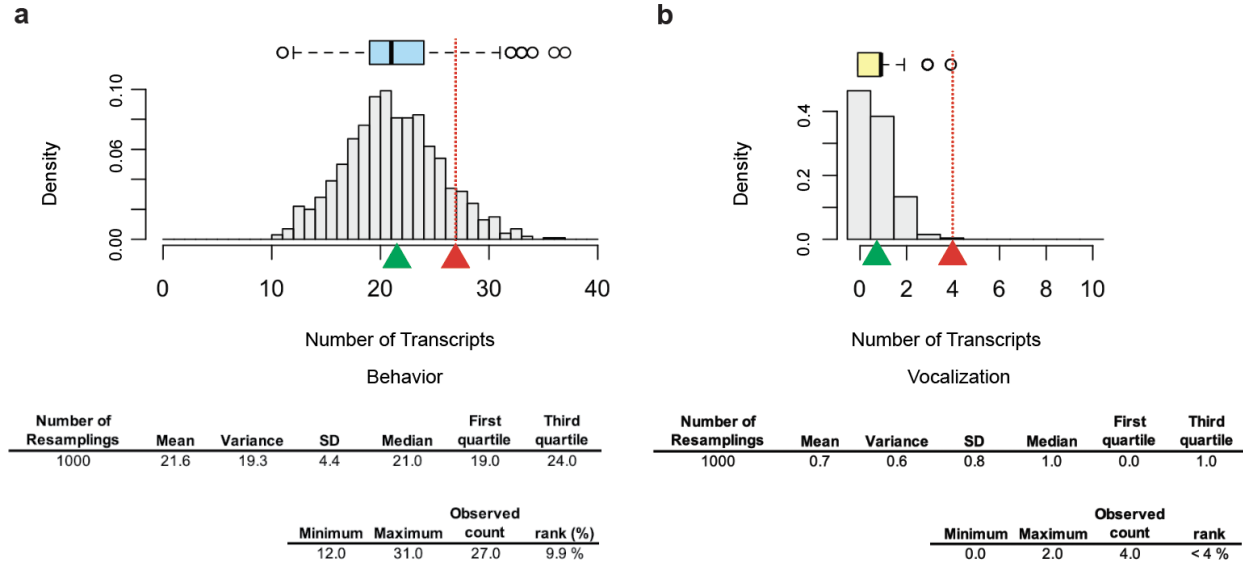

### Supplementary Fig. 13

The resampling analysis for differential AS events in *Nova1<sup>hu/hu</sup>* mice. **(a)** The 650 random resamplings were repeated 1000 times from a list of transcripts detected in the RNAseq dataset to calculate the number of transcripts those annotated in the behavior category in gene ontology database (<https://geneontology.org/>). The histogram shows the density of the number of transcripts detected for each resampling, the boxplots at the top show the distribution features (median and quartiles (box) and maximum minimum (whiskers) and outliers (dots)). The green triangle indicates mean value (21.6) of the resampling. The red triangle indicates the number of transcripts detected in this study (27). The number of trials that exceeded the number of 27 was 99, 9.9% probability, indicating the number of transcripts detected in this study is higher than the average number of transcripts detected by chance. **(b)** The 27 random resamplings were repeated 1000 times from the 843 transcripts annotated as the behavior category in the gene ontology database to calculate the number of transcripts those annotated in the vocalization category. The green triangle indicates the mean value (0.711) of the resampling. The red triangle indicates the number of transcripts detected in this study (4). Four trials detected the same number of transcripts as the observed number of transcripts 4, and zero trials exceeded 4, the probability is less than 4%, indicating the number of transcripts detected in this study is higher than the number of transcripts detected by chance with the 5% level of significance. Source data are provided as a Source Data file.

**a** Vocalization behavior (GO: 0071625)

| MGI Gene/Marker ID | Symbol  | Name                                                                      | Chr | P21.mid | P21.cx | P21.cb | e18.cx |
|--------------------|---------|---------------------------------------------------------------------------|-----|---------|--------|--------|--------|
| MGI:1919847        | Auts2   | autism susceptibility candidate 2                                         | 5   | ✓       | ✓      | ✓      | ✓      |
| MGI:1928478        | Brinp1  | bone morphogenic protein/retinoic acid inducible neural specific 1        | 4   |         |        |        | ✓      |
| MGI:1923433        | Celf6   | CUGBP, Elav-like family member 6                                          | 9   | ✓       |        |        |        |
| MGI:1914047        | Cntnap2 | contactin associated protein-like 2                                       | 6   | ✓       | ✓      | ✓      | ✓      |
| MGI:1277959        | Dlg4    | discs large MAGUK scaffold protein 4                                      | 11  | ✓       | ✓      | ✓      | ✓      |
| MGI:894663         | Ext1    | exostosin glycosyltransferase 1                                           | 15  | ✓       |        | ✓      |        |
| MGI:1914004        | Foxp1   | forkhead box P1                                                           | 6   | ✓       | ✓      | ✓      | ✓      |
| MGI:2148705        | Foxp2   | forkhead box P2                                                           | 6   | ✓       | ✓      |        |        |
| MGI:95729          | Gli3    | GLI-Kruppel family member GLI3                                            | 13  |         |        |        |        |
| MGI:3651981        | Mup20   | major urinary protein 20                                                  | 4   |         |        |        |        |
| MGI:1919210        | Myh14   | myosin, heavy polypeptide 14                                              | 7   |         |        |        |        |
| MGI:107754         | Neurog1 | neurogenin 1                                                              | 13  |         |        | ✓      |        |
| MGI:2444609        | Nlgn3   | neuroligin 3                                                              | X   | ✓       |        |        | ✓      |
| MGI:3775191        | Nlgn4l  | neuroligin 4-like                                                         | XY  |         |        |        |        |
| MGI:1096391        | Nrxn1   | neurexin I                                                                | 17  | ✓       | ✓      | ✓      | ✓      |
| MGI:1096362        | Nrxn2   | neurexin II                                                               | 19  | ✓       | ✓      | ✓      | ✓      |
| MGI:1096389        | Nrxn3   | neurexin III                                                              | 12  | ✓       | ✓      | ✓      | ✓      |
| MGI:3613677        | Shank1  | SH3 and multiple ankyrin repeat domains 1                                 | 7   | ✓       | ✓      | ✓      | ✓      |
| MGI:2671987        | Shank2  | SH3 and multiple ankyrin repeat domains 2                                 | 7   | ✓       | ✓      | ✓      | ✓      |
| MGI:1930016        | Shank3  | SH3 and multiple ankyrin repeat domains 3                                 | 15  | ✓       | ✓      | ✓      | ✓      |
| MGI:1916042        | Srpx2   | sushi-repeat-containing protein, X-linked 2                               | X   |         |        |        |        |
| MGI:2385852        | Tifab   | TRAF-interacting protein with forkhead-associated domain, family member B | 13  |         |        |        |        |

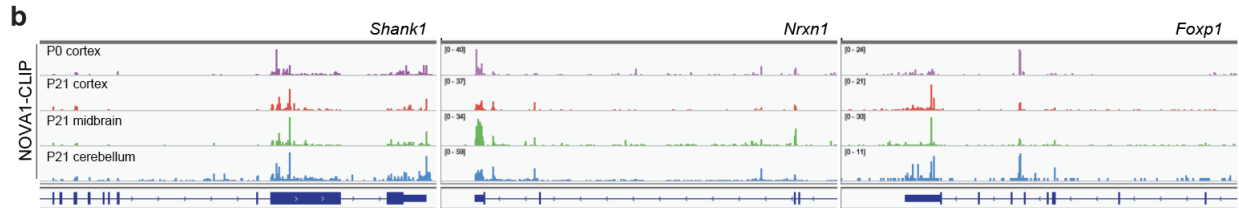

**Supplementary Fig.14**

NOVA1-CLIP binding peaks in vocalization related transcripts. **(a)** A list of genes classified to be involved in vocal behavior in gene ontology analysis. Genes for which NOVA1 binding was detected on the transcript in CLIP analysis were marked (check mark). The threshold for NOVA1 binding was a peak detected in all three biological replicates with peak height greater than 10. For P21 samples (cortex, midbrain, cerebellum), the gene was marked if it meets the above criteria in either *Nova1<sup>hu/hu</sup>* or *Nova1<sup>wt/wt</sup>*. **(b)** Examples of vocalization-related genes with NOVA1 CLIP peaks on their transcripts.

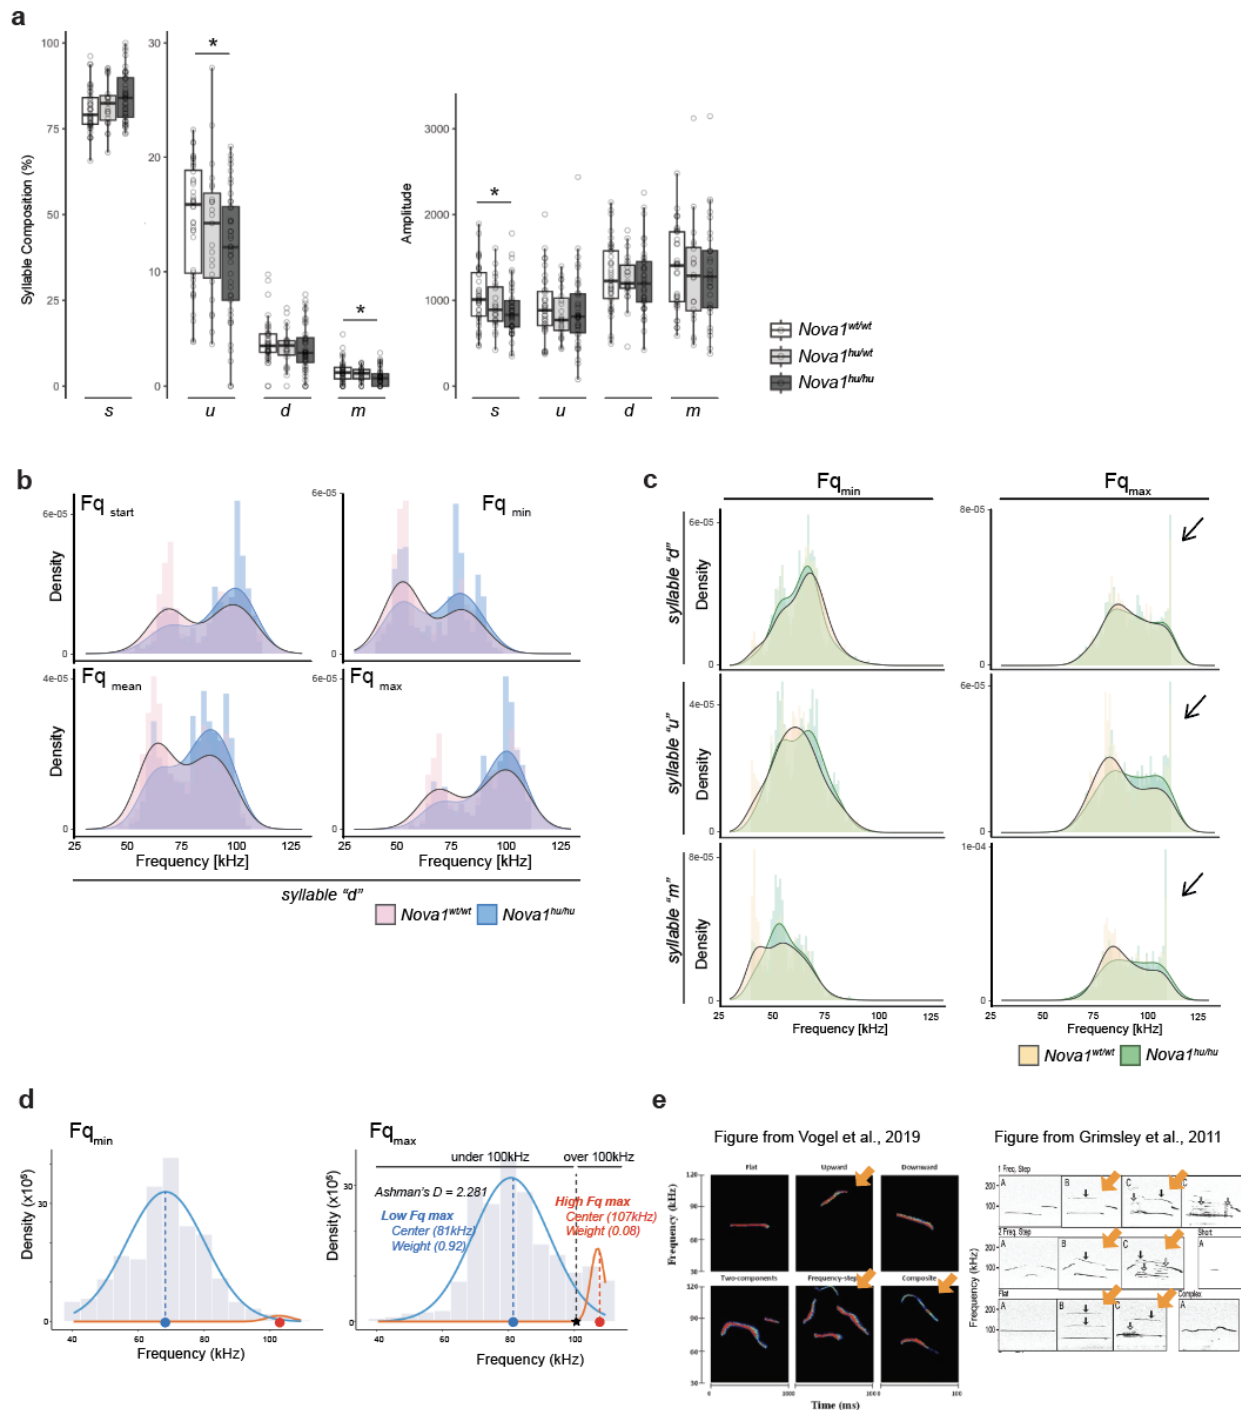

### Supplementary Fig. 15

USV characteristics in pups and adults. **(a)** Syllable composition (left) and amplitude (right) for each syllable in pup USVs. Data is represented as boxplots. Each open circle indicates data from a single pup. *p*-values were calculated by Wilcoxon rank sum test and corrected with Bonferroni method. \* *p* value < 0.05. *Nova1<sup>hu/hu</sup>* N=41, *Nova1<sup>hu/wt</sup>* N=23, *Nova1<sup>wt/wt</sup>* N=40 pups. **(b)** Example of bimodal distributions in peak frequency (Fq) in pup USVs. Density plots of start, minimum,

mean, and maximum Fq for syllable “d” observed in each genotype. **(c)** Density plots of minimal and maximum Fq for jump syllables (“d”, “u”, “m”) observed in each genotype. Arrows indicate high Fq<sub>max</sub> syllables above 100kHz. **(d)** Density plots of Fq<sub>min</sub> and Fq<sub>max</sub> in adult USVs. Two Gaussians (blue and orange lines) fitted are overlaid. The Fq<sub>max</sub> plot is corresponding to Figure 4h. The Gaussian centers (green and red circles) and weights are labeled. The black star indicates 100kHz cutoff of high and low Fq<sub>max</sub> USVs. **(e)** Examples of mouse USVs spanning the high-frequency regions from previous studies. Figures from Vogel et.al., 2019<sup>7</sup>. and Grimsley et al., 2011<sup>8</sup>. USVs with signals above 100 kHz are indicated by orange arrows.

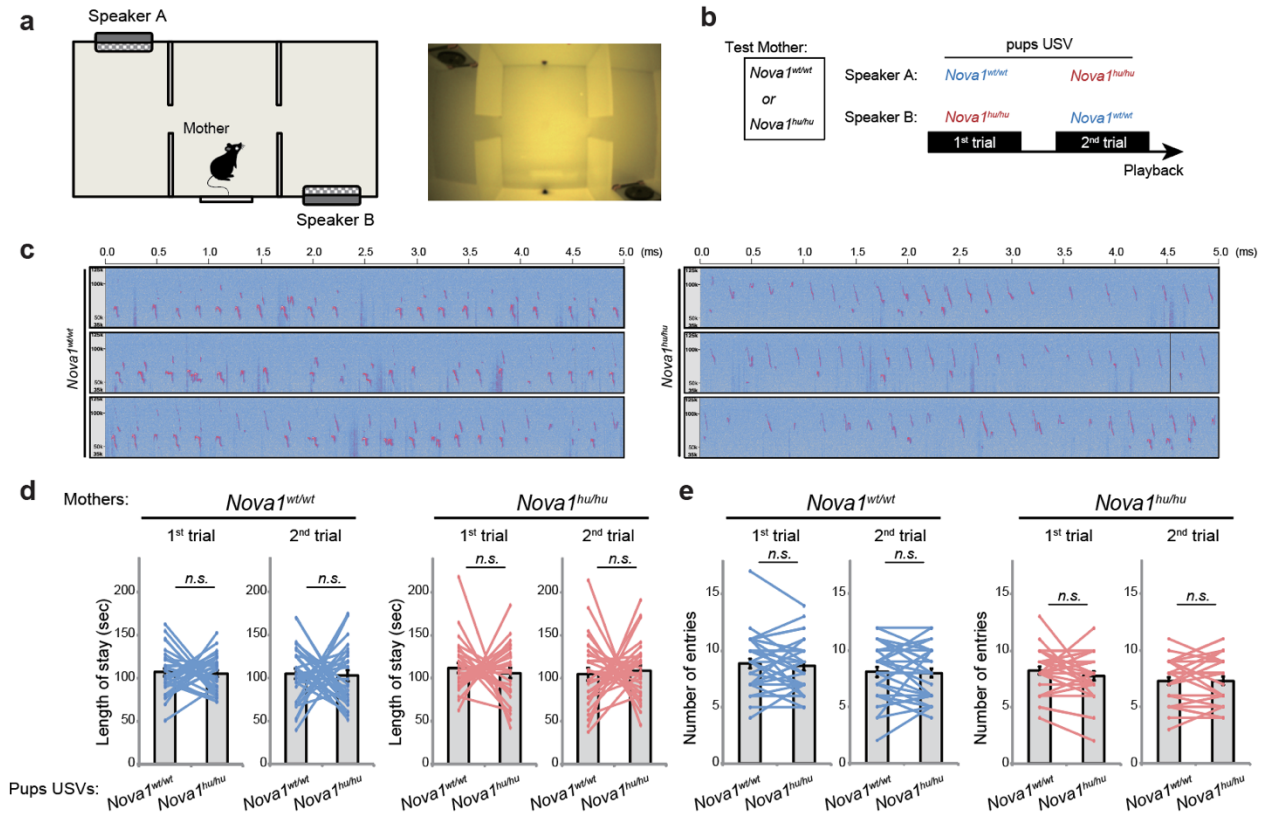

### Supplementary Fig. 16

Playback behavioral experiments for pup USVs. **(a)** Apparatus used for neonatal mouse vocal selection tests with nursing mother mice. The box consists of three rooms connected by a passageway through which the mouse can pass, and a speaker is attached to each room at each end. **(b)** Overview of the neonatal mouse vocal selection test with mother mice. Nursing mother mouse of  $Nova1^{wt/wt}$  or  $Nova1^{hu/hu}$  was placed in the center of the room and their behavior was recorded while vocal recordings of neonatal mice were played. Vocal recordings of  $Nova1^{wt/wt}$  or  $Nova1^{hu/hu}$  neonatal mice were randomly played from speakers at both ends, respectively. To exclude direction preference, the recordings played from each speaker were switched after a one-minute break. **(c)** Vocal recordings of neonatal mice used in the experiments. The recordings were arranged from the data of the pup-USV test to reflect the overall parameters of each genotype ( $Nova1^{wt/wt}$  or  $Nova1^{hu/hu}$ ). **(d)** Comparison of the time the mother mouse stayed in the room where the recording of each neonatal mouse was played. Bars indicate mean  $\pm$  standard error; dots indicate values for each individual. The time spent in each room by the same individual is connected by a line. **(e)** Comparison of the number of times the mother mouse entered the room where each neonatal mouse recording was played. Bars indicate mean  $\pm$  standard error; dots indicate values for each individual. The time spent in each room by the same individual is connected by a line.  $Nova1^{wt/wt}$  mother: N=32,  $Nova1^{hu/hu}$  mother: N=29. Source data are provided as a Source Data file.

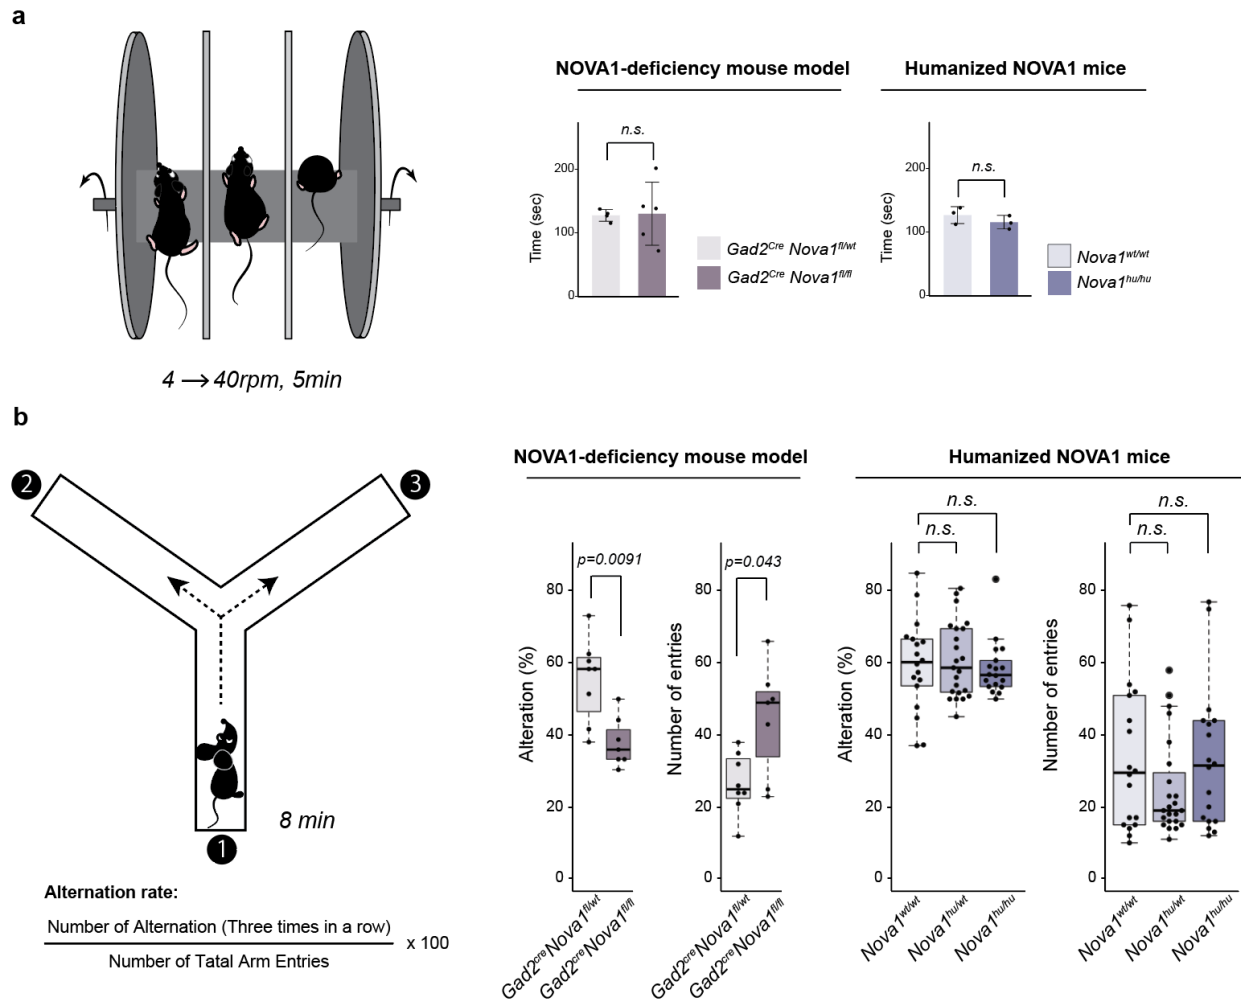

### Supplementary Fig. 17

(a) Rotarod performance test. (left) illustration of the test. To measure the locomotor performance (motor coordination), mice were placed on an elevated revolving rod that accelerates at a constant rate (4 to 40rpm in 300sec). The time it took the animals to fall were recorded. Tests were performed three times and the average value were calculated. (middle) Results in NOVA1 deficiency mouse model (cKO mice: Tajima et al., 2023<sup>9</sup>). (right) Results in humanized NOVA1 mice. The bar graph represent mean  $\pm$  standard deviation. The dot indicates average time for one mouse. *Gad2<sup>Cre</sup>Nova1<sup>fl/wt</sup>* N=4, *Gad2<sup>Cre</sup>Nova1<sup>fl/fl</sup>* N=5, *Nova1<sup>wt/wt</sup>* N=3, *Nova1<sup>hu/hu</sup>* N=3. Source data are provided as a Source Data file.

(b) Y-maze test. (left) illustration of the test and calculation for the alternation rate. Mice were allowed to freely explore a Y-shaped maze for 8 minutes. The number of entries into the arms and the number of triads were recorded to calculate the percentage of alternation. Alternations are consecutive entries into each arm of the Y-maze without any repeats (e.g., arm 1  $\rightarrow$  2  $\rightarrow$  3). (middle) results in NOVA1 deficiency mouse model (cKO mice) The data is from Tajima et al., 2023<sup>9</sup>. (right) results in humanized NOVA1 mice. The alteration rates and total number of entries into arms during the tests are represented as boxplots with the minimum score, first quartile, median, third quartile, and maximum score. Each dot indicates data from a single mouse. *Gad2<sup>Cre</sup>Nova1<sup>fl/wt</sup>*

N=7, *Gad2<sup>Cre</sup>NovaI<sup>fl/fl</sup>* N=8, *NovaI<sup>wt/wt</sup>* N=18, *NovaI<sup>hu/wt</sup>* N=23, *NovaI<sup>hu/hu</sup>* N=18. Source data are provided as a Source Data file.

## Supplementary References

1. Schaeffer, S. W. Molecular population genetics of sequence length diversity in the Adh region of *Drosophila pseudoobscura*. *Genet. Res.* **80**, 163–175 (2002).
2. Meyer, M. *et al.* A High-Coverage Genome Sequence from an Archaic Denisovan Individual. *Science* **338**, 222–226 (2012).
3. Trujillo, C. A. *et al.* Reintroduction of the archaic variant of NOVA1 in cortical organoids alters neurodevelopment. *Science* **371**, (2021).
4. Lewis, H. A. *et al.* Sequence-specific RNA binding by a Nova KH domain: implications for paraneoplastic disease and the fragile X syndrome. *Cell* **100**, 323–332 (2000).
5. Teplova, M. *et al.* Protein-RNA and protein-protein recognition by dual KH1/2 domains of the neuronal splicing factor Nova-1. *Structure* **19**, 930–944 (2011).
6. Dredge, B. K., Stefani, G., Engelhard, C. C. & Darnell, R. B. Nova autoregulation reveals dual functions in neuronal splicing. *EMBO J.* **24**, 1608–1620 (2005).
7. Vogel, A. P., Tsanas, A. & Scattoni, M. L. Quantifying ultrasonic mouse vocalizations using acoustic analysis in a supervised statistical machine learning framework. *Sci. Rep.* **9**, 1–10 (2019).
8. Grimsley, J. M. S., Monaghan, J. J. M. & Wenstrup, J. J. Development of social vocalizations in mice. *PLoS One* **6**, e17460 (2011).
9. Tajima, Y. *et al.* NOVA1 acts on Impact to regulate hypothalamic function and translation in inhibitory neurons. *Cell Rep.* **42**, 112050 (2023).
10. Enard, W. *et al.* A Humanized Version of Foxp2 Affects Cortico-Basal Ganglia Circuits in Mice. *Cell* **137**, 961–971 (2009).
11. Hammerschmidt, K. *et al.* A humanized version of Foxp2 does not affect ultrasonic vocalization in adult mice. *Genes Brain Behav.* **14**, 583–590 (2015).
12. von Merten, S., Pfeifle, C., Künzel, S., Hoier, S. & Tautz, D. A humanized version of Foxp2 affects ultrasonic vocalization in adult female and male mice. *Genes Brain Behav.* **20**, e12764 (2021).

13. Saito, Y. *et al.* NOVA2-mediated RNA regulation is required for axonal pathfinding during development. *Elife* **5**, (2016).

# Supplementary material for: A humanized NOVA1 splicing factor alters mouse vocal communications
**Source:** Nat Commun. 2025 Feb 18;16:1542. doi: 10.1038/s41467-025-56579-2
**Supplement:** Supplementary file 2 — Description of Aditional Supplementary File

## Legends for Supplementary Data

### Supplementary Data 1.

#### Tajima's D and normalized Tajima's D.

Tajima's D values and their normalized values were calculated based on the ExAC data sets. The genes on datasets 3 and 4 are based on the reports of Meyer et al<sup>2</sup>, and the genes on dataset 5 are based on Trujillo et al<sup>3</sup>. See Methods for details on calculation of the Tajima's D values.

### Supplementary Data 2.

#### Selection analysis for human-specific SNPs using CLUES2.

The columns display the log-likelihood ratio (logLR), the negative log10-transformed p-value ( $-\log_{10}(\text{p-value})$ ), and the selection coefficient (SelectionMLE1) for each SNP across a single epoch (0 to 200,000), calculated by CLUES2. The table is sorted by *p*-value, with SNPs highlighted in yellow, including NOVA1, showing stronger selection signals. Gene list and SNP information are from Trujillo et al., 2021<sup>3</sup>.

### Supplementary Data 3

#### Differential CLIP peaks between *Nova1*<sup>wt/wt</sup> and *Nova1*<sup>hu/hu</sup>.

Peaks are extracted that fulfill the criteria of being detected in all three biological replicates and having tags per peak at least 10 (peak height>10) for either *Nova1*<sup>hu/hu</sup> or *Nova1*<sup>wt/wt</sup> mice for NOVA1-CLIP analysis in P21 midbrain. Peaks on lowly expressed transcripts in P21 midbrain are excluded using RNA sequencing data. NOVA1 binding peaks with *p*-value less than 0.01 and absolute value of log<sub>2</sub>FC more than 1 were shown. The table contains the number of read counts for each genotype along with the genomic location of each peak: gene name, chromosome, start, end, strand, and annotation on the transcript and peak ID. The statistical analysis was performed using edgeR. *Nova1*<sup>wt/wt</sup> N=3, *Nova1*<sup>hu/hu</sup> N=3.

### Supplementary Data 4.

#### Differential alternative splicing (AS) events in *Nova1*<sup>hu/hu</sup> mice

List of events for which differences were detected in AS analysis in the midbrain of *Nova1*<sup>hu/hu</sup> and *Nova1*<sup>wt/wt</sup> mice (*p*-value<0.05,  $|dI|>0.05$ ). For each event, the gene name, chromosome number,

genomic start and end position of the event, strand, splicing type, PSI values and its differences ( $\Delta$ PSI, dl), *p*-value and ID information are listed. PSI: percent spliced-in value, the percent of transcripts that include a specific AS exon.  $\Delta$ PSI: percent change in *Nova1*<sup>hu/hu</sup> vs. *Nova1*<sup>wt/wt</sup>. AS splicing events are classified into the following types: Cassette exon (cass), alternative 5' splice site (alt5), alternative 3' splice site (alt3), tandem cassette (taca), mutually exclusive exons (mutx), intron retention (iret). The statistical analysis was performed using Quantas pipeline. *Nova1*<sup>wt/wt</sup> N=4, *Nova1*<sup>hu/hu</sup> N=4.

#### **Supplementary Data 5.**

##### **Classification in transcripts belonging to behavioral gene ontology categories.**

Detailed classification of 27 transcripts with differential AS events in the midbrain of P21 *Nova1*<sup>hu/hu</sup> mice. The 27 transcripts that were classified into behavioral categories in the gene ontology were divided according to the minor classification to which each transcript belongs. The major gene ontology term, ID, minor classification, and category are shown.

#### **Supplementary Data 6.**

##### **Syllables detected in isolation induced USV test in pups.**

The acoustic waveform data for each pup was processed by the Mouse Song Analyzer (from Erich Jarvis lab) to obtain values for each syllable: syllable type, duration (time per syllable [sec]), ISI (intersyllable interval), fqVariance (degree of variance), purity, amplitude (magnitude of loudness), bandwidth (width of peak frequency) and peak frequency (Fq) variabilities; fqmin (minimum), fqmean (mean), fqmax (maximum), fqstart (start), fqend (end). notIDd: not identified.

#### **Supplementary Data 7.**

##### **USV features in each pup.**

In isolation induced USV test for pup, the following USV features are calculated for each pup: number of USVs, call rate, percent.starting (percent of starting syllable type of sequence (continuous syllables)), percent.composition (percent of syllable), sequence length. For each syllable type ("s", "u", "d", "m"), following parameter are calculated: Bw (bandwidth), Amp (amplitude), fqVar (Fq variance), Purity, Dur (duration), and Fq variabilities; fqMin (minimum), fqMean (mean), fqMax (maximum), fqStart (start), fqEnd (end).

## Supplementary Data 8.

### USV features in each genotype of pup.

USV features in *Nova1<sup>hu/hu</sup>*, *Nova1<sup>hu/wt</sup>* and *Nova1<sup>wt/wt</sup>* pups. Bw (bandwidth), Amp (amplitude), fqVar (Fq variance), Dur (duration). The values represent the mean value for each genotype. The standard error (se) values for each parameter are inserted in the adjacent mean columns. The parameters statistically different from control (*Nova1<sup>wt/wt</sup>*) are indicated with asterisk (\* $p < 0.05$ ).  $p$ -values were calculated by Wilcoxon rank sum test (two-sided, Bonferroni correction). *Nova1<sup>wt/wt</sup>* pup N=40, *Nova1<sup>hu/wt</sup>* pup N=23, *Nova1<sup>hu/hu</sup>* pup N=41.

## Supplementary Data 9.

### Bimodal distribution parameters at Fq<sub>max</sub> (maximum frequency) in pup USVs

For each syllable type, the bimodality in Fq<sub>max</sub> was assessed by Ashman's D test (Fig. 4c). Two Gaussians were fitted to calculate each distribution parameters: component (weight), Fq mean [Hz], Sd (standard deviation) and cutoff value (intersection point) [kHz]. The distributions are classified as Low Fq<sub>max</sub> and High Fq<sub>max</sub> by the cutoff.

## Supplementary Data 10.

### Proportion of high/low Fq<sub>max</sub> in pup-USVs in each genotype.

The ratio of low Fq<sub>max</sub> and high Fq<sub>max</sub> in each syllable type are shown for each genotype. The values represent the mean value for each genotype. The standard deviation (sd) and the standard error (se) values for each parameter are inserted in the adjacent mean columns. The parameters statistically different from control (*Nova1<sup>wt/wt</sup>*) are indicated with asterisk (\* $p < 0.05$ , \*\* $p < 0.01$ ).  $p$ -values were calculated by Wilcoxon rank sum test (two-sided, Bonferroni correction). *Nova1<sup>wt/wt</sup>* pup N=40, *Nova1<sup>hu/wt</sup>* pup N=23, *Nova1<sup>hu/hu</sup>* pup N=41.

## Supplementary Data 11.

### Syllables detected in courtship induced USV test in adults.

The acoustic waveform data for each adult mouse was processed by the Mouse Song Analyzer (from Erich Jarvis lab) to obtain values for each syllable: syllable type, duration (time per syllable

[sec]), ISI (intersyllable interval), fqVariance (degree of variance), purity, amplitude (magnitude of loudness), bandwidth (width of peak frequency) and peak frequency (Fq) variabilities; fqmin (minimum), fqmean (mean), fqmax (maximum), fqstart (start), fqend (end). Day: recording day 1-3. The test was conducted three times per mouse, one week apart. LF: live female for stimulation. notIDd: not identified.

## **Supplementary Data 12.**

### **USV features in each adult mouse.**

In courtship induced USV test for adult mouse, the following USV features are calculated: number of USVs, call rate, percent.starting (percent of starting syllable type of sequence (continuous syllables)), percent.composition (percent of syllable), sequence length. For each syllable type ("s", "u", "d", "m"), following parameter are calculated: Bw (bandwidth), Amp (amplitude), fqVar (Fq variance), Purity, Dur (duration), and Fq variabilities; fqMin (minimum), fqMean (mean), fqMax (maximum), fqStart (start), fqEnd (end). The values were shown by each recording day per mouse (d1-d3).

## **Supplementary Data 13.**

### **USV features in each genotype of adult mouse.**

USV features in *Nova1<sup>hu/hu</sup>*, *Nova1<sup>hu/wt</sup>* and *Nova1<sup>wt/wt</sup>* pups. Bw (bandwidth), Amp (amplitude), fqVar (Fq variance), Dur (duration, sec). The values represent the mean value for each genotype. The standard error (se) values for each parameter are inserted in the adjacent mean columns. The parameters statistically different from control (*Nova1<sup>wt/wt</sup>*) are indicated with asterisk (\* $p < 0.05$ , \*\*  $p < 0.01$ ).  $p$ -values were calculated by Wilcoxon rank sum test (two-sided, Bonferroni correction). *Nova1<sup>wt/wt</sup>* N=13, *Nova1<sup>hu/wt</sup>* N=14, *Nova1<sup>hu/hu</sup>* N=13.

#### **Supplementary Data 14.**

##### **USV characteristics in long/ short duration “s” in adult-USVs in each genotype.**

The “s” syllables were classified by the cutoff (44ms) into short or long duration (Fig. 4f). The values represent the mean value for each genotype. The standard error (se) values for each parameter are inserted in the adjacent mean columns. The parameters statistically different from control (*Nova1<sup>wt/wt</sup>*) are indicated with asterisk (\* $p < 0.05$ , \*\* $p < 0.01$ ).  $p$ -values were calculated by Wilcoxon rank sum test (two-sided, Bonferroni correction). *Nova1<sup>wt/wt</sup>* N=13, *Nova1<sup>hu/wt</sup>* N=14, *Nova1<sup>hu/hu</sup>* N=13.

#### **Supplementary Data 15.**

##### **Proportion of syllable composition in high/low Fq<sub>max</sub> in adult-USVs in each genotype.**

The syllables were classified by the cutoff (100 kHz) into low or high Fq<sub>max</sub> (Fig. 4h). The ratio of low Fq<sub>max</sub> and high Fq<sub>max</sub> in each syllable type are shown for each genotype. notIDd: not identified. The values represent the mean value for each genotype. The standard error (se) for each parameter is inserted in the adjacent mean columns. The parameters statistically different from control (*Nova1<sup>wt/wt</sup>*) are indicated with asterisk (\* $p < 0.05$ ).  $p$ -values were calculated by Wilcoxon rank sum test (two-sided, Bonferroni correction). *Nova1<sup>wt/wt</sup>* N=13, *Nova1<sup>hu/wt</sup>* N=14, *Nova1<sup>hu/hu</sup>* N=13.

#### **Supplementary Data 16.**

##### **USV characteristics in low/ high Fq<sub>max</sub> in adult-USVs in each genotype.**

The syllables were classified by the cutoff (100kHz) into low or high Fq<sub>max</sub> (Fig. 4h). The values represent the mean value for each genotype. The standard error (se) values for each parameter are inserted in the adjacent mean columns. The parameters statistically different from control (*Nova1<sup>wt/wt</sup>*) are indicated with asterisk (\* $p < 0.05$ , \*\* $p < 0.01$ ).  $p$ -values were calculated by Wilcoxon rank sum test (two-sided, Bonferroni correction). *Nova1<sup>wt/wt</sup>* N=13, *Nova1<sup>hu/wt</sup>* N=14, *Nova1<sup>hu/hu</sup>* N=13.

## **Supplementary Data 17.**

### **Comparison of vocalization tests between humanized mouse models.**

Comparison on USV tests between this study and three studies using humanized Foxp2 mice (Enard et al., 2009, Hammerschmidt et al., 2015, von Merten et al., 2021)<sup>10–12</sup>. The table contains experimental conditions (methods and analysis) and findings in each study. To avoid changing the nuance of the words in each report, the terms in each paper were quoted verbatim in the table (e.g., calls, elements, vocalizations).

## **Supplementary Data 18.**

### **Expression changes in *Nova1*<sup>ko/ko</sup> midbrain at E18.5.**

Transcripts whose expression was affected in E18.5 midbrain in *Nova1* knockout mice were shown (*Nova1*<sup>wt/wt</sup> vs. *Nova1*<sup>ko/ko</sup>). RNA sequencing data are from Saito et al., 2016<sup>13</sup>. Corresponding values on the same transcripts in humanized NOVA1 mice at E18.5 midbrain are shown on the right column (*Nova1*<sup>wt/wt</sup> vs. *Nova1*<sup>hu/hu</sup>). Transcripts Per Kilobase Million (tpm) values represent the average value for each genotype. The statistical analysis was performed using edgeR. 

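The right-hand columns of this table, for humanized mice, can be recomputed from the deposited counts of the 6 *Nova1* hu/hu and 6 *Nova1* wt/wt libraries of E18.5 midbrain. All 222 genes of the table were found in the deposited counts and were tested, and 124 of them rose and 98 fell in the knockout by the paper's values. The recomputed log2 fold change differed from the paper's by 0.073 at most (*Lhx8*) and by a median of 0.00039, and average TPM values differed by at most 0.291%. The recomputed p was more than 1.5 times from the paper's for *Oxt*, *Avp*, *Moxd1*, *Sec23ip* and *Tmtc3*. The 5 genes after *Nova1* with the smallest knockout p were *Ttr*, *Clic6*, *Car12*, *Tmem72* and *Slc4a5*. The paper's knockout log2 fold change was 4.93 for *Ttr*, 3.21 for *Clic6*, 2.73 for *Car12*, 4.94 for *Tmem72* and 2.98 for *Slc4a5*, and −9.14 for *Nova1*. In *Nova1* hu/hu mice the recomputed log2 fold change was −0.33 for *Ttr* (standard error 0.586), −0.42 for *Clic6* (standard error 0.374), −0.36 for *Car12* (standard error 0.405), −0.62 for *Tmem72* (standard error 0.428) and −0.35 for *Slc4a5* (standard error 0.484), none of them past the threshold. *Ttr* varied widely between libraries, from 38.0 to 3603 TPM in *Nova1* hu/hu mice and from 1384 to 2731 TPM in *Nova1* wt/wt mice (n = 6 each). The 4 genes with an unadjusted p under 0.05 in *Nova1* hu/hu mice were *Sema3b*, *Avp*, *Ndufb2* and *Moxd1*.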

*Nova1*<sup>wt/wt</sup> N=3, *Nova1*<sup>ko/ko</sup> N=3 for *Nova1* knockout mice comparison, *Nova1*<sup>wt/wt</sup> N=6, *Nova1*<sup>hu/hu</sup> N=6 for humanized *Nova1* mice comparison.

# Supplementary material for: A humanized NOVA1 splicing factor alters mouse vocal communications
**Source:** Nat Commun. 2025 Feb 18;16:1542. doi: 10.1038/s41467-025-56579-2
**Supplement:** Supplementary file 21 — Reporting Summary

Yoko Tajima

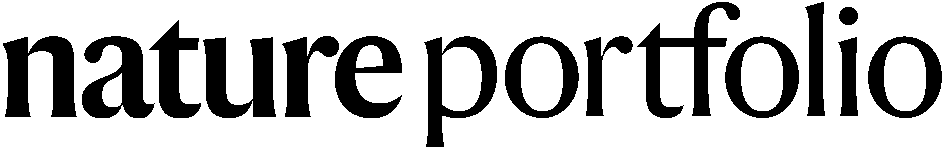

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our Editorial Policies and the Editorial Policy Checklist.

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a

x

x

Confirmed

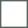
 The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement

x

x

 A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly The statistical test(s) used AND whether they are one- or two-sided

*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*

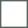
 A description of all covariates tested

x

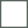
 A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons

A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)

x

For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted

x

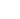

*Give P values as exact values whenever suitable.*

For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings

x

x

For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

x

*Our web collection on statistics for biologists contains articles on many of the points above.*

## Software and code

Policy information about availability of computer code Data collection

ExAC dataset (v0.3.1), refsnnp dataset (v b156), the Draft Neanderthal Genome Project (<https://www.ebi.ac.uk/ena/browser/view/PRJEB2065>), Denisovan Genome Project (http://cdna.eva.mpg.de/denisova/), cryostat (CM3050S, LEICA), microscope (BZ-X700, KEYENCE), film processor (SRX-101A, Konica), NovaSeq 6000 (illumina), MiSeq (illumina). Vocalizations were recorded with UltraSoundGateCM16/CMPA ultrasonic microphones connected to an Ultrasound Gate USGH amplifier. Recordings were saved using the AvisoftRecorderUSG software. All acoustic hardware was obtained from Avisoft Bioacoustics®.

The evolutionary statistic was performed with custom code. All script and steps are found on a GitHub repository (<https://github.com/cafeblue/popgen_dbsnp>). Acoustic waveforms were processed using a custom Python program called “Mouse Song Analyzer 2” (MSA2) ([https://github.com/Neurogenetics-Jarvis/MSA2](http://jarvislab.net/research/mouse-vocal-communication/)(Stoumpou)). Version of tools used in the analysis: bcftools (v1.19), OLego (v1.1.7), Quantas (v1.0.9), R (v4.2.0), Integrative Genomic Viewer (IGV, v2.13.0), Metascape (v3.5.20240101), CLIP Tool Kit (CTK, v1.1.3), novoalign (v3.09.02), HOMER (v4.11), ImageJ (v1.53), Burrows-Wheeler Aligner (BWA, v0.7.17-r1188), Picard (v2.18.7), Genome Analysis Toolkit (GATK, v4.4.0.0), ANNOVAR (v2).

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio guidelines for submitting code & software for further information.

## Data

Policy information about availability of data

All manuscripts must include a data availability statement. This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our policy

Source data are provided with this paper. The sequencing data generated in this study have been deposited in the GEO database under the SuperSeries GSE253298 comprising Subseries GSE253296 and GSE253297 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE253298]. The vocalization data generated in this study are provided in the Supplementary Data file. The sequencing data for *Nova1* knockout mouse used in this study are available in the GEO database under accession code GSE69711 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE69711].

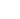

## Research involving human participants, their data, or biological material

Policy information about studies with human participants or human data. See also policy information about sex, gender (identity/presentation), and sexual orientation and race, ethnicity and racism.

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

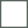
 Life sciences
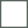
 Behavioural & social sciences
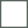
 Ecological, evolutionary & environmental sciences

x

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative. Sample size

No statistical tests were used to predetermine sample size. Sample sizes were determined based on previously published work and literature in the field that have conducted similar experiments. For molecular experiments, sample sizes of 3-6 (biological replicates) were used. For in vivo experiments sample sizes of greater than 8 were used to account for the increased variability. Exact numbers were pre-determined based on the experimental design, number of animals available, and the animal housing conditions.

No data were excluded from the analyses.

Data exclusions

Replication

A minimum of three biological replicates are used in all experiments. The western blot and immunostaining are replicated for at least 3 times, and data are representative of these independent experiments.

Mice were assigned to each group based on genotype. Mice were age and sex matched for all experiments.

Randomization

Blinding

For the molecular experiments, the investigators were not blinded because all measurement modalities were quantitative. For the behavioral experiments, the investigators were blinded during the data collection. All samples and experiments were performed in the same way regardless of group or treatment.

# Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Research sample

Sampling strategy

Data collection

Timing

Data exclusions

Non-participation

Randomization

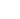

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Research sample

Sampling strategy

Data collection

Timing and spatial scale

Data exclusions

Reproducibility

Randomization

Blinding

Did the study involve field work? Yes No

## Field work, collection and transport

Field conditions

Location

Access & import/export

Disturbance

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems Methods

x

x

x

x

x

x

x

x

x

x

n/a Involved in the study Antibodies Eukaryotic cell lines

Palaeontology and archaeology Animals and other organisms Clinical data

Dual use research of concern

Plants

n/a Involved in the study

ChIP-seq

Flow cytometry

MRI-based neuroimaging

## Antibodies

Antibodies used

Primary antibodies used for immunohistochemistry and western blotting were as follows; rabbit anti-NOVA1 (1/1000 dilution) [EPR13847] (ab183024, abcam), rabbit anti-NOVA1 C-terminal (1/1000 dilution) [EPR13848] (ab183723, abcam), human anti-pan NOVA (1/10,000 dilution) (anti-Nova paraneoplastic human serum) and rabbit anti-ATCB (1/10,000 dilution) (ab8227, abcam).

Validation

rabbit anti-NOVA1 [EPR13847] (ab183024, abcam): <https://www.abcam.com/en-us/products/primary-antibodies/nova1-antibody-epr13847-ab183024?srsltid=AfmBOorV1lpoU96icGnevjhiw-muboB_kAcDeOpTS05rjWeC0AQ1y8J->

rabbit anti-NOVA1 C-terminal [EPR13848] (ab183723, abcam): <https://www.abcam.com/en-us/products/primary-antibodies/nova1-antibody-epr13848-c-terminal-ab183723?srsltid=AfmBOorL_-1q73eRu24DeXZHuebnhdqX1CqRPTf-1lj1yLfTQGPEvIqJ>

human anti-pan NOVA (anti-Nova paraneoplastic human serum) : Buckanovich, R. J., Posner, J. B. & Darnell, R. B. Nova, the paraneoplastic Ri antigen, is homologous to an RNA-binding protein and is specifically expressed in the developing motor system. Neuron 11, 657–672 (1993).

rabbit anti-ATCB (ab8227, abcam): <https://www.abcam.com/en-us/products/primary-antibodies/beta-actin-antibody-ab8227?srsltid=AfmBOoogyvWuoTKu5l6mae2XfTE3jqEUx4nUlMIlLY9yp9fKpCA0-KmQ>

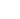

## Eukaryotic cell lines

Policy information about cell lines and Sex and Gender in Research Cell line source(s)

Authentication

Mycoplasma contamination Commonly misidentified lines

(See ICLAC register)

## Palaeontology and Archaeology

Specimen provenance

Specimen deposition

Dating methods

Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about studies involving animals; ARRIVE guidelines recommended for reporting animal research, and Sex and Gender in Research

Male and female wild type mice C57BL/6J (stock no. 000664) mice. Male and female Nova1hu/hu mice and their littermate controls (Nova1hu/wt and Nova1wt/wt mice) on C57BL/6J background. Mice were housed in a 12-h light/dark cycle, up to 5 mice per cage. Male or female mice aged 7 days (for isolation induced pup USV test) and 8-20 weeks (for playback behavioral experiment and courtship induced adult USV test) were used for animal experiments, as described. Littermates of the same-sex were randomly assigned to experimental groups.

Laboratory animals

Wild animals

No wild animals were used in the study.

Reporting on sex

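The labels of the libraries do not give the sex of the mice, so the counts of *Xist*, which is expressed from the inactive X chromosome of females, and of *Ddx3y*, which lies on the Y chromosome, were read in each library. In E18.5 midbrain, replicates 1 to 3 of both genotypes had 20402 to 30471 counts of *Xist* and 0 of *Ddx3y*, and replicates 4 to 6 had 19 to 36 counts of *Xist* and 1447 to 2660 of *Ddx3y*. In P21 midbrain, replicates 1 and 2 of both genotypes had 7835 to 13350 counts of *Xist*, and replicates 3 and 4 had 3032 to 4345 counts of *Ddx3y*. In P21 cortex, replicates 1 and 2 of both genotypes had 2019 to 2414 counts of *Ddx3y*, and replicates 3 and 4 had 12202 to 12911 counts of *Xist*. In each age and region, libraries of both genotypes with the same replicate number had the same pattern of these 2 genes, and each genotype had as many libraries with high *Xist* as with high *Ddx3y*.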

The transcriptome data (RNA sequencing and AS analysis) used in this study included equal numbers of male-female pairs. For CLIP, immunostaining and Western blot analyses, same-sex genotype pairs were used for comparison. For vocalization tests, data from 7-day-old pups were used for analysis without distinction between males and females. For adult courtship-induced vocalization tests, due to the nature of the experimental method (males are the primary source of vocalizations), this was specified as an analysis of male vocalization characteristics.

n/a

Field-collected samples

Ethics oversight

All procedures were performed according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) under the IACUC protocol # 23014 at the Rockefeller University. Reported in Methods section, under Animal experiments subsection.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about clinical studies

All manuscripts should comply with the ICMJE guidelines for publication of clinical research and a completed CONSORT checklist must be included with all submissions.

Clinical trial registration

Study protocol

Data collection

Outcomes

## Dual use research of concern

Policy information about dual use research of concern

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

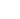

Public health

No Yes

 National security

 Crops and/or livestock
 Ecosystems

 Any other significant area

### Experiments of concern

Does the work involve any of these experiments of concern:

Demonstrate how to render a vaccine ineffective

No Yes

Confer resistance to therapeutically useful antibiotics or antiviral agents Enhance the virulence of a pathogen or render a nonpathogen virulent Increase transmissibility of a pathogen

Alter the host range of a pathogen

Enable evasion of diagnostic/detection modalities Enable the weaponization of a biological agent or toxin

Any other potentially harmful combination of experiments and agents

## Plants

Seed stocks

Novel plant genotypes

Authentication

## ChIP-seq

### Data deposition

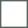
 Confirm that both raw and final processed data have been deposited in a public database such as GEO. Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

Files in database submission Genome browser session

(e.g. UCSC)

### Methodology

Replicates

Sequencing depth

Antibodies

Peak calling parameters

Data quality

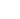

Software

## Flow Cytometry

### Plots

Confirm that:

 The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).

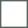
 The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
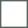
 All plots are contour plots with outliers or pseudocolor plots.

 A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Instrument

Software

Cell population abundance

Gating strategy

Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Design specifications

Behavioral performance measures

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI
 Used
 Not used

### Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

### Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis:
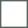
 Whole brain
 ROI-based
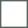
 Both Statistic type for inference

(See Eklund et al. 2016)

Correction

### Models & analysis

n/a

Involved in the study

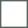
 Functional and/or effective connectivity
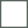
 Graph analysis

Multivariate modeling or predictive analysis

Functional and/or effective connectivity

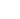

Graph analysis

Multivariate modeling and predictive analysis

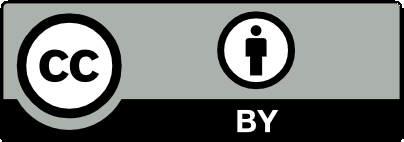
This checklist template is licensed under a Creative Commons Attribution 4.0 International License, which permits use, sharing, adaptation, distribution and reproduction in any medium or format, as long as you give appropriate credit to the original author(s) and the source, provide a link to the Creative Commons license, and indicate if changes were made. The images or other third party material in this article are included in the article's Creative Commons license, unless indicated otherwise in a credit line to the material. If material is not included in the article's Creative Commons license and your intended use is not permitted by statutory regulation or exceeds the permitted use, you will need to obtain permission directly from the copyright holder. To view a copy of this license, visit <http://creativecommons.org/licenses/by/4.0/>

How the deposited data were processed for this re-analysis (not part of the article)

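RNA-seq libraries of midbrain at E18.5 (6 *Nova1* hu/hu and 6 *Nova1* wt/wt mice), midbrain at P21 (4 and 4) and cortex at P21 (4 and 4) were analysed, 28 libraries in all. Cerebellum and *Nova1* knockout libraries were not used here. The authors prepared polyadenylated RNA, sequenced paired-end reads, aligned them to mm10 with OLego and counted reads per gene with Quantas; the version of the gene annotation is not stated in the paper's text. For each library the authors deposited, for 23038 genes, an expected count, the exon length and an RPKM value. The deposited expected counts are not whole numbers for 751 to 2715 genes per library. The deposited RPKM values follow from the counts, the exon lengths and the library totals (largest relative difference 9.33e-15), so they hold no further normalization and were not used otherwise. The 10 genes with the most counts held 5.67% to 16.2% of a library's total.

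Expected counts were rounded to whole numbers for the tests. TPM values were computed from the unrounded counts and exon lengths. The tests used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genotypes were compared within each age and region with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), TMM factors and the filter filterByExpr, only with the libraries of that comparison and no covariate, since the paper's text names edgeR but not which of its tests. Genes with p under 0.05 and a Benjamini-Hochberg adjusted p under 0.1, the paper's thresholds, were called differentially expressed; all tests were two-sided unless stated. Log2 CPM values used a prior count of 2. Gene lists were tested with limma's camera test at a preset correlation of 0.01, and also with fry and with an estimated correlation. Single genes were compared with exact permutation tests. Differences of the genotype effect between regions or ages were tested as interaction terms. Of the 23038 Entrez identifiers, 22959 matched the RefSeq annotation of GRCm38, from which gene positions come. The position of the edited codon comes from a match of the paper's guide sequence to the GENCODE transcript on GRCm38. The authors' counting is not stated to use the strand, so overlapping and antisense genes, and near-identical copies such as *Hspa1a* and *Hspa1b* or the globin genes, are uncertain.

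With 4 to 6 libraries per group the median standard error of a log2 fold change was 0.087 in E18.5 midbrain, 0.076 in P21 midbrain and 0.077 in P21 cortex. Simulated counts were drawn with the means and library sizes of these libraries. The changed genes, 200 at once, all lay above a minimum mean count. The analysis was tested on these counts. With a 1.5-fold change it found 178 of 200 genes in E18.5 midbrain, 170 in P21 midbrain and 183 in P21 cortex, with 12, 18 and 25 unchanged genes called. Where a pair effect with an SD of 0.15 on the log2 scale was added, it found 163, 142 and 121 of 200, and 177, 180 and 168 with the replicate number as a block. In simulated counts with no changed gene, the quasi-likelihood test called 1 gene in E18.5 midbrain, 1 in P21 midbrain and 4 in P21 cortex. On the same counts edgeR's exact test called 4, 13 and 5, its likelihood ratio test 4, 13 and 5, and DESeq2 10, 3 and 1. For an interaction term, 184 of 200 simulated differences were found, with 17 unchanged genes called.

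The replicate numbers pair the libraries. The deviations of libraries with the same number from their genotype's mean correlated at 0.256 to 0.499 in E18.5 midbrain, 0.266 to 0.300 in P21 midbrain and 0.252 to 0.310 in P21 cortex, while the medians for other pairs of libraries were −0.096, −0.125 and −0.167. The replicate number held 67.1%, 56.2% and 57.3% of the variance over genes. Each number holds only a pair of libraries, so any pairing would hold a large share. The shares of other pairings were not computed, so these shares alone do not measure a pair effect. The paper's reporting summary states that the transcriptome data hold equal numbers of male-female pairs, and same-numbered libraries had the same sex by *Xist*; what else a number marks is not stated. Without the block, this shared variation between pairs enters the residual variance: in simulated data with pair effects, 1.53%, 1.08% and 0.930% of unchanged genes had a p under 0.05 without the block, and 5.06%, 5.08% and 4.72% with it.

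These alternatives were chosen before the data were examined: RLE in place of TMM factors, DESeq2, edgeR's exact and likelihood ratio tests, no filter, at least 10 counts in every library, an adjusted p under 0.05, the replicate block, the *Xist* level as a covariate, all 28 libraries in one fit, and each library left out in turn. For correlations of mean log2 TPM the alternatives were all genes with a TPM above 0, genes with a mean TPM of at least 1 and a pseudocount of 1. The likelihood ratio test and DESeq2 with the replicate block, and the quasi-likelihood test with adjusted deviances (legacy=FALSE), were added later. For every count of genes, for the knockout and spliced lists, and for each list past the camera threshold without the replicate block, up to 100 other splits of the same libraries were also fitted; the other lists have no splits. A count of 0 genes is reached by every split, so splits decide nothing about it. For *Gkn3* a test of depth set before the data were examined, the median change of genes with similar counts, was replaced by a fit with the log2 total count as a covariate, because scaling holds such a median near 0.

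The text names the genes that the paper names, the called genes of each comparison (the 10 with the smallest p at most) or, with fewer than 3, the 3 genes with the smallest p, of the knockout list the 5 genes after *Nova1* with the smallest knockout p and any gene with p under 0.01 in *Nova1* hu/hu mice, *Xist* and *Ddx3y*, and genes of the marker lists. Other names, such as genes called only under an alternative or at an unadjusted p under 0.05, were added after their values were seen. The lists were arterial endothelial cells, smooth muscle cells, all endothelial cells, choroid plexus, hypothalamic neuropeptides, meningeal fibroblasts, oligodendrocytes, erythrocytes and sex genes, and, chosen after the results were seen, cerebellar granule cells. The paper's knockout list, its differentially spliced genes and its genes linked to vocalization were also tested as lists. The alternative splicing, CLIP, protein and vocalization measurements were left out because the gene counts do not hold them.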

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

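The splits that part the replicate pairs and the test of cerebellar granule cell genes were chosen after the results were seen.

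The library of *Nova1* hu/hu replicate 6 in E18.5 midbrain had a total of 35047494 counts, apart from the other 5 of its group, whose lowest was 18550922; the gap was 0.692 of the group's range. Of 38 groups of 4 to 6 values tested in this way, 2 held such a value, where chance gives 1.9. A deeper library may affect a result that is not scaled for depth. Without this library the log2 fold change of *Nova1* at E18.5 was 0.015 in place of −0.0064, and the number of differentially expressed genes stayed at 0, with 201 genes at an unadjusted p under 0.05 when all libraries were used. No biological explanation was tested.

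The *Gkn3* level of *Nova1* hu/hu replicate 3 in P21 midbrain was 13.9 TPM, apart from the other 3 *Nova1* hu/hu libraries (10.4, 10.5 and 10.5 TPM), with a gap of 0.953 of the range. It was still below the lowest *Nova1* wt/wt library at 16.9 TPM. Without it the log2 fold change of *Gkn3* was −0.83 with an adjusted p of 0.288 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over leave-one-out fits whose adjusted p ran from 0.288 to 1.00. *Gkn3* had 120 counts in this library and 100 to 123 counts in the group. Chance among the groups tested may explain a value like this. The level of the smooth muscle genes is a technical candidate, since it was highest in this library of the group. It was 3.29 log2 CPM, against 2.85, 3.15 and 2.64 in replicates 1, 2 and 4. Replicate 2, at 3.15, had no raised *Gkn3* (10.5 TPM), and the candidate was not tested for the single library.

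With the replicate number as a block, 4 genes that the paper does not discuss passed the threshold in P21 midbrain, 1 higher and 3 lower in *Nova1* hu/hu mice, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Gabra6* had a log2 fold change of −1.61 (adjusted p = 0.0388), *Cbln3* −1.21 (adjusted p = 0.0388), *Mybpc3* −1.78 (adjusted p = 0.0952) and *Cdr1* 0.22 (adjusted p = 0.0952). *Gabra6* was lower in 4 of 4 pairs, *Cbln3* and *Mybpc3* in 3 of 4, and *Cdr1* was higher in 4 of 4. Without the block the log2 fold changes were −1.57, −1.34, −1.86 and 0.22, and the adjusted p was 1.00 for each. Of the 8 splits of the libraries that part every pair, 3 gave as many genes with the block; with 8 splits the share cannot fall under 0.05, so the 4 genes and chance cannot be told apart. The counts of *Gabra6*, *Cbln3* and *Mybpc3* were low, from 5 to 446 per library.

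Cerebellar tissue in some of the midbrain dissections is a candidate source of *Gabra6*, *Cbln3* and *Mybpc3*. *Gabra6* ranged from 0.186 to 7.07 TPM over the 8 libraries. Across these libraries it rose and fell with *Cbln3* (Pearson's r 0.981, two-sided exact permutation p = 7.44e-05, adjusted 0.000372 over 5 relations; Spearman's rho 0.976, p = 0.000397, adjusted 0.00198; r 0.966 without the 2 libraries farthest from the median) and with *Mybpc3* (r 0.948, permutation p = 0.00139, adjusted 0.00347; rho 0.929, p = 0.00223, adjusted 0.00558; r 0.936 without 2 libraries). Of 12 other genes of cerebellar granule cells, the median correlation with *Gabra6* was 0.43, against 0.0075 for random lists of genes (random-list p = 0.0054), and 6 of the 12 had r above 0.5. With the mean of this list, *Gabra6* had r 0.762 (permutation p = 0.0281, adjusted 0.0374), rho 0.619 (p = 0.115, adjusted 0.144) and r 0.917 without the 2 farthest libraries. Of the list, 11 of 12 genes had a mean TPM over 1 in midbrain. Its most abundant gene, *Calb2*, had 521 TPM, which midbrain cells may express themselves, and did not follow *Gabra6* (r −0.65). *Neurod1* (log2 fold change −0.71) and *Fat2* (−0.60) followed it (r 0.786 and 0.839). The list's median log2 fold change in *Nova1* hu/hu midbrain was −0.092, with 10 of 12 genes lower, and 2 genes (*Neurod1* and *Fat2*) passed an adjusted p of 0.1 adjusted over the list alone, against 0 over all genes tested and 4 over the list alone with the block (camera p = 5.79e-05, which did not hold under fry, p = 0.125, or under an estimated correlation, p = 0.0915). A median as far from 0 as −0.092 was found in 4 of 35 splits, and with the block in 2 of the 8 that part every pair. At E18.5 the median was 0.025 and in P21 cortex −0.0066. These values are consistent with a varying amount of cerebellar tissue, a technical source, and they do not exclude a difference between genotypes, which stays open as untested. For *Cdr1* no explanation was tested.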

How the results depend on the processing

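The likelihood ratio test and DESeq2 with the replicate block, and the quasi-likelihood test with adjusted deviances, were chosen after the data had been seen. Values of alternatives are from edgeR's quasi-likelihood test unless another test is named, adjusted p values are Benjamini-Hochberg adjusted, and the cause of each change was not tested.

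In P21 midbrain the number of differentially expressed genes, 0 with 426 at an unadjusted p under 0.05, was 1 (*Gkn3*) with DESeq2, 1 (*Gkn3*) with the exact test, 1 (*Gkn3*) with the likelihood ratio test, 4 with the replicate block, 13 with the likelihood ratio test and replicate block, and 2 (*Cdr1* and *Gabra6*) with DESeq2 and replicate block. It was 0 under RLE factors, no filter, at least 10 counts in every library, an adjusted p under 0.05, the *Xist* covariate, all 28 libraries in one fit, adjusted deviances, and each library left out. In E18.5 midbrain it was 1 (*Tie1*) with the likelihood ratio test and replicate block and 1 (*Col4a2*) with DESeq2 and replicate block, and in P21 cortex 5 (*Basp1*, *C1qtnf4*, *Ccdc146*, *Erdr1* and *Pcsk1n*) with the likelihood ratio test and replicate block; it was 0 under the other alternatives, replicate block included, with 201 and 450 genes at an unadjusted p under 0.05 without it. The replicate block alone changed no other call, apart from marker lists whose values stand with those lists, and with the genes linked to vocalization, among the other observations. The 2 counts of genes whose genotype effect differs between regions or ages were 0 under each of their 4 alternatives, with 373 and 303 genes at an unadjusted p under 0.05.

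The log2 fold change of *Gkn3* in P21 midbrain kept its direction under each alternative (−0.72 to −0.71, and −0.83 to −0.65 with each library left out). It passed the threshold with DESeq2 (−0.72), the exact test (−0.72), the likelihood ratio test (−0.72), and the likelihood ratio test and replicate block (−0.72); its adjusted p ranged from 0.00205 to 1.00 over all alternatives.

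The log2 fold change of *Nova1* stayed within −0.049 to 0.041 at E18.5 with each library left out, and its sign changed without *Nova1* hu/hu replicate 5 (0.041) or 6 (0.015) and without *Nova1* wt/wt replicate 1 (0.027), 2 (0.0026) or 4 (0.029). In P21 cortex it ran from −0.0017 (without *Nova1* hu/hu replicate 3, a change of sign) to 0.043, and in P21 midbrain it kept its sign. Its confidence intervals hold 0 in each main comparison. The log2 fold change of *Nova1* between P21 midbrain and P21 cortex in *Nova1* wt/wt mice kept its direction and its side of the threshold under 3 of 3 alternatives.

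The median of the knockout-list genes at E18.5 moved past the camera threshold with the likelihood ratio test and replicate block (−0.018) and without *Nova1* hu/hu replicate 3 (−0.027), over a range of −0.027 to −0.00095 with each library left out. The number of these genes adjusted over the list alone was 5 (*Clic6*, *Moxd1*, *Sostdc1*, *Tmem72* and *Tns1*) with the likelihood ratio test and replicate block. The median of the differentially spliced genes in P21 midbrain ran from −0.00046 (without *Nova1* hu/hu replicate 4, a change of sign) to 0.0099. The median of the choroid plexus genes in P21 cortex ran from −0.0013 (without *Nova1* wt/wt replicate 1, a change of sign) to 0.22 with each library left out; it was 0.069 without *Nova1* hu/hu replicate 2 and 0.091 without *Nova1* hu/hu replicate 4, and these 3 fits were no longer past the camera threshold. At E18.5 it was −0.18, −0.13 and −0.16 without *Nova1* hu/hu replicates 1, 4 and 5, and no longer past the camera threshold, but −0.54 without *Nova1* hu/hu replicate 2 and −0.59 without *Nova1* hu/hu replicate 3. It was −0.59 with the replicate block, and over the other settings it ran from −0.83 (DESeq2 with replicate block) to −0.25 (at least 10 counts in every library). The median of the oligodendrocyte genes in P21 cortex was 0.019 without *Nova1* hu/hu replicate 2, 0.071 without *Nova1* hu/hu replicate 3 and 0.080 without *Nova1* wt/wt replicate 1, and 5 of 8 fits with 1 library left out stayed past the camera threshold, those without *Nova1* hu/hu replicate 2 and *Nova1* wt/wt replicates 2 (0.023) and 4 (0.033) excepted. The median of the meningeal genes in P21 midbrain was −0.17 without *Nova1* hu/hu replicate 2 and −0.16 without *Nova1* wt/wt replicate 3, and that of all endothelial cells in P21 cortex was 0.066 without *Nova1* hu/hu replicate 4; both stayed past the camera threshold with each library left out. The median of the genes linked to vocalization at E18.5 was −0.020 without *Nova1* hu/hu replicate 1, −0.066 without *Nova1* wt/wt replicate 4 and −0.016 without *Nova1* wt/wt replicate 3, and only the last was no longer past the camera threshold (p of 0.113).

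The correlation of mean log2 TPM between genotypes was 0.992057 (E18.5 midbrain), 0.991778 (P21 midbrain) and 0.992737 (P21 cortex) with all genes with a TPM above 0, 0.997953 (E18.5 midbrain) and 0.997999 (P21 cortex) with genes of a mean TPM of at least 1, and 0.99904, 0.998952 and 0.999055 with a pseudocount of 1. With each library left out it was 0.998138 to 0.998358, 0.99707 to 0.997501 and 0.997749 to 0.99789. Of the other results named in the text, 13 changed under other settings, 2 weaker and 11 stronger, over 7 results, and 8 became weaker with 1 library left out, over 3 results.

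The depth limits single genes with few counts: *Gkn3* had 1 to 18 counts per library at E18.5 and was below the filter of edgeR's test there. Its exact permutation p at E18.5 was 0.621 (mean log2 TPM difference 0.35), and in the fit over both ages its genotype effect at P21 differed from that at E18.5 by −0.63 (standard error 0.484, p of 0.206), so these counts leave open whether the effect differs between ages.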

Differences from the paper's values

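No alternative in this part was chosen because it comes closer to the paper; the fits with a replicate block and another test were chosen after the values were seen.

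The paper reports 1 differentially expressed gene in P21 midbrain, *Gkn3*, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0, with 426 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, edgeR's exact test, its likelihood ratio test and DESeq2 gave 1 gene, *Gkn3* in each, the replicate block gave 4, which do not include *Gkn3*, and the remaining settings gave 0, each library left out included.

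The paper's p-value for *Gkn3* is 2.3e-06, and the quasi-likelihood test gave 9.26e-05. The paper's FDR is 0.037, and the quasi-likelihood test with Benjamini-Hochberg adjustment gave 1.00. With edgeR's exact test, p was 2.10e-06 and the adjusted p 0.0335, both within 1.5 times of the paper's values. The likelihood ratio test gave 1.48e-06 and an adjusted p of 0.0236, and DESeq2 gave 4.47e-06 and 0.0714; both call *Gkn3* at the paper's thresholds but are more than 1.5 times from its p and FDR. The replicate block gave an adjusted p of 0.167. None of the other alternatives set before the data were examined came within 1.5 times of the paper's p or FDR; over all of them the adjusted p ran from 0.0236 to 1.00. The likelihood ratio test with the replicate block, which was chosen after the values were seen, also called *Gkn3* (adjusted p = 0.00205).

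Of the 222 genes of Supplementary Data 18, the p for *Nova1* hu/hu mice differed from the paper's by more than 1.5 times for 5 genes. The paper's p is 0.0464 for *Oxt*, 0.00468 for *Avp*, 0.0256 for *Moxd1*, 0.165 for *Sec23ip* and 0.151 for *Tmtc3*, and the quasi-likelihood test gave 0.0738, 0.0137, 0.0416, 0.107 and 0.0931. *Oxt* is thus under 0.05 in the paper and not here, while *Ndufb2* is under 0.05 here (0.0393) and not in the paper (0.0546); the count under 0.05 is 4 in both. With edgeR's exact test and with its likelihood ratio test, 0 of the 222 genes were more than 1.5 times from the paper's p, with 4 and 5 genes under 0.05. Of the other alternatives set before the data were examined, *Avp* came within 1.5 times of the paper's p under none. *Oxt* did with the replicate block and without *Nova1* hu/hu replicate 2 or *Nova1* wt/wt replicate 2 or 5, and *Moxd1* with DESeq2, no filter and all 28 libraries in one fit. *Sec23ip* did with no filter, at least 10 counts in every library, and without *Nova1* hu/hu replicate 3, 5 or 6 or *Nova1* wt/wt replicate 1, 2 or 4, and *Tmtc3* with no filter, all 28 libraries in one fit, and without *Nova1* hu/hu replicate 2, 3, 4, 5 or 6 or *Nova1* wt/wt replicate 1, 4, 5 or 6. The others did not bring these 5 genes within 1.5 times.

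The log2 fold change of *Fam107a* has another sign than the paper's, −0.0082 against the paper's 0.0037, with a standard error of 0.310. It had the paper's sign with DESeq2 (0.0052), edgeR's exact test (0.0040), its likelihood ratio test (0.0040), and without *Nova1* hu/hu replicate 1, 2, 4, 5 or 6 or *Nova1* wt/wt replicate 3, and not under the other alternatives set before the data were examined. For the other 221 genes the log2 fold change had the paper's sign and was within its standard error of the paper's value, and the average TPM of all 222 genes was within its SD.

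The paper states that *Gkn3* was the only gene with a difference. With the replicate block, *Gabra6*, *Cbln3*, *Mybpc3* and *Cdr1* passed the paper's thresholds in P21 midbrain, and *Gkn3* did not. The average TPM and the log2 fold change of *Gkn3* and the counts of genes at E18.5 and in P21 cortex did not differ from the paper's by more than their error.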

Other observations

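The splits for edgeR's exact and likelihood ratio tests, for the fits with the replicate block, for the marker lists and the genes linked to vocalization and for the correlation with the knockout, the tests of smooth muscle, of choroid plexus and of depth, and the counts by replicate pairs were chosen after the results were seen; the tests of arterial and all endothelial cells, sex and genes near *Nova1* were chosen before.

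Other splits of the same libraries were fitted as the real one was. As many differentially expressed genes as with the real genotypes (0, with 201, 426 and 450 genes at an unadjusted p under 0.05) were found in 100 of 100 splits of the E18.5 midbrain libraries, 35 of 35 splits of P21 midbrain and 35 of 35 of P21 cortex; no split can have fewer than 0 genes, so these counts decide nothing. A correlation of mean log2 TPM as low as the real one was found in 94 of 100, 29 of 35 and 33 of 35 splits. In the 32, 8 and 8 splits drawn to part every replicate pair, the medians of this correlation were 0.998525, 0.997977 and 0.998261, against 0.998528, 0.997934 and 0.998304 for the real genotypes, and 18 of 32, 2 of 8 and 6 of 8 of them had a correlation as low. The real split parts every replicate pair, and splits that part fewer pairs gave more genes at an unadjusted p under 0.05: at E18.5 a median of 203 with 6 pairs parted (9 splits), 396.5 with 4, 723.5 with 2 and 3144 with 0; in P21 midbrain 408 with 4 pairs parted (8 splits), 729 with 2 and 1125 with 0; and in P21 cortex 393 with 4 pairs parted (8 splits), 666.5 with 2 and 1137 with 0. Among the splits that part every pair, 6 of 9, 3 of 8 and 3 of 8 gave as many genes as the real one. With the block, as many genes as the real split were called in 32 of 32 splits at E18.5 (0 genes), 8 of 8 in P21 cortex (0 genes) and 3 of 8 in P21 midbrain (4 genes); where the real count is 0 every split reaches it, and with 8 splits the share cannot fall under 0.05. In P21 midbrain, edgeR's exact test called 1 gene or more in 26 of 35 splits and its likelihood ratio test in 26 of 35. The exact test called a median of 2 genes per split and at most 128. Only 8 of the 35 splits part every pair as the real one does, and these counts were not separated by pairs parted. With the quasi-likelihood test, calls came in 3 of 3 splits with 0 pairs parted, 3 of 24 with 2 and 0 of 8 with 4. The 26 of 35 thus cannot tell the *Gkn3* call of these tests from chance.

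Lower *Gkn3* in P21 midbrain of *Nova1* hu/hu mice (log2 fold change −0.71) was tested against several technical explanations. Fewer arterial endothelial cells would lower their genes alike, but the median log2 fold change of that list was −0.041 (12 genes, 9 lower, most abundant *Mgp* at 252 TPM), and that of all endothelial cells was −0.013 (10 genes, 7 lower, most abundant *Ly6c1* at 81.0 TPM). With the log2 total count of each library as a covariate for depth the log2 fold change of *Gkn3* was −0.70 (standard error 0.162); the total counts and the genotype had a correlation of 0.547. With the *Xist* level as a covariate for sex the log2 fold change was −0.72. Each genotype had as many libraries with high *Xist* as with high *Ddx3y*, so this fit could hardly move the change. That balance, rather than the fit, argues against sex as the cause. Smooth muscle genes were lower too, with a median of −0.29 and 8 of 8 genes lower, and their level was lower in the *Nova1* hu/hu library of 4 of 4 replicate pairs, the most abundant being *Acta2* (71.0 ± 14.3 TPM, SD, n = 4, in *Nova1* wt/wt mice and 53.7 ± 17.0 TPM in *Nova1* hu/hu mice). With the smooth muscle level as a covariate the log2 fold change of *Gkn3* was −0.57 (p of 0.00271 from edgeR's quasi-likelihood test), so most of the difference remained. *Gkn3* rose with the smooth muscle level over the 8 midbrain libraries (Pearson's r 0.755, exact permutation p = 0.0299, adjusted 0.0374 over 5 relations; Spearman's rho 0.786, p = 0.0279, adjusted 0.0465), but r was 0.440 without the 2 farthest libraries, so the relation rests on them in part. In P21 cortex the smooth muscle median was −0.037 while *Gkn3* was lower there too (−0.39), and the relation over 8 libraries had r 0.100 (permutation p = 0.806; rho 0.262, p = 0.536) and −0.477 without 2 libraries. The list medians and the fits with the depth and smooth muscle covariates argue against those technical explanations as the whole cause. Reads shared with related genes were not tested. A difference between genotypes is left as a hypothesis, found and tested on the same libraries.

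Among the 9 marker lists in 3 comparisons (27 tests), camera's p after Benjamini-Hochberg adjustment was under 0.05 for smooth muscle in P21 midbrain (3.29e-05), meningeal fibroblasts in P21 midbrain (median −0.11, 8 of 8 lower, 0.000258), all endothelial cells in P21 cortex (0.11, 8 of 10 higher, 0.00163), choroid plexus at E18.5 (−0.34, 11 of 12 lower, 0.0181) and in P21 cortex (0.15, 12 of 12 higher, 0.0181), and oligodendrocytes in P21 cortex (0.044, 6 of 6 higher, 0.0387). None of these held under fry (adjusted p = 0.999 each) or with an estimated correlation (0.963). With the replicate block, 3 more passed camera, which were erythrocytes at E18.5 (median 0.21, adjusted p of 0.000669) and in P21 cortex (0.10, 0.00805), and choroid plexus in P21 midbrain (−0.35, 0.0143); under fry with the block the lowest adjusted p was 0.190. Adjusted over the list alone, 1 gene passed an adjusted p of 0.1 among the hypothalamic neuropeptides at E18.5 (*Avp*, log2 fold change 0.75) and 0 in the other lists; with the block there were 6 smooth muscle and 5 meningeal genes in P21 midbrain, 3 meningeal, 1 endothelial and 1 erythrocyte gene in P21 cortex, and 2 choroid plexus genes, 1 neuropeptide gene and 1 erythrocyte gene at E18.5. A smooth muscle median as far from 0 as −0.29 was found in 5 of 35 splits of the libraries, but the 4 other splits part only 0 or 2 of the replicate pairs. Of the 8 splits that part every pair, fitted with the block, 1 gave a median as far from 0, the real one (−0.30); the next largest had a size of 0.186. With 8 splits the share cannot fall under 0.05, so the smooth muscle shift and chance cannot be told apart. For the other lists past the camera threshold, a median as far from 0 was found in 11 of 35 splits for meningeal fibroblasts in P21 midbrain, 3 of 35 for all endothelial cells in P21 cortex, 28 of 100 for choroid plexus at E18.5, 16 of 35 for choroid plexus in P21 cortex and 13 of 35 for oligodendrocytes in P21 cortex. Among the splits that part every pair, fitted with the block, it was found in 2 of 8, 1 of 8 (the real one), 6 of 32, 3 of 8 and 5 of 8. Splits of the libraries may thus give medians as large as these without a difference between genotypes, and with 8 splits the share cannot fall under 0.05. The other medians, in the order E18.5 midbrain, P21 midbrain and P21 cortex, were −0.022, −0.041 and −0.0081 for arterial endothelial cells. They were −0.096, 0.027 and 0.14 for hypothalamic neuropeptides, 0.15, 0.021 and 0.099 for erythrocytes, and 0.0081, 0.036 and 0.030 for sex genes. The median of all endothelial cells was −0.032 at E18.5, that of smooth muscle −0.076, and that of choroid plexus −0.22 in P21 midbrain. Meningeal fibroblasts had −0.033 and −0.057 at E18.5 and in P21 cortex, and oligodendrocytes −0.0017 and 0.030 in E18.5 and P21 midbrain. Of the choroid plexus list, 8 of 12 genes are also in the paper's knockout list, and its most abundant gene, *Ttr*, had 1914 TPM at E18.5. The lists that passed camera only with the block have no splits. For the shifts other than smooth muscle, no technical or biological explanation was tested apart from these splits.

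The *Nova1* hu/hu log2 fold changes at E18.5 ran opposite to the paper's knockout changes (Pearson's r −0.57). A correlation as far from 0 was found in 30 of 100 splits of the libraries, and with the block in 6 of the 32 splits that part every pair. Leaving out 1 library moved r to between −0.77 and −0.15. Choroid plexus in the dissected tissue may explain part of it: without the 8 choroid plexus genes r was −0.38 over 213 genes, against an SD of 0.405 over the 100 splits, so this explanation and a shift of other genes cannot be told apart. A median of the knockout-list genes as far from 0 as −0.013 was found in 58 of 100 splits, and with the block one as far from 0 as the real one in 7 of 32 splits that part every pair.

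The genes that the paper lists with differential splicing in P21 midbrain (630, of which 595 were tested) had a median log2 fold change of 0.0060, with a camera p of 0.448 and a fry p of 0.339; 0 genes passed adjusted over the list alone, and 13 had an unadjusted p under 0.05. A median as far from 0 was found in 11 of 35 splits, and with the block in 2 of the 8 that part every pair. The list was chosen from these same libraries, so it is not independent evidence. Of 22 genes that the paper links to vocalization, 18 were tested, and 0 passed the threshold over all genes or adjusted over the list alone, with 1, 0 and 0 genes at an unadjusted p under 0.05 in E18.5 midbrain, P21 midbrain and P21 cortex. Their medians were −0.039 at E18.5 (camera p of 0.00518), 0.0099 in P21 midbrain (0.458) and 0.0037 in P21 cortex (0.908). The shift at E18.5 did not hold under fry (p of 0.242) or with an estimated correlation (0.167). With the replicate block its median was −0.038, with a camera p of 0.000387 and a fry p of 0.0888, and 2 genes (*Myh14*, log2 fold change −0.26, and *Nlgn3*, −0.11) passed adjusted over the list alone. A median as far from 0 was found in 20 of 100 splits, and with the block in 5 of the 32 that part every pair. In P21 midbrain and P21 cortex the fry p was 0.741 and 0.937 and the p with an estimated correlation 0.746 and 0.838.

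A test of the difference in genotype effect gave 0 of 16345 genes between P21 midbrain and P21 cortex (373 at an unadjusted p under 0.05) and 0 of 16330 between E18.5 and P21 midbrain (303 at an unadjusted p under 0.05). As many were found in 50 of 50 splits and in 50 of 50 splits, which decides nothing, since no split can have fewer than 0 genes.

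*Nova1* itself was higher in P21 midbrain than in P21 cortex, by a log2 fold change of 0.91 in *Nova1* wt/wt mice (standard error 0.041, adjusted p = 9.38e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.94 in *Nova1* hu/hu mice (standard error 0.049, adjusted p = 3.25e-11). It was lower in midbrain at P21 than at E18.5, by −1.07 in *Nova1* wt/wt mice (standard error 0.075, adjusted p = 7.99e-10 from the same edgeR test) and −0.99 in *Nova1* hu/hu mice (standard error 0.078, adjusted p = 4.43e-09). The labels give no preparation batch, so whether libraries of different ages and regions were prepared together is not known.

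A linked effect of the edited locus on its neighbours was tested with the genes within 5 Mb of *Nova1*. The share of random lists of genes with a median statistic as large was 0.977 at E18.5 (13 genes), 0.844 in P21 midbrain (13 genes) and 0.840 in P21 cortex (14 genes), so the neighbours of *Nova1* differed between genotypes no more than other genes did.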
